# An atypical atherogenic chemokine that promotes advanced atherosclerosis and hepatic lipogenesis

**DOI:** 10.1038/s41467-025-57540-z

**Published:** 2025-03-07

**Authors:** Omar El Bounkari, Chunfang Zan, Bishan Yang, Simon Ebert, Jonas Wagner, Elina Bugar, Naomi Kramer, Priscila Bourilhon, Christos Kontos, Marlies Zarwel, Dzmitry Sinitski, Jelena Milic, Yvonne Jansen, Wolfgang E. Kempf, Nadja Sachs, Lars Maegdefessel, Hao Ji, Ozgun Gokce, Fabien Riols, Mark Haid, Simona Gerra, Adrian Hoffmann, Markus Brandhofer, Maida Avdic, Richard Bucala, Remco T. A. Megens, Nienke Willemsen, Denise Messerer, Christian Schulz, Alexander Bartelt, Tobias Harm, Dominik Rath, Yvonne Döring, Meinrad Gawaz, Christian Weber, Aphrodite Kapurniotu, Jürgen Bernhagen

**Keywords:** Chemokines, Atherosclerosis, Chemokines

## Abstract

Atherosclerosis is the underlying cause of myocardial infarction and ischemic stroke. It is a lipid-triggered and cytokine/chemokine-driven arterial inflammatory condition. We identify D-dopachrome tautomerase/macrophage migration-inhibitory factor-2 (MIF-2), a paralog of the cytokine MIF, as an atypical chemokine promoting both atherosclerosis and hepatic lipid accumulation. In hyperlipidemic *Apoe*^*–/–*^ mice, *Mif-2*-deficiency and pharmacological MIF-2-blockade protect against lesion formation and vascular inflammation in early and advanced atherogenesis. MIF-2 promotes leukocyte migration, endothelial arrest, and foam-cell formation, and we identify CXCR4 as a receptor for MIF-2. *Mif-2-*deficiency *in Apoe*^*–/–*^ mice leads to decreased plasma lipid levels and suppressed hepatic lipid accumulation, characterized by reductions in lipogenesis-related pathways, tri-/diacylglycerides, and cholesterol-esters, as revealed by hepatic transcriptomics/lipidomics. Hepatocyte cultures and FLIM-FRET-microscopy suggest that MIF-2 activates SREBP-driven lipogenic genes, mechanistically involving MIF-2-inducible CD74/CXCR4 complexes and PI3K/AKT but not AMPK signaling. MIF-2 is upregulated in unstable carotid plaques from atherosclerotic patients and its plasma concentration correlates with disease severity in patients with coronary artery disease. These findings establish MIF-2 as an atypical chemokine linking vascular inflammation to metabolic dysfunction in atherosclerosis.

## Abstract (web summary)

Fatty liver disease exacerbates atherosclerosis, but the underlying mechanisms remain unclear. Here, the authors show that D-dopachrome tautomerase (D-DT/MIF-2) acts as an atypical chemokine, promoting both atherosclerosis and hepatic lipid accumulation.

## Introduction

Atherosclerotic cardiovascular diseases (ASCVDs) such as myocardial infarction and ischemic stroke remain the leading cause of mortality globally. ASCVDs are promoted by risk and lifestyle factors such as hypertension, high-fat Western-type diets, and lack of physical activity; disease pathology is associated with co-morbidities such as diabetes or metabolic dysfunction-associated steatotic liver disease (MASLD)^1^. Atherosclerosis is a lipid-triggered chronic inflammatory condition of the arterial vascular wall driven by immune and inflammatory pathways^2–5^. The atherogenic process involves leukocyte infiltration and lesional inflammation, processes orchestrated by dysregulated activities of cytokines and chemokines^5,6^.

Macrophage migration-inhibitory factor (MIF) is a multifunctional inflammatory mediator with pathogenic roles in inflammatory diseases^7–10^. Plasma MIF levels are associated with coronary artery disease (CAD), and we and others have previously detected enhanced MIF expression in atherosclerotic plaques^11–14^ and demonstrated that MIF promotes atherogenic leukocyte recruitment through non-cognate interaction with the chemokine receptors CXCR2 and CXCR4^15^. Accordingly, MIF is an atypical chemokine (ACK), an emerging family of proteins that bind to classical chemokine receptors, while lacking classifying chemokine features such as N-terminal cysteines and a chemokine-fold^9,16^. MIF also binds to CD74, the cognate receptor of MIF, also known as the plasma-membrane form of class II invariant-chain Ii^17^. MIF engages CD74 or CXCR4 by direct high-affinity binding^15,17^, but depending on context, MIF signaling through CD74 requires co-receptors such as CD44^18,19^ or chemokine receptors^15,20–22^. MIF’s pro-atherogenic activities are mainly mediated through its chemokine receptor pathways, with contributions from CD74^23^. The MIF/CD74 axis also leads to activation of adenosine-monophosphate kinase (AMPK), a pathway associated with MIF-mediated tissue protection in cardiac ischemia and hepatosteatosis/metabolic dysfunction-associated steatohepatitis (MASH)^24,25^.

D-dopachrome tautomerase (D-DT) is a member of the MIF family that was originally identified as an enzyme converting the non-natural substrate D-dopachrome to 5,6-dihydroxyindole^26,27^. It shares remarkable three-dimensional structural similarity, but only 34% sequence homology, with MIF^28^. A role for D-DT in human immunity has only emerged recently, when it was characterized as a functional cytokine homolog of MIF^29^ and termed MIF-2^29–31^. MIF-2 interacts with CD74 to promote MAPK activation^29^ and MIF-2/ACKR3 interactions have been implicated in epithelial repair in chronic obstructive pulmonary disease (COPD)^32,33^. MIF-2 lacks the pseudo(*E*)LR motif required for interaction with CXCR2^15,34^ and does not bind CXCR2^35^. Functional studies in carcinoma and endotoxemia models suggest that, depending on tissue or disease context, MIF and MIF-2 exhibit overlapping or different effects^29,35–37^. In adipose tissue inflammation, MIF and MIF-2 display opposite activities^38–40^. In the ischemic heart, MIF and MIF-2 activate protective AMPK signaling in cardiomyocytes^25,41–45^, but the role of MIF-2 in atherosclerosis has not been studied.

Applying a model of *Apolipoprotein e*-deficient (*Apoe*^*–/–*^) mice combined with either *Mif-2* deficiency or pharmacological MIF-2 blockade, we investigated the role of MIF-2 in atherosclerosis. *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice on high-fat diet (HFD) exhibited reduced atherosclerotic lesions in both early and advanced stages of atherogenesis compared to *Apoe*^*–/–*^ mice. Biochemical binding, flow arrest, chemotaxis, and in vivo recruitment experiments indicated that MIF-2 is a CXCR4-engaging chemokine for monocytes and B cells. *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice showed reduced plasma lipid levels and were protected from hepatosteatosis. Sterol-response element binding proteins (SREBPs) are transcription factors that control the expression of genes involved in hepatic lipogenesis and lipid homeostasis^46,47^. Mechanistic experiments employing transcriptomics, lipidomics, hepatocyte cultures, SREBP and target gene analysis, receptor blocking, proximity ligation assay (PLA), and FLIM/FRET analysis suggested that MIF-2 promotes hepatic lipogenesis through activation of the CXCR4/CD74-SREBP axis and numerous lipogenic enzymes. Together with an observed upregulation of MIF-2 in unstable atherosclerotic plaques from CEA patients and a correlation of MIF-2 levels with the severity of CAD, our data suggest a role for MIF-2 in advanced atherosclerosis involving a dual lipid/hepatic and vascular phenotype.

## Results

### Genetic deletion and pharmacological blockade of MIF-2 mitigate atherosclerotic lesion formation in early atherogenesis

We first assessed the impact of genetic deletion of *Mif-2* in a model of early atherogenesis. *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice were generated by cross-breeding *Mif-2*^*+/–*^ and *Apoe*^*–/–*^ mice (Supplementary Fig. 1a–d**;** Supplementary Table 1). Groups of female *Mif-2*^*–/–*^*Apoe*^*–/–*^ *versus Apoe*^*–/–*^ littermates were fed a Western-type cholesterol-rich HFD for 4.5 weeks to initiate plaque formation (Fig. 1a). *Mif-2-*deficient *Apoe*^*–/–*^ mice displayed no gross phenotype differences compared to *Apoe*^*–/–*^ littermates, but exhibited a decreased blood monocyte and slightly increased blood T-cell count (Supplementary Table 2).

**Fig. 1:**
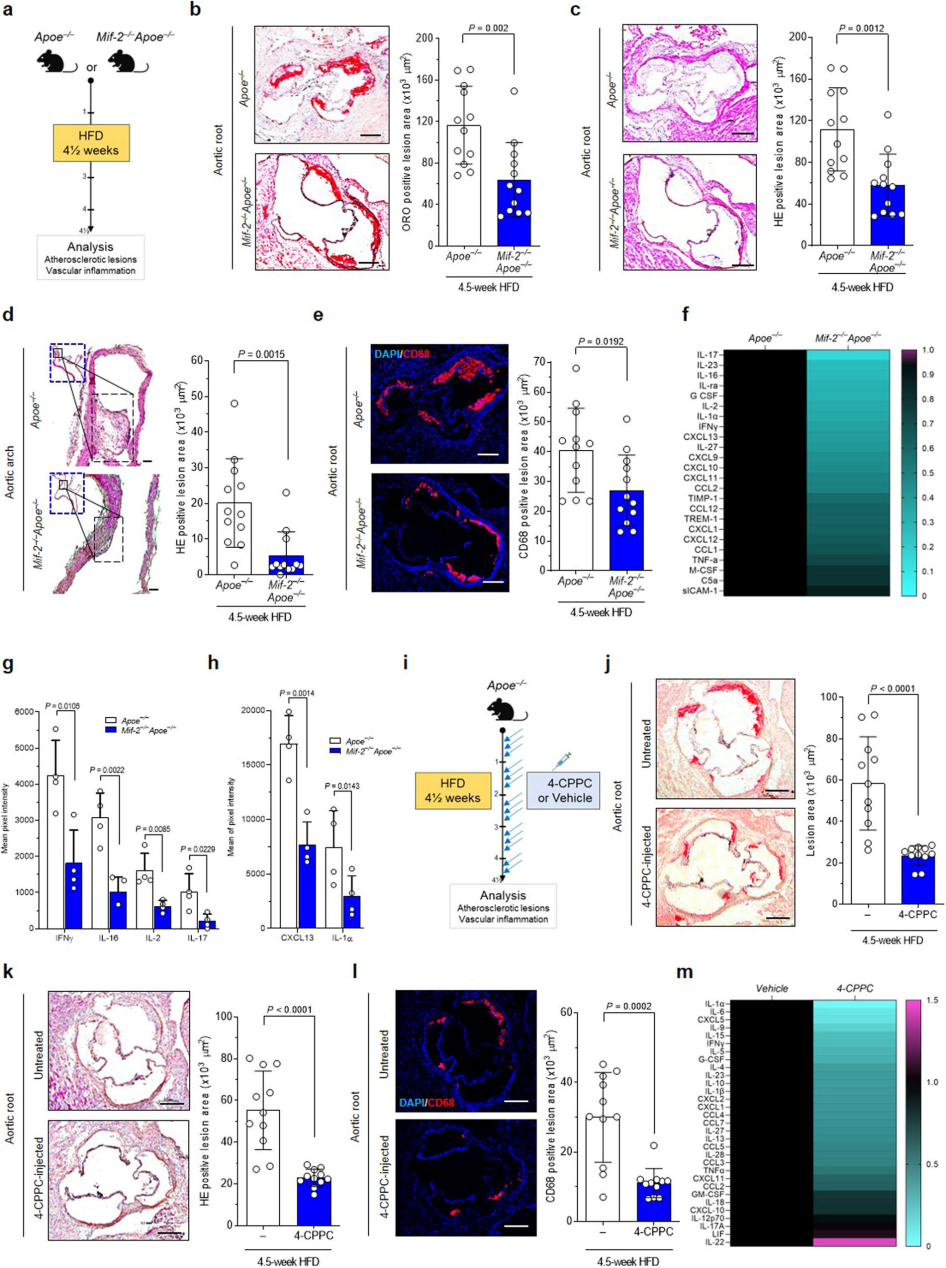
Genetic deletion or pharmacological inhibition of MIF−2 attenuates early atherosclerotic lesions and vascular inflammation in vivo*.* **a** Experimental outline: Female *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice fed a cholesterol-rich HFD for 4.5 weeks. b ORO staining of aortic root sections and corresponding quantification (12 serial sections per mouse; *n* = 12 mice; each data-point represents one mouse; scale bar: 250 µm). **c** Same as (**b**) but HE staining. **d** HE staining and quantification of aortic arch sections (8 sections per mouse; *n* = 12 mice; scale bar: 200 µm). **e** Same as (**b**, **c**), except that sections were stained for CD68^+^ macrophages (red) and DAPI (blue); scale bar: 200 µm. **f**–**h** Quantification of 40 inflammatory/atherogenic cytokines/chemokines in plasma samples by mouse cytokine array (*n* = 4 mice per group, analyzed in duplicate each). **f** Heatmap illustrating altered levels of cytokines/chemokines. Signals from *Apoe*^*–/–*^ were normalized to 1 and compared with those from *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (upregulated cytokines in magenta, downregulated in cyan). **g**, **h** Bar graphs of significantly altered cytokines/chemokines with relatively lower (**h**) or higher (**g**) plasma abundance. **i**–**m** Inhibition of MIF-2 by 4-CPPC in a 4.5-week HFD male *Apoe*^*–/–*^ model. **i** Scheme of the experimental outline. Mice were administered 4-CPPC (5 mg/kg) or vehicle 3× per week (Syringe icon was created with BioRender.com). **j** ORO staining of aortic root sections and quantification (12 sections per mouse; *n* = 11 mice per group; scale bar: 200 µm). **k** Same as (**j**) but HE staining. **l** Same as (**j**), except that sections were stained for CD68^+^ macrophages (red) and DAPI (blue). **m** Quantitation of plasma cytokines/chemokines. Heatmap illustration of the 36 ProcartaPlex mouse cytokine/chemokine array (*n* = 4 mice per group analyzed in duplicate). Signals from vehicle-treated mice normalized to 1 and compared with those from 4-CPPC-treated mice (upregulated cytokines in magenta, downregulated in cyan). **a** and **i** were created in BioRender. Bernhagen, L. 2025 https://BioRender.com/c59v181. Values are expressed as means ± SD and statistically analyzed using an unpaired two-tailed *t*-test (**b**–**e** and **j**–**l**) or multiple unpaired *t*-tests (**g**, **h**).

Quantification of atherosclerotic lesions following oil-red O (ORO) and hematoxylin-eosin (HE) staining revealed reduced lesion areas in aortic root and arch in *Mif-2*^*–/–*^*Apoe*^*–/–*^compared to *Apoe*^*–/–*^ mice (Fig. 1b–d). Reduced plaque formation was accompanied by a decreased number of lesional macrophages as determined by CD68 staining (Fig. 1e). As vascular inflammation typically correlates with circulating markers, we evaluated the plasma levels of inflammatory cytokines and chemokines by protein array (Fig. 1f–h, Supplementary Fig. 2). We determined a significant reduction of IFN-γ, IL-2, IL-16, IL-17, CXCL13, and IL-1α concentrations in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice compared with controls (Fig. 1f–h, Supplementary Fig. 2). In addition, heatmap analysis shows a decrease for cytokines such as IL-23, IL-1ra, and IL-27, or chemokines such as CXCL9, CXCL10, and CXCL11 (Fig. 1f). A similar phenotype was observed in male *Mif-2*^*–/–*^*Apoe*^*–/–*^mice, with smaller plaques and decreased inflammation compared to *Apoe*^*–/–*^ controls (Supplementary Fig. 3a–d). Collectively, these results indicated that global *Mif-2* deficiency attenuates early atherogenesis and vascular inflammation in hyperlipidemic mice.

To confirm the role of MIF-2 in atherogenesis, we employed a pharmacological approach, using 4-CPPC, a small molecule inhibitor of MIF-2 that exhibits selectivity for MIF-2 over MIF^31,48^. Male *Apoe*^*–/–*^ mice were administered 4-CPPC (i.p.; 5 mg kg^−1^) *versus* vehicle control three times per week parallel to the HFD (Fig. 1I). Atherosclerotic lesion size in aortic root was markedly decreased in 4-CPPC-treated mice compared with controls (Fig. 1j, k). Similarly, there was a reduction in lesional macrophages (Fig. 1l) and circulating cytokines and chemokines as determined by Luminex multiplex analysis, with the heatmap indicating reductions in IL-1α, IL-6, IL-15, or IFN-γ (Fig. 1m). The relative reductions observed in the cytokine/chemokine heatmaps of male mice on HFD were similar, although not identical, when comparing genetic *Mif-2* deficiency (*Mif-2*^*–/–*^*Apoe*^*–/–*^ *versus Apoe*^*–/–*^) with that of pharmacological blockade of Mif-2 (*Apoe*^*–/–*^ + 4-CPPC *versus* vehicle). Overlapping reduced cytokines/chemokines included IL-1α, IFN-γ, IL-5, CXCL5, IL-15, TNF-α, IL-4, IL-23, IL-1β, CCL4, and IL-27. Taken together, genetic deletion and pharmacological blockade suggested that MIF-2 is a pro-atherogenic player in early stages of atherosclerosis.

### MIF-2 promotes leukocyte adhesion and chemotactic migration

The observed phenotype suggested that, similar to MIF, MIF-2 may enhance atherogenicity of leukocytes by influencing their adhesion and migration. To address this possibility, we assessed the adhesion of MonoMac6 monocytes to confluent monolayers of human aortic endothelial cells (HAoECs) under flow stress. MIF-2 dose-dependently promoted MonoMac6 arrest. The peak effect of 1.6 nM MIF-2 was higher than that of MIF (16 nM) (Fig. 2a). Next, we interrogated the migratory capacity of primary human monocytes in response to MIF-2 employing a Transwell chemotaxis setup. MIF-2 elicited the chemotactic migration of monocytes in a dose-dependent manner (Fig. 2b), exhibiting a typical bell-shaped dose curve, well in line with the concentration optimum of MIF-2 in the arrest assay. To verify this effect, we examined the impact of 4-CPPC on monocyte migration triggered by the optimal MIF-2 dose. 4-CPPC dose-dependently inhibited monocyte migration in response to MIF-2, with complete ablation seen at a 5-fold molar excess (Fig. 2c). Additionally, we investigated MIF-2-mediated monocyte migration in a 3D-collagen matrix-based model applying time-lapse microscopy and single-cell tracking. MIF-2 concentration-dependently enhanced the directional migration of monocytes as illustrated by the single-cell migration tracks (Fig. 2d), and quantitation of the forward migration index (Fig. 2e). Together, these data provided evidence that MIF-2 is a chemokine-like mediator that promotes monocyte adhesion and chemotaxis.

**Fig. 2:**
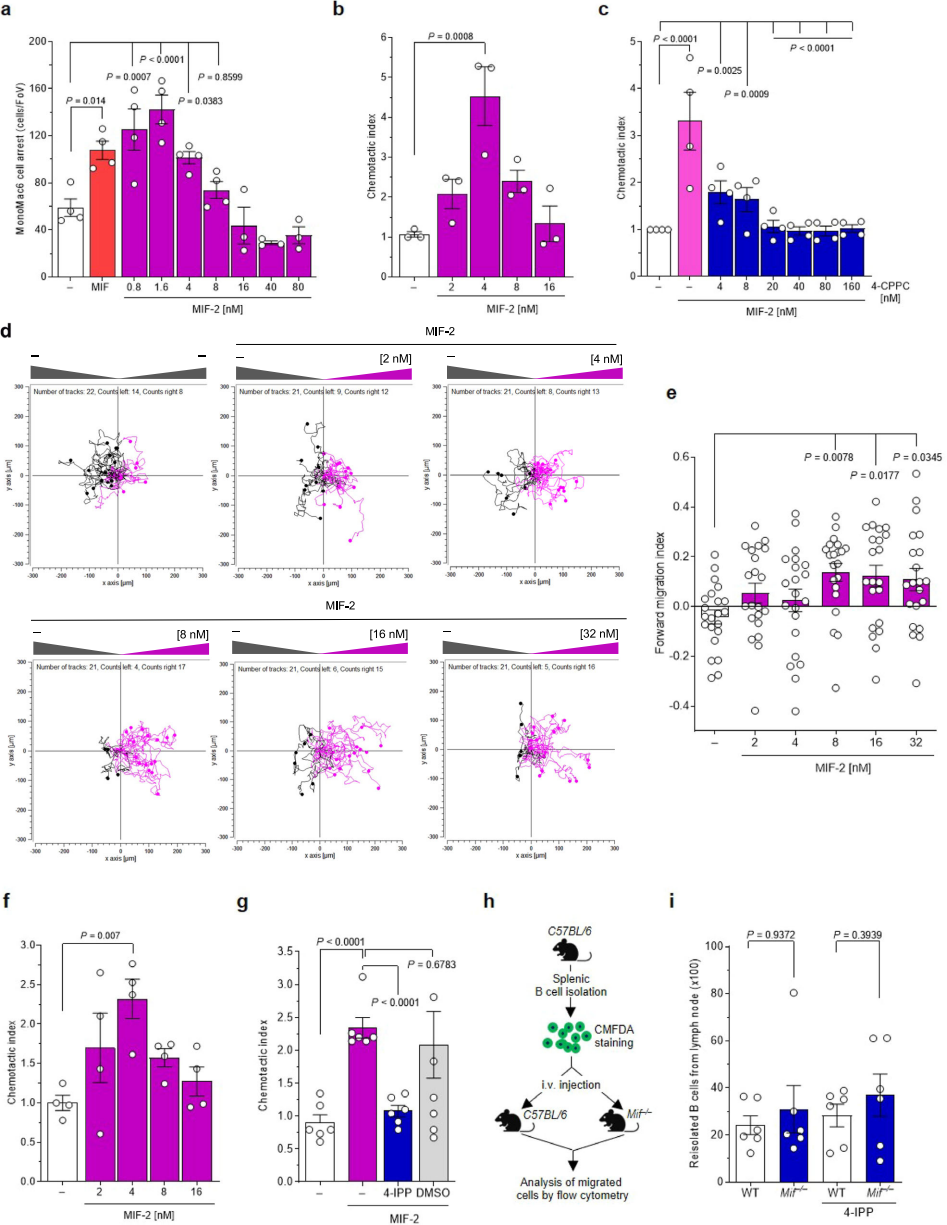
MIF-2 promotes atherogenic leukocyte arrest and chemotaxis. **a** MonoMac6 adhesion on HAoECs under flow conditions after 2 h of MIF-2 (0.8–80 nM) stimulation compared to 16 nM MIF. For MIF-2 concentrations of 0.8–8 nM, *n* = 4 biological replicates; for 16–80 nM concentrations, *n* = 3 biological replicates. **b** Human peripheral blood monocytes were subjected to different concentrations of MIF-2 for 4 h and chemotaxis (Transwell migration) depicted as chemotactic index (*n* = 3 biological replicates). **c** Effect of 4-CPPC (1 h preincubation) on the migratory effect of 4 nM MIF-2 (*n* = 4 biological replicates each). **d**, **e** MIF-2-elicited (2–32 nM) monocyte chemotaxis in a 3D setup using single-cell tracking in x/y direction in µm. Representative experiments (MIF-2-elicited migration tracks in magenta), unstimulated control [‘random motility’] in gray. Tracks of 28–30 randomly selected cells per group recorded every 2 min for 2 h (**d**) and forward migration index plotted (**e**). For MIF-2 concentrations of 2–32 nM, *n* = 21; for the untreated group (−), *n* = 22. The experiment shown is one of three independent experiments with monocytes from different donors. **f** MIF-2-induced chemotaxis of primary B cells measured by Transwell migration (*n* = 4 biological replicates, 4 h). **g** Effect of the MIF and MIF-2 inhibitor 4-IPP on MIF-2-elicited primary B-cell chemotaxis (*n* = 6 biological replicates). Solvent control: 0.1% DMSO. **h**, **i** Effect of MIF-2 on B-cell homing in vivo. Scheme illustrating the homing experiment. Fluorescently-labeled primary splenic B cells from wild-type (WT) C57BL/6 mice were i.v.-injected into WT or *Mif*^*–/–*^ recipients and ‘homed’ B cells isolated from target organs and quantified (**h**). Quantification of B lymphocytes homed into spleen (**i**). **h** was created in BioRender. Bernhagen, L. 2025 https://BioRender.com/c59v181. Values are represented as means ± SD with individual data points shown; statistical analysis was performed by one-way ANOVA with Dunnett’s multiple comparisons (**a**–**f**), two-tailed Student’s *t*-test for multiple unpaired comparison (**g**), or Mann–Whitney test (**i**).

We next asked whether the chemotactic capacity of MIF-2 would extend to other leukocyte populations that are implicated in atherogenesis^20,49^. MIF-2 elicited the migration of primary murine splenic B lymphocytes in a concentration-dependent manner, with a maximal chemotactic index again obtained at 4 nM (Fig. 2f). This effect was confirmed by applying the small molecule compound 4-IPP, an inhibitor of both MIF and MIF-2^50,51^ (Fig. 2g). To evaluate the in vivo relevance of MIF-2-triggered B-lymphocyte trafficking, we studied homing of splenic B lymphocytes in C57BL/6 mice. To account for effects of MIF, wild-type (WT) *versus Mif* gene-deficient (*Mif* ^*–/–*^) mice were examined (Fig. 2h). 4-IPP was administered to both groups to block MIF and MIF-2. Splenic B cells from WT mice stained with the Cell-Tracker dye CMFDA were adoptively transferred into WT or *Mif* ^*–/–*^ recipient mice injected with 4-IPP (2.5 mg/kg) or vehicle control. Two-hours post-injection, CMFDA^+^ cells were quantified by flow cytometry from spleen, bone marrow (BM), and lymph node (LN) (Fig. 2h). Untreated WT and *Mif* ^*–/–*^ recipient mice showed a comparable number of CMFDA^+^ B cells homed into spleen (Fig. 2i). This suggested that MIF-2 or other B-cell chemokines mediated the homing effect. Treatment of mice with 4-IPP led to a marked reduction of B-cell homing into the spleen in *Mif*-deleted mice, arguing for a role of MIF-2 in the trafficking response (Fig. 2i). A similar trend was seen in BM, while no changes were observed for circulating B-cell counts or LN (Supplementary Fig. 4a–c). Collectively, these results suggested that MIF-2 promotes the adhesion and migration of leukocytes, and is an atypical chemokine.

### MIF-2 interacts with CXCR4 and the MIF-2/CXCR4 axis controls atherogenic activities

Given that MIF-2 promoted the migration of leukocytes, we wished to directly compare the migratory capacity of MIF and MIF-2. Primary B lymphocytes in a 3D-chemotaxis assay setup were exposed to optimal concentrations of MIF-2 (4 nM) and MIF (8 nM), so that cells were exposed to competing gradients of MIF-2 and MIF. B cells migrated toward MIF-2, irrespective of whether MIF or buffer was placed in the opposite chamber (Fig. 3a), suggesting that MIF-2 is the more potent chemokine.

**Fig. 3:**
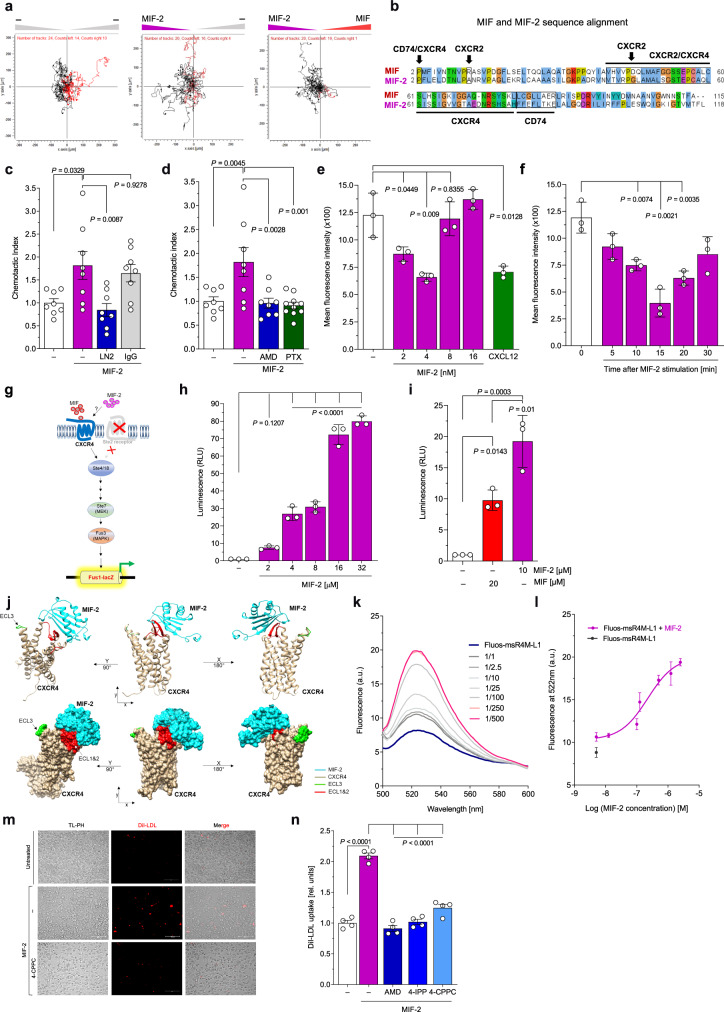
MIF-2 is a potent chemokine and CXCR4 ligand, and promotes foam-cell formation. **a** Direct comparison of the chemotactic potency of MIF and MIF-2 on primary B lymphocytes by 3D chemotaxis (recorded at 2 min intervals for 2 h). Left, buffer in both chambers (control); middle, MIF-2 *versus* buffer; right, MIF-2 *versus* MIF competition. Experiment shown is one of three independent experiments with B cells from different mice. **b** Alignment of human MIF-2 and MIF amino acid sequences with residues implicated in receptor binding (aligned by ClustalW) indicated. Identical/homologous residues are highlighted by thesame colors. **c**, **d** Effect of MIF-2 on B-cell migration (Transwell setup) and dependence on CD74 and CXCR4. Anti-CD74 antibody (LN2) (**c**), CXCR4 antagonist AMD3100 (AMD), and pertussis toxin (PTX) (**d**) were applied to probe receptor specificity. Untreated (−), MIF-2 and AMD3100, *n* = 8; PTX, *n* = 10. **e**, **f** Effect of MIF-2 on CXCR4 internalization in primary mouse B cells. Concentration-dependency at 15 min with CXCL12 as positive control (**e**). Time-dependent effect at 4 nM MIF-2 (**f**). **g**–**i** Effect of MIF-2 on CXCR4 signaling in *S. cerevisiae* reporter-cell system. Scheme of MIF-2/CXCL12-induced signaling in yeast-CXCR4 reporter assay (**g**). Concentration-dependent reporter activity (*n* = 3 biological replicates); **h** and MIF-2 vs MIF comparison at 10 *versus* 20 µM (*n* = 3 biological replicates; **i**). **j** In situ molecular-docking simulation of monomeric MIF-2 (blue) and CXCR4 (yellow-gold) using HADDOCK, shown in ribbon (top) and surface area (bottom) views. CXCR4 extracellular loops: ECL1, ECL2 (red), ECL3 (green). **k**, **l** Fluorescence-spectroscopic titration of CXCR4 surrogate peptide Fluos-msR4M-L1 (5 nM) with increasing MIF-2 concentrations. Emission spectra (**k**), binding curve at 522 nm (*n* = 3 independent experiments; **l**). **m**, **n** Effect of MIF-2 on DiI-LDL uptake in primary human monocyte-derived macrophages and dependence on CXCR4. MIF-2 (80 nM), AMD3100, 4-IPP, and 4-CPPC (10 µM each). Representative images (**m**) and quantification (*n* = 4 independent experiments; 9 fields-of-view each) (**n**). Scale bar: 100 µm. Values are expressed as means ± SD. Statistical analysis: two-tailed unpaired Student’s *t*-test (**e**, **f**) and one-way ANOVA with Tukey’s multiple comparisons (**c**), with Dunnett’s multiple comparisons (**d**, **h**, **i**), or with Šídák’s multiple comparisons (**n**).

Sequence alignment of MIF and MIF-2 (Fig. 3b) illustrates the homology between both MIF proteins, including the conserved Pro-2 residue, but also indicates differences in putative receptor binding motifs. Most notably, the CXCR2 binding signature motif of MIF is not present in MIF-2, in line with recent findings that MIF, but not MIF-2, recruit macrophages via CXCR2 in a polymicrobial sepsis model^35^. In contrast, residues required for binding to CXCR4 are conserved (Fig. 3b), letting us hypothesize that MIF-2 is a ligand of CXCR4.

In addition to CD74, mouse B lymphocytes express high surface levels of CXCR4^20,22^. To study the role of these receptors, we tested the effect of receptor-specific pharmacological blockade on MIF-2-mediated B-cell chemotaxis. A neutralizing antibody against CD74, but not an isotype control immunoglobulin, blocked MIF-2-elicited B-cell chemotaxis (Fig. 3c). Furthermore, co-incubation of B cells with the CXCR4-specific inhibitor AMD3100/plerixafor and the Giα-inhibitor pertussis toxin (PTX) abrogated MIF-2-mediated B-cell migration, indicating the involvement of CXCR4 as well (Fig. 3d). Thus, both CD74 and CXCR4 are involved in MIF-2-mediated B-cell chemotaxis.

To further test if CXCR4 is a MIF-2 receptor, we performed flow cytometry-based internalization experiments measuring CXCR4 surface levels on primary mouse B cells upon MIF-2 exposure. MIF-2-treatment dose-dependently triggered the internalization of CXCR4 with a maximal effect at 4 nM, a potency comparable to that of the cognate ligand CXCL12 (Fig. 3e). Kinetic studies revealed rapid MIF-2-mediated CXCR4 internalization within 15 min (Fig. 3f). The effect was more potent than that of MIF, for which maximal internalization was achieved at 32 nM within 20 min (Supplementary Fig. 5a, b).

We next took advantage of a yeast receptor assay, previously established to monitor CXCR4 binding and signaling of CXCL12, MIF^52^ (Fig. 3g), and plant MIF orthologs^53^. MIF-2 not only concentration-dependently triggered CXCR4-mediated signaling in this system (Fig. 3h), but also was the more potent agonist compared to MIF (Fig. 3i). In silico protein-protein docking simulation using HADDOCK suggested that the interaction between MIF-2 and CXCR4 was overall comparable to the MIF/CXCR4 interaction (Fig. 3j, Supplementary Fig. 6a), also according to the docking parameters HADDOCK score, van der Waals (VDW) energy, electrostatic energy, and buried surface area (Supplementary Fig. 6b). The most pronounced difference was noted for electrostatic interactions (Supplementary Fig. 6b). Lastly, we employed an in vitro assay to biochemically measure binding of MIF-2 to CXCR4. Relying on the CXCR4 surrogate peptide msR4M-L1, which binds MIF with high affinity^54^, we performed fluorescence-spectroscopic titrations to determine the binding affinity between MIF-2 and msR4M-L1. Titration of fluos-msR4M-L1 with MIF-2 provided a dose-dependent increase of fluorescence intensity and suggested a reasonably affine interaction (app. K_D_ (fluos-msR4M-L1/MIF-2) = 180.82 ± 63.07 nM) (Fig. 3k, l). We also subjected the MIF-2/msR4M-L1 interaction to HADDOCK docking. While HADDOCK score and VDW energy were lower compared to MIF-2/CXCR4 and MIF/CXCR4 and mixed outcomes were seen for electrostatic energy, MIF-2/msR4M-L1 displayed an enlarged buried surface area. Supplementary Fig. 7a illustrates the predicted binding interface between MIF-2 and msR4M-L1 and a superimposition of the MIF-2/CXCR4 and MIF-2/msR4M-L1 complexes (Supplementary Fig. 7b).

Together, the B-cell chemotaxis experiments involving CXCR4 inhibition and internalization experiments, the yeast-CXCR4 signaling results, protein-protein docking, and biochemical data for binding of MIF-2 to the CXCR4 surrogate peptide provided evidence that MIF-2 serves as a non-cognate ligand for CXCR4.

Since MIF, but not CXCL12, was shown to promote LDL receptor (LDLR)-mediated foam-cell formation in macrophages in a CXCR4-dependent manner^54,55^, we used this assay to further study the role of the MIF-2/CXCR4 axis. Primary human monocyte-derived macrophages were stimulated with MIF-2 in the presence or absence of 4-IPP, 4-CPPC, or AMD3100, and exposed to fluorescently-labeled LDL (DiI-LDL). MIF-2 stimulation led to an enhancement of LDL uptake, and this effect was inhibited by pretreatment of cells with all inhibitors (Fig. 3m, n), confirming MIF-2- and CXCR4-specificity of the foam-cell-formation effect. Thus, MIF-2 is a ligand of CXCR4 and this axis mediates atherogenesis-relevant activities such as leukocyte migration and foam-cell formation.

### *Mif-2* deficiency attenuates advanced atherosclerosis, lowers body weight, and plasma lipid levels in vivo

We next studied the impact of *Mif-2-*deficiency on advanced atherosclerosis. Eight-week-old female *Mif-2*^*–/–*^*Apoe*^*–/–*^ *versus Apoe*^*–/–*^ littermates were challenged with a HFD for 12 weeks and atherosclerotic plaques analyzed (Fig. 4a). *Apoe*^*–/–*^ mice developed pronounced lesions in aortic root with a 3-fold increase of lesion areas compared to those measured in the early-stage model (Fig. 4b; compare with Fig. 1b). Confirming the protective effect in the early atherogenesis model, global *Mif-2*^*–/–*^ deletion attenuated lesion formation by ~40% in aortic root (Fig. 4b, c), and ~80% in aortic arch (Fig. 4d). *Mif-2*-deficiency also mitigated vascular inflammation as indicated by reduced lesional macrophage content in *Mif-2*^*–/–*^*Apoe*^*–/–*^ (Fig. 4e). As expected for advanced atherosclerosis, a necrotic core formed, and it was markedly reduced in *Mif-2-*deficient mice (Fig. 4f), whereas plaque collagen content (Supplementary Fig. 8a, b), fibrous cap thickness (Supplementary Fig. 8c, d), and smooth muscle cell counts as read out by α-smooth muscle actin (SMA)-positive lesion area (Supplementary Fig. 9a, b) remained unaffected. Thus, vascular smooth muscle cells (VSMCs) and VSMC-dependent parameters such as collagen content and FC thickness were unchanged between *Mif-2*-deficient *Apoe*^*–/–*^ mice and *Mif-2*-expressing *Apoe*^*–/–*^ controls and likely did not contribute to *Mif-2*-driven foam-cell formation within the studied 12-week HFD model. The most likely explanation for this notion is that the transdifferentiation of VSMCs into plaque macrophages or CD68+ macrophage-like SMCs in Western-type HFD-fed *Apoe*^*–/–*^ mice does not occur until 12 weeks^56^.

**Fig. 4:**
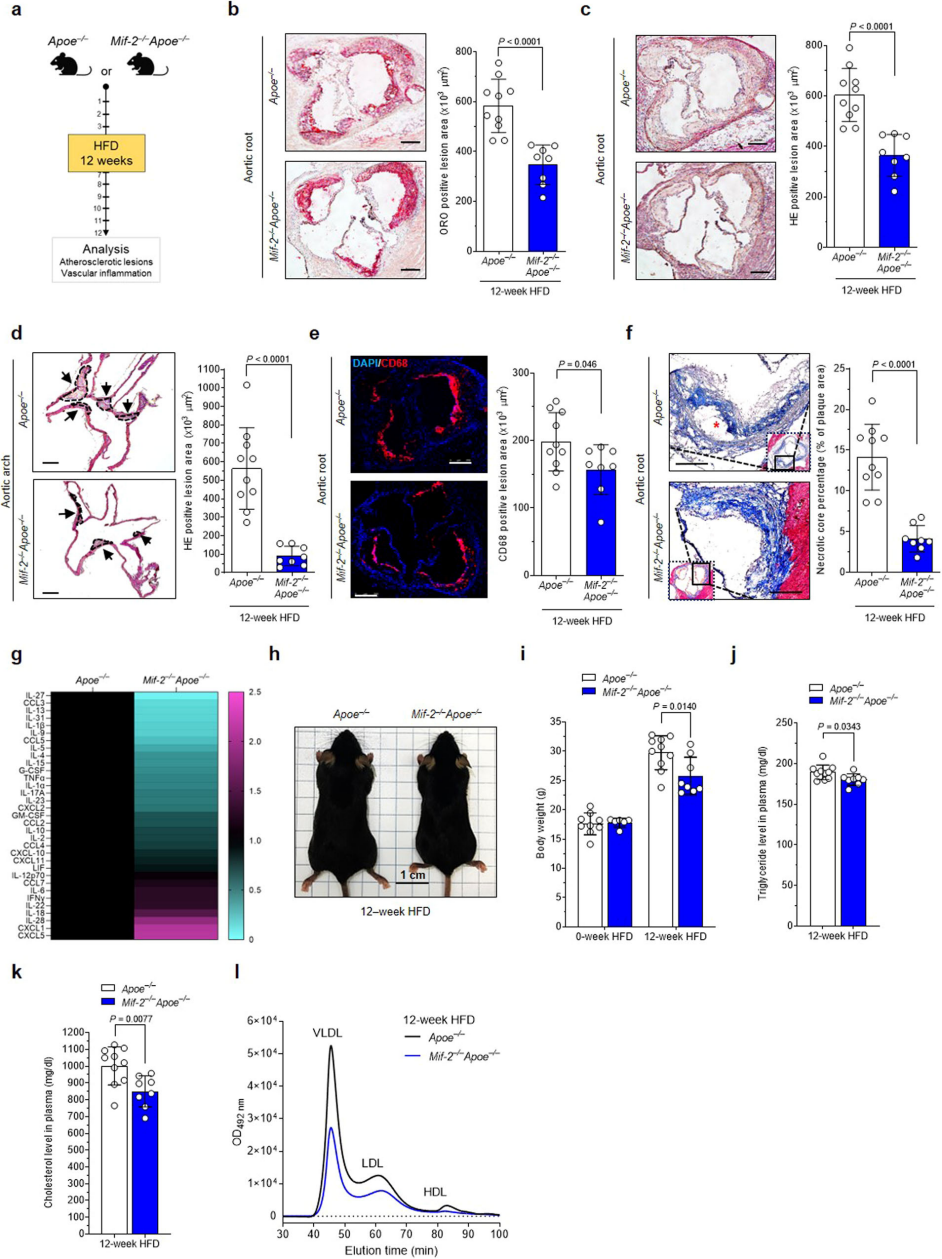
*Mif-2* deficiency ameliorates advanced atherosclerotic lesion progression in hyperlipidemic *Apoe*^*−/−*^ mice. **a** Experimental outline: female *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice fed a cholesterol-rich HFD for 12 weeks. **b**–**d** Effect of *Mif-2* deficiency on lesion formation in aortic root. ORO staining (**b**) and HE staining (**c**) of aortic root and corresponding quantification. HE staining of aortic arch and quantification (**d**). Data points in (**b**–**d**) represent *n* = 10 for *Apoe*^*–/–*^ and *n* = 8 for *Mif-2*^*–/–*^*Apoe*^*–/–*^; 12 serial sections per mouse; scale bar: 200 µm. **e** Same as (**b**, **c**) except that the sections were stained for CD68+ macrophages (red) and DAPI (blue) (*Apoe*^*–/–*^: *n* = 10, *Mif-2*^*–/–*^*Apoe*^*–/–*^: *n* = 8). **f** Effect of *Mif-2* deficiency on necrotic core formation (Masson staining). Typical necrotic core marked by red asterisk (*Apoe*^*–/–*^: *n* = 10, *Mif-2*^*–/–*^*Apoe*^*–/–*^: *n* = 8; scale bar: 200 µm). **g** Quantitation of plasma cytokines/chemokines from 4 mice per group. Heatmap of 36 ProcartaPlex mouse cytokine/chemokine array result. Signals from *Apoe*^*–/–*^ mice normalized to 1 and compared with those from *Mif-2*^*–/–*^ *Apoe*^*–/–*^ mice (upregulated cytokines in magenta, downregulated in cyan). **h**, **i** Comparison of body weights between *Mif-2*^*–/–*^*Apoe*^*–/–*^ and *Apoe*^*–/–*^ mice at 0 and 12 weeks of HFD. Representative *Apoe*^*–/–*^ mouse compared to *Mif-2*^*–/–*^ *Apoe*^*–/–*^ mouse after 12 weeks HFD (**h**) and corresponding body weights at 0 and 12 weeks of HFD (*Apoe*^*–/–*^: *n* = 9; *Mif-2*^*–/–*^*Apoe*^*–/–*^: *n* = 6 (0-week HFD), *n* = 8 (12-week HFD)) (**i**). **j**, **k** Comparison of plasma lipid levels between *Mif-2*^*–/–*^*Apoe*^*–/–*^ and *Apoe*^*–/–*^ mice fed a HFD for 12 weeks; triglycerides (**j**), total cholesterol (**k**) (*Apoe*^*–/–*^: *n* = 10, *Mif-2*^*–/–*^*Apoe*^*–/–*^: *n* = 8). **l** Lipoprotein profiles of *Apoe*^*–/–*^ *versus Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after 12-week HFD. Representative FPLC chromatograms of lipoprotein fractions with peaks for VLDL, LDL, and HDL. **a** was created in BioRender. Bernhagen, L. 2025 https://BioRender.com/c59v181. All values are represented as means ± SD and were analyzed using unpaired two-tailed Student’s *t*-test.

On the other hand, the pro-atherogenic effects of MIF-2 might be co-dependent on plaque VSMC-derived MIF-2 as a source of this mediator. To begin to explore this possibility, we reanalyzed comprehensive single-cell RNA sequencing (scRNAseq) data sets from the studies of Wirka et al.^57^ and Pan et al.^58^ for plaque VSMC expression of MIF-2. Reanalysis of the scRNAseq data from aortic root of *Apoe*^*–/–*^ mice following 8 or 16 weeks of HFD revealed a prominent expression pattern of *Mif-2* in plaque VSMCs in all three detected SMC sub-types, i.e. SMC1, SMC2, and modulated SMC (Supplementary Fig. 10a–d). Mif-2 expression in plaque SMCs was by far more pronounced than that seen in plaque fibroblasts, macrophages, or endothelial cells. This expression pattern was confirmed by reanalysis of scRNAseq data from aortic root of *Ldlr*^*–/–*^ mice following 8, 16, or 26 weeks of HFD. The Mif-2 expression profile in this data set from the other key atherogenic mouse model similarly showed prominent expression of Mif-2 in all three determined SMC sub-types, i.e. SMC1, SMC2, and the so-called ICSs (SMC-derived intermediate cell state; also termed SEM (stem cell, endothelial cell, monocyte)) (Supplementary Fig. 11a–c).

In addition, multiplex cytokine analysis from plasma specimens showed a reduction in numerous inflammatory cytokines including IL-27, IL-13, IL-1β, IL-9, or TNF-α, and the chemokines CCL3 and CCL5 in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (Fig. 4g). Of note, these mice showed a reduction in body size (Fig. 4h) as well as reduced body weight (Fig. 4i; Supplementary Table 2), an observation also made after 4.5-week HFD (Supplementary Fig. 12a). Similar results were obtained for the male cohort (Supplementary Fig. 12b).

Plasma lipid analysis revealed a drop of total cholesterol and triglyceride levels by 10%-20% in the *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after both 4.5- and 12-week-HFD, respectively (Fig. 4j, k**;** Supplementary Fig. 13a, b**;** Supplementary Table 2). Importantly, when we analyzed the lipoprotein fractions by FPLC, marked reductions of VLDL and LDL were observed in *Mif-2-*deficient *Apoe*^*–/–*^ mice compared with control mice, as well as in *Apoe*^*–/–*^ mice, in which MIF-2 was pharmacologically inhibited (Fig. 4l**;** Supplementary Fig. 13c, d). These data suggested that the pro-atherogenic role of MIF-*2* is not restricted to early stages of atherogenesis but is important in advanced stages of atherosclerosis and influences plasma lipid and lipoprotein levels.

### MIF-2 promotes hepatosteatosis and SREBP activity to regulate lipogenesis in hepatocytes in a CXCR4- and CD74-dependent manner

Considering that circulating lipid levels are associated with liver lipid metabolism, we next analyzed liver parameters. The livers of female *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after 12 weeks of HFD were smaller and lighter compared to those from *Apoe*^*–/–*^ mice (Fig. 5a, b). A similar difference was noticed in male mice (Supplementary Fig. 12c, d). We then determined the hepatic lipid content following staining of liver sections with HE and ORO. A reduction of neutral lipid deposition was detected in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice compared to *Apoe*^*–/–*^ mice (Fig. 5c, Supplementary Fig. 14), together suggesting that MIF-2 promotes hepatic lipid accumulation under atherogenic conditions.

**Fig. 5:**
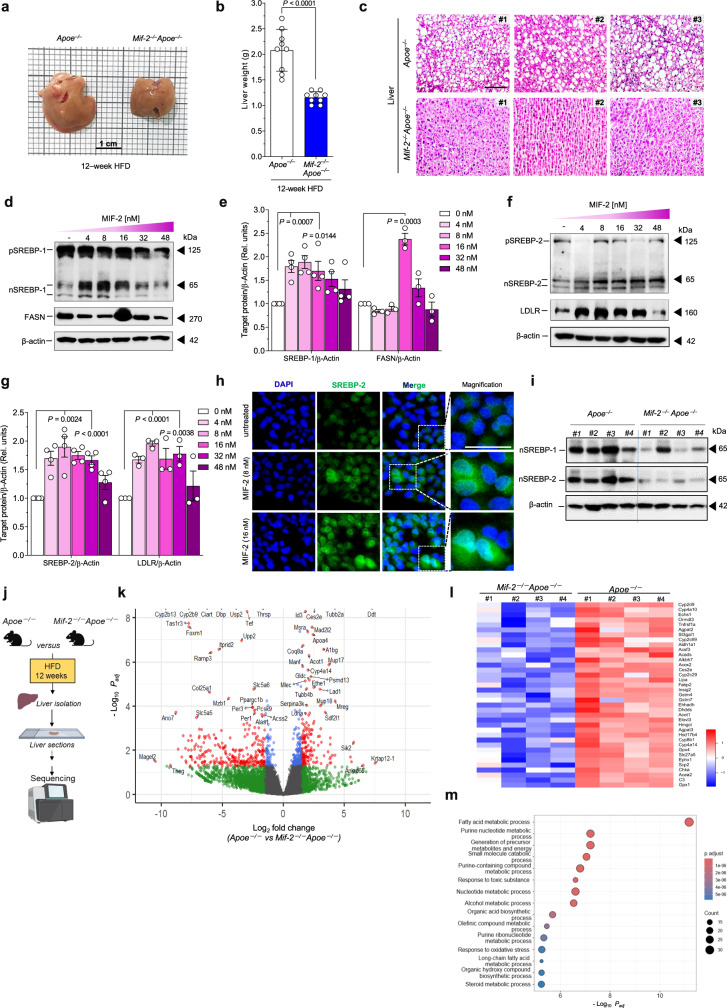
MIF-2 increases hepatosteatosis and elicits SREBP-mediated lipogenesis in hepatocytes. **a**, **b** Representative liver images from *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after 12 weeks on cholesterol-rich HFD (**a**) and corresponding liver weights (*n* = 9 mice per group) (**b**). **c** HE-stained liver sections from *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after 12 weeks HFD (*n* = 3 mice; scale bar: 200 µm). White areas indicate lipid accumulation. **d**–**g** Effect of MIF-2 on SREBP activation and lipogenic gene expression in Huh-7 cells. Protein levels of SREBP-1 precursor (pSREBP-1), nuclear SREBP-1 (nSREBP-1), and FASN analyzed via Western blot (**d**) and corresponding densitometric quantification relative to β-actin (**e**) (SREBP-1/β-actin: *n* = 4; FASN/β-actin *n* = 3). **f**, **g** Same as (**d**, **e**) except that nSREBP-2 and LDLR were analyzed (SREBP-2/β-actin: *n* = 4; LDLR/β-actin *n* = 3). **h** MIF-2 stimulation enhances nuclear translocation of nSREBP-2 in Huh-7 cells compared to buffer. Immunofluorescent images show SREBP-2 (green), DAPI (blue) and magnified images in right panel (representative of two separate experiments, scale bar: 40 µm). **i** Protein levels of processed SREBP (nSREBP)-1/-2 in liver lysates from *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (*n* = 4) analyzed by Western blot. **j**–**m** Bulk RNAseq analysis of liver sections from *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after 12 weeks of cholesterol-rich HFD. **j** Schematic of workflow (Liver, liver section, and RNA sequencing equipment icons were created with BioRender.com). **k** Volcano plot of differential gene expression. Red dots: significant genes (*P*_adj_ < 0.05; log_2_-fold change>1.5; up in *Apoe*^*–/–*^, down in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice); dark-gray: non-significant (log_2_-fold change<1.5); green dots: log_2_-fold change > 1.5 and *P*_adj_ > 0.05; blue: log_2_-fold change < 1.5 and *P*_adj_ < 0.05. **l** Heatmap of significantly changed genes (*P* < 0.05) showing many linked to lipid metabolism (*n* = 4 mice per group). **m** GO pathway analysis (dot plot representation) showing terms significantly enriched in *Apoe*^*–/–*^ compared to *Mif-2*^*−/−*^*Apoe*^*–/–*^ mice. Dot size (counts) represents number of genes populating a term; color code indicates significance (−log_10_(*P*_adj_)). **j** was created in BioRender. Bernhagen, L. 2025 https://BioRender.com/c59v181. All values are means ± SD with individual data points shown; statistical analysis by two-tailed Student’s *t*-test.

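For the genes labelled in the volcano plot, DESeq2 gave an adjusted p-value under 0.05 to all 26 on the side of *Apoe*-/- and all 24 on the side of *Mif-2*-/-*Apoe*-/- livers, over the 9 libraries. The edgeR test called 10 of the 26 and 12 of the 24. For the 37 genes of the heatmap, the median log2 fold change was 1.40 and each gene was higher in *Apoe*-/- livers. All 37 had an adjusted p-value under 0.05 by DESeq2 and 2, *Ces2e* and *Cyp4a14*, by edgeR over all genes tested. Adjusted over the list alone, 37 were called, which is not independent evidence because the study chose the list on these samples. With the threshold of Fig. 5k for the log2 fold change, DESeq2 called 170 genes higher in *Apoe*-/- and 315 higher in *Mif-2*-/-*Apoe*-/- livers.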

To address the possibility that MIF-2 may directly regulate lipid levels in the liver, we determined the effect of MIF-2 on the expression of lipogenic genes in hepatocytes, applying the human hepatocyte cell line Huh-7. Based on previous data suggesting a causal link between hepatic SREBP proteins, a family of key lipogenic transcription factors, and metabolic disease and atherosclerosis^59,60^, we hypothesized that SREBPs could play a role in the observed liver lipid phenotype in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice. Using RT-qPCR, we assessed the gene expression of *SREBP-1* and *SREBP-2* following MIF-2 stimulation. MIF-2 increased mRNA levels of *SREBP-1* and *SREBP-2* in a dose-dependent manner (Supplementary Fig. 15a, b). SREBP-1 and SREBP-2 promote the transcription of sterol-regulated genes involved in lipogenesis including fatty acid synthase *(FASN)* and *LDLR*, respectively^61,62^. Accordingly, MIF-2 led to an increase in mRNA levels of both *FASN* and *LDLR* (Supplementary Fig. 15a, b). Since SREBPs are activated by proteolytic cleavage, we next checked whether MIF-2 affected SREBP processing. As shown in Fig. 5d, e and 5f, g, incubation of Huh-7 cells with increasing concentrations of MIF-2 resulted in a reduction of the SREBP-1 and -2 precursors pSREBP-1 and pSREBP-2 (~125 kDa) and in an increase in the processed form (nSREBP: ~65 kDa). In accord, the SREBP-1 and -2-regulated genes/proteins FASN and LDLR, respectively, were enhanced by 8–16 nM of MIF-2 (Fig. 5d–g). Moreover, applying immunofluorescence staining, we analyzed changes in the subcellular localization of processed SREBP following MIF-2 stimulation, using SREBP-2 as an example. Cells exposed to MIF-2 showed enhanced nSREBP-2 accumulation in the nucleus, whereas untreated cells exhibited broad cytoplasmic SREBP-2 distribution (Fig. 5h). We next validated the effect of MIF-2 on SREBP activation in primary hepatocytes. Hepatocytes isolated from the livers of WT mice were treated with different concentrations of MIF-2. MIF-2 increased the proteolytic activation of SREBP-1 and SREBP-2, respectively, in a concentration-dependent manner (Supplementary Fig. 16a, b). Importantly, processed nSREBP-1 and nSREBP-2 were appreciably expressed in the livers of *Apoe*^*–/–*^ mice after 12 weeks of HFD, whereas their levels were strongly reduced in liver tissue from *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (Fig. 5i). Evidence that the SREBP-regulatory activity of MIF-2 in hepatocytes is associated with lipid accumulation/lipogenesis in these cells was obtained by an in vitro steatosis assay using an ORO staining readout. The previously identified peak concentrations (4–8 nM) of MIF-2-enhanced SREBP activity promoted lipid formation in Huh-7 cells similar to supplementation with 1 mM oleic acid (OA), while no additive effect was observed when cells were co-stimulated with MIF-2 and OA (Supplementary Fig. 17a, b). In addition to modulating lipid accumulation, MIF-2 also enhanced triglyceride synthesis in Huh-7 cells, as demonstrated by a triglyceride assay (Supplementary Fig. 17c). As ORO primarily stains neutral lipids and triglycerides and as triglycerides were directly measured by the triglyceride-Glo assay, this together suggested that MIF-2 is a regulator of SREBP-1/-2 activation, lipogenesis and lipid esterification in hepatocytes. To deeper characterize the impact of MIF-2 on hepatic lipid pathways, we performed bulk RNA sequencing (RNAseq) from liver sections and liver lysates, as well as a comprehensive lipidomic analysis from liver tissue comparing *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice with *Apoe*^*–/–*^ controls (Fig. 5j–m, Supplementary Fig. 18, Fig. 6, respectively). 

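Liver RNA came from female *Apoe*-/- and *Mif-2*-/-*Apoe*-/- mice fed the HFD for 12 weeks from 8 weeks of age. Sections of frozen, OCT-embedded liver were pooled into 9 libraries, 5 from *Apoe*-/- and 4 from *Mif-2*-/-*Apoe*-/- mice. The paper gives 4 mice per group and does not say whether 1 of the 5 *Apoe*-/- libraries was left out, so all values below are over the 9 libraries. The authors trimmed the reads with cutadapt, aligned them with HISAT2 to a mouse genome whose build is not stated, and deposited the number of reads counted on the exons of each gene, without normalization. The total counts were 9986512, 10764182, 2886407, 8146807 and 5218449 in the *Apoe*-/- libraries and 5467917, 2318148, 3843793 and 5001792 in the *Mif-2*-/-*Apoe*-/- libraries. Their mean was 5959334 ± 3020217 counts (SD, n = 9), above the average number of reads per sample that the paper states. The totals did not differ between the genotypes beyond the spread of the libraries (two-sided exact permutation test, p = 0.127).

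Genes with at least 1 count in at least 3 libraries of either genotype were tested, and the 10 most highly expressed genes were excluded, as the reporting summary of the paper describes. This left 16860 genes. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Fold changes are *Apoe*-/- over *Mif-2*-/-*Apoe*-/-, the direction of the volcano plot in Fig. 5k. The biological coefficient of variation between libraries was 0.909. On simulated counts with this spread, the test recovered 50% of 200 changed genes. This share depends on the fold changes and abundances given to the simulated genes, and is not the power for the genes named below. A gene that edgeR did not call may therefore still differ between the genotypes. The median log2 fold change of all genes tested was -0.17 with TMM and 0.00 with TMMwsp, a version of TMM for sparse counts, so small changes depend on the scaling.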

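The deleted gene was measured first, as a check of the genotype labels. MIF-2 is encoded by *Ddt* (Entrez 13202), which lies on chromosome 10 of GRCm38 from 75771230 to 75773414 on the minus strand in GENCODE M21, with 2 annotated transcripts of up to 3 exons. The deposited table has no coordinates. *Ddt* had 4304, 4806, 1815, 4820 and 1205 counts in the *Apoe*-/- libraries and 27, 6, 21 and 11 counts in the *Mif-2*-/-*Apoe*-/- libraries. Normalized counts per 1e6 counts (CPM) were 658 ± 283 (SD, n = 5) and 4.18 ± 1.45 (SD, n = 4), a log2 fold change of 7.27 (standard error 0.54, adjusted p = 2.2e-05). Each *Apoe*-/- library lay above each *Mif-2*-/-*Apoe*-/- library (two-sided exact permutation test, p = 0.0079, the smallest that 5 against 4 libraries allow). *Xist*, which is transcribed in female cells, was at 105 CPM or more in each library, and the Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* had at most 4 counts together.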

Using a recently established procedure for RNAseq from PFA-fixed OCT-embedded frozen tissue sections^63^, we first extracted mRNA from 4 liver sections of each group and performed RNAseq. Volcano plot and heat map analysis showed numerous differentially expressed genes (DEGs) associated with hepatic lipogenesis that were significantly enriched in the *Apoe*^*–/–*^ group or downregulated in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (Fig. 5k, l). 

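In the 9 libraries, 22 genes had an adjusted p-value under 0.05 by edgeR, 10 higher in *Apoe*-/- and 12 higher in *Mif-2*-/-*Apoe*-/- mice. All 22 had a log2 fold change beyond 1.5. Without adjustment, 1100 genes higher and 1515 genes lower in *Apoe*-/- livers had a p-value under 0.05. The genotypes did not overlap at 719 genes, 4.26% of those tested, where chance gives 1.59%. DESeq2, which the paper used, moved the number of genes most. It called 739 genes, 353 of them higher in *Apoe*-/- livers, and included each of the 22. Among the genes called by edgeR that were at 10 CPM or more on average and did not overlap between the genotypes, the 5 with the largest fold change higher in *Apoe*-/- livers were *Ddt*, *A1bg*, *Tubb2a*, *Apoa4* and *Ces2e*. Genes with larger fold changes that edgeR did not call are not among them.

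*A1bg* was at 879 ± 601 CPM (SD, n = 5) against 90.6 ± 42.1 CPM (SD, n = 4), a log2 fold change of 3.27 (standard error 0.55, adjusted p = 0.0297) that was called in 4 of the 9 fits that each left out 1 library. *Tubb2a*, whose reads the counting could have shared with other tubulin genes, had a log2 fold change of 3.04 (standard error 0.39, adjusted p = 0.0040). By the same rule, the 5 genes with the largest change in the other direction were *Cyp2b13*, *Tas1r3*, *Foxm1*, *Cyp2b9* and *Ciart*. *Cyp2b13* and *Cyp2b9*, near-identical P450 genes that could share reads, were at 402 ± 226 and 723 ± 423 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers and at 1.54 ± 1.56 and 4.48 ± 5.10 CPM (SD, n = 5) in *Apoe*-/- livers. *Ciart*, a circadian repressor, had a log2 fold change of -6.58 (standard error 0.78, adjusted p = 0.0020). *Tas1r3* and *Foxm1* had 3 counts or fewer in each *Apoe*-/- library and were at least 35.5-fold and 57.3-fold higher in *Mif-2*-/-*Apoe*-/- livers. These bounds rest most on *Mif-2*-/-*Apoe*-/- replicate 2, at 56.8 and 108 CPM where the other *Mif-2*-/-*Apoe*-/- libraries were at 19.7 and 39.1 CPM or below, and without 1 library *Tas1r3* was called in 8 and *Foxm1* in 5 of 9 fits. When each library was left out in turn, between 9 and 262 genes were called. The largest number, 262, came without *Mif-2*-/-*Apoe*-/- replicate 2, and without *Apoe*-/- replicate 5 the number beyond a log2 fold change of 1.5 was 122.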

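*Apoa4* (Entrez 11808), which encodes an apolipoprotein of chylomicrons, was at 3068 ± 1058 CPM (SD, n = 5) in *Apoe*-/- and 565 ± 223 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers. Its log2 fold change was 2.44 (standard error 0.41, adjusted p = 0.0297 by edgeR), and it kept an adjusted p-value under 0.05 in 2 of the 9 fits that each left out 1 library. *Ces2e* (Entrez 234673) was at 165 ± 32.9 CPM (SD, n = 5) and 31.6 ± 10.6 CPM (SD, n = 4), a log2 fold change of 2.39 (standard error 0.34, adjusted p = 0.0116) that was called in all 9 of those fits. Its reads could be shared with related carboxylesterase genes. *Acot1* (Entrez 26897), a close paralog of *Acot2*, was at 36.6 ± 6.55 CPM (SD, n = 5) and 8.37 ± 1.48 CPM (SD, n = 4). Its log2 fold change of 2.13 (standard error 0.47) had an adjusted p of 0.105 by edgeR and 4.1e-07 by DESeq2. *Acaa2* (Entrez 52538) was at 1310 ± 364 CPM (SD, n = 5) and 526 ± 289 CPM (SD, n = 4), a log2 fold change of 1.32 (standard error 0.38) with an adjusted p of 0.154 by edgeR and 0.0225 by DESeq2. Without *Mif-2*-/-*Apoe*-/- replicate 2, the *Apoe*-/- over *Mif-2*-/-*Apoe*-/- fold change of *Acaa2* rose to 1.88 on the log2 scale. The paper gives *Acat2* as a second name of *Acaa2*. The gene annotated as *Acat2* (Entrez 110460) was at 42.3 ± 15.8 CPM (SD, n = 5) and 43.0 ± 7.74 CPM (SD, n = 4), a difference well within the spread of the libraries.

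**Figure D1:**
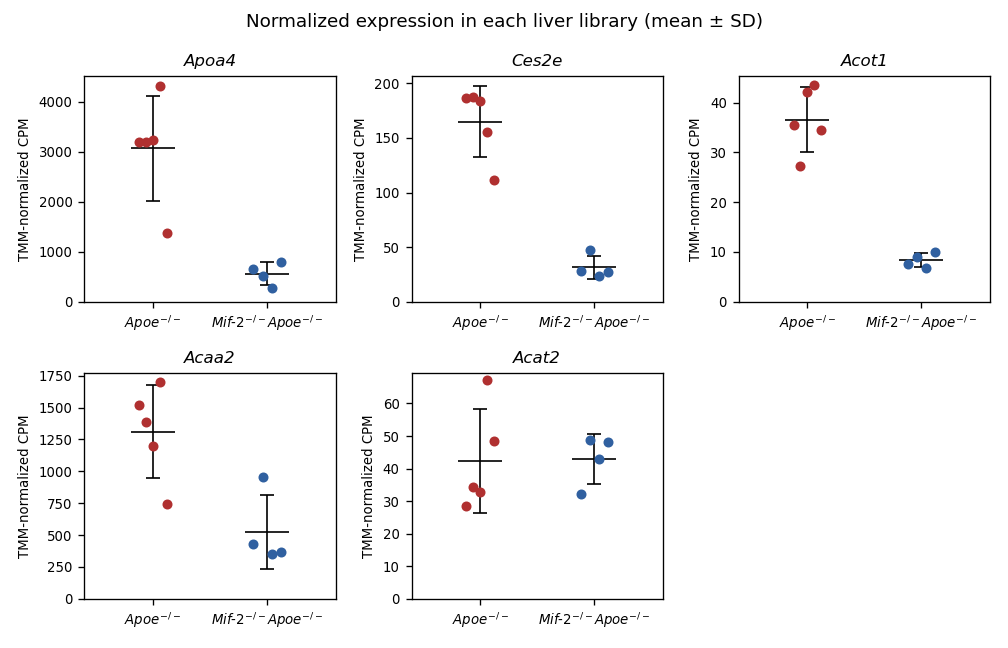
TMM-normalized CPM (vertical axes) of *Apoa4*, *Ces2e*, *Acot1*, *Acaa2* and *Acat2* in each of the 5 *Apoe*-/- (red) and 4 *Mif-2*-/-*Apoe*-/- (blue) liver libraries. Lines and bars are the mean and SD. *Apoa4*, *Ces2e* and *Acot1* are higher in each *Apoe*-/- library, and *Acaa2* and *Acat2* overlap.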

Prominent examples are *Apolipoprotein* A4 (*Apoa4*), *Acetyl-coenzyme A acyltransferase 2* (*Acat2, Acaa2), Proprotein convertase subtilisin/kexin type 9 (Pcsk9), Acyl-CoA thioesterase 1 (Acot1), and Carboxylesterase 2E (Ces2)*. As expected, *Srepb1* was downregulated in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice as well (*P* = 0.08). Moreover, GO pathway enrichment analysis revealed that the key enriched pathway was ‘fatty acid metabolic processes’ (−log_10_ (*P*_adj_) < 10^−^^11^). 

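The gene for SREBP-1, *Srebf1* (Entrez 20787), was at 904 ± 125 CPM (SD, n = 5) in *Apoe*-/- livers and 1132 ± 202 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers. Its log2 fold change was -0.32 (standard error 0.27), with the higher mean in *Mif-2*-/-*Apoe*-/- mice, and the ranges of the genotypes overlapped. The unadjusted p-value was 0.245 by edgeR and 0.0598 by DESeq2, and the two-sided exact permutation test gave p = 0.0952. Over the other normalizations, filters and the DESeq2 test, its log2 fold change lay between -0.34 and -0.13. Time of tissue collection, which the sample labels do not give, cannot be told apart from genotype in these values.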

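Pathway tests used lists of genes and the mouse pathways of Reactome, since GO annotation was not used here. A list of 58 fatty acid metabolism genes, written before the data were examined, had a median log2 fold change of 0.67, and 46 of the 58 genes were higher in *Apoe*-/- livers. Its adjusted p was 4.4e-14 by camera with a preset correlation of 0.01, 0.0248 by fry and 0.0860 by camera with the correlation estimated from the data. Over all genes tested, 1 of the 58 had an adjusted p-value under 0.05 by edgeR, and adjusted over the list alone, 18 were called higher and 2 lower. DESeq2 called 17 of them higher and 1 lower. The 28 PPARα target genes of fatty acid oxidation had a median of 0.84 and an adjusted p of 1.1e-12 by camera and 0.0189 by fry. Splits of the 9 libraries other than by genotype gave a median of 6 lists by camera. Of 100 splits, 15 gave as many as the genotypes, so a call by camera alone is weak evidence. Of all 27 lists tested, 14 were higher in *Apoe*-/- and 2 in *Mif-2*-/-*Apoe*-/- livers by camera. Of the 14, 10 also had an adjusted p-value under 0.05 by fry and 4 with the estimated correlation, and those 4 are lists of genes that the study chose on these samples. Genes matched in abundance, length and GC content to the fatty acid metabolism list also leaned towards *Apoe*-/- livers, with a median of 0.26 over 10000 random lists.

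**Figure D2:**
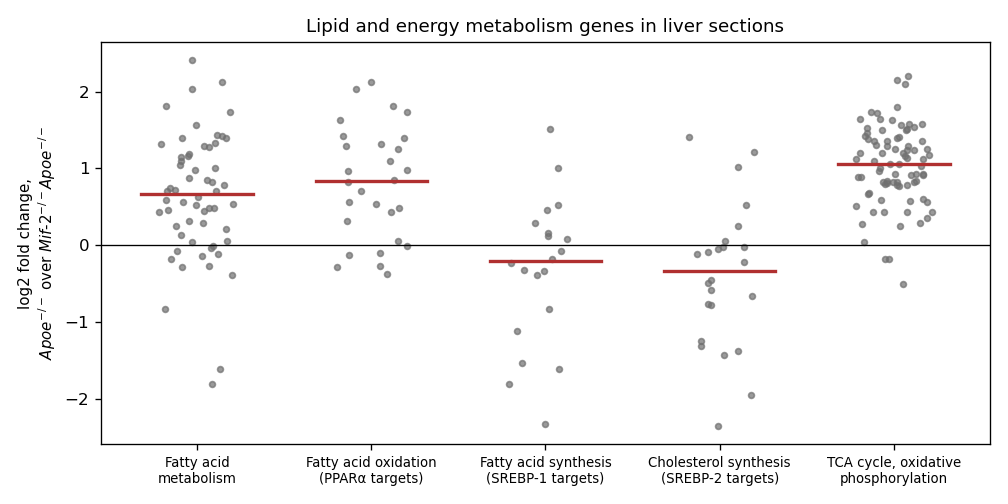
Log2 fold change of *Apoe*-/- over *Mif-2*-/-*Apoe*-/- livers (vertical axis) for each gene of 5 lists, with 1 point per gene and a red line at the median. The medians are 0.67 for fatty acid metabolism, 0.84 for PPARα targets, -0.21 for SREBP-1 targets, -0.33 for SREBP-2 targets, and 1.06 for the TCA cycle and oxidative phosphorylation.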

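Over-representation was tested with a one-sided Fisher's exact test on 909 Reactome pathways of 10 to 500 genes. Of the 5491 tested genes in a pathway, edgeR called 5 higher and 7 lower in *Apoe*-/- livers, too few for this test to be informative, and 0 pathways had an adjusted p-value under 0.05 in either direction. Without adjustment, 41 pathways among the genes higher in *Apoe*-/- livers and 14 among the lower genes had a p-value under 0.05. With the DESeq2 calls, 3 of 854 pathways were over-represented among the 70 higher genes. They were the TCA cycle and respiratory electron transport (10 genes called, adjusted p = 0.0097), biological oxidations (10 of 145 genes, adjusted p = 0.0147) and respiratory electron transport with ATP synthesis (8 of 93 genes, adjusted p = 0.0147). Among the genes that yield energy and precursor metabolites, the 83 tested TCA cycle and oxidative phosphorylation genes had a median log2 fold change of 1.06, and 80 of the 83 were higher in *Apoe*-/- livers. The adjusted p was 4.8e-33 by camera, 0.0688 by fry and 0.134 with the estimated correlation. The 32 genes of Purine metabolism in Reactome had a median of -0.05 (adjusted p = 0.388 by camera), which changed sign with the normalization.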

Other terms related to hepatic lipogenesis were also highly significantly enriched in the *Apoe*^*–/–*^ group, e.g. ‘generation of precursor metabolites’ and ‘purine (ribo)nucleotide metabolics’ (Fig. 5m). This signature was overall confirmed by a more comprehensive RNAseq from whole liver lysates (*n* = 7 per group) with again ‘fatty acid metabolism’ and ‘regulation of lipid metabolic processes’ representing the key enriched terms of the GO pathway analysis that were significantly downregulated in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (Supplementary Fig. 18). Additional genes identified to be downregulated in *Mif-2*^*–/–*^*Apoe*^*–/–*^ livers by this transcriptome analysis encompassed for example *17β-hydroxysteroid dehydrogenase type 13* (*Hsd17b13*), a gene that is significantly upregulated in the liver of patients with MASLD and that enhances lipogenesis; the transcript for Oxysterol-binding protein-related protein 3 (*Osbpl3*), an intracellular hepatocyte lipid receptor; or the cytochrome P450 monooxygenase *Cyp4a12a*, which is involved in fatty acid metabolism and generation of oxylipins including omega-oxidized fatty acids (Supplementary Fig. 18).

**Fig. 6:**
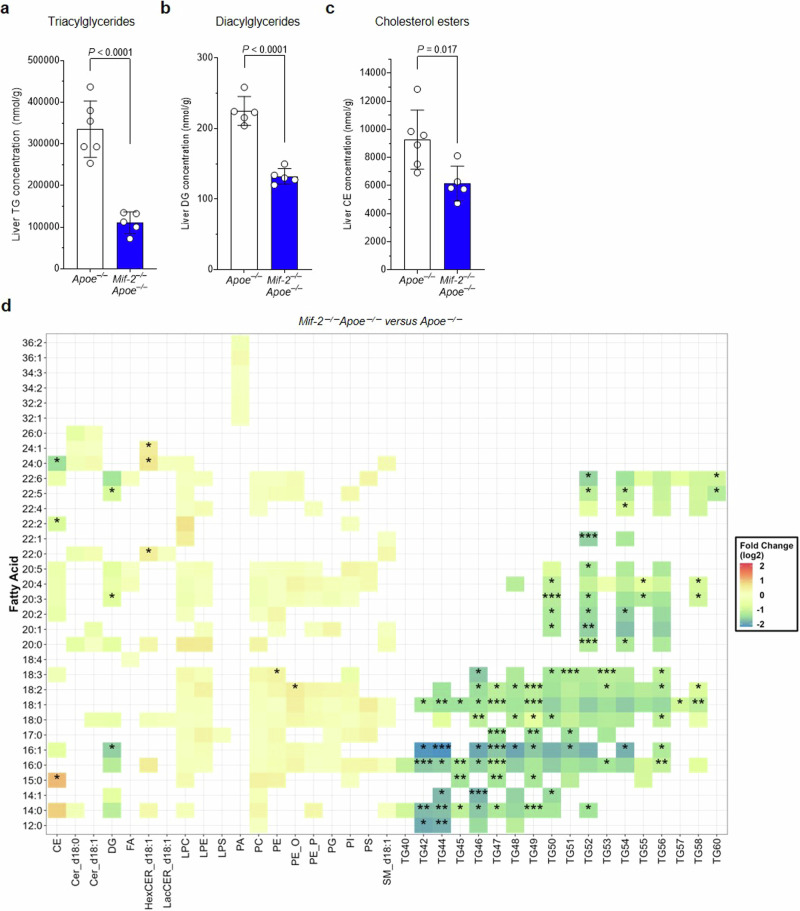
MIF-2 deficiency reduces lipid accumulation and alters lipid composition in the livers of atherogenic *Apoe*^*–/–*^ mice. **a**–**c** Comparison of liver lipid concentrations of triacylglycerides (**a**), diacylglycerides (**b**), and cholesterol esters (**c**) between *Mif-2*^*–/–*^ *Apoe*^*–/–*^ and *Apoe*^*–/–*^ mice after 12 weeks on cholesterol-rich high-fat diet (HFD). Lipid concentrations (nmol/g) were determined using differential mobility separation (DMS)-driven shotgun lipidomics. *Apoe*^*–/–*^ mice (*n* = 6 mice), *Mif-2*^*–/–*^ *Apoe*^*–/–*^ (*n* = 5 mice). **d** Heatmap displaying fold changes of fatty acid concentrations across various lipid classes in *Mif-2*^*–/–*^*Apoe*^*–/–*^ versus *Apoe*^*–/–*^ mice including triacylglycerides (TG), diacylglycerides (DG), and cholesteryl esters (CE). Colors represent fold change, with green indicating a reduction and red indicating an increase in respective lipid concentration. Data are presented as means ± SEM and were analyzed using an unpaired two-tailed Student’s *t*-test. Statistically significant differences are indicated by asterisks based on Benjamini–Hochberg adjusted *P*-values (**d**). HexCER hexosylceramides, Cer d18:1 C18 ceramides (d18:1), Cer d18:0 C18 ceramides (d18:0), FA free fatty acids, LacCER lactosylceramides, LPE lysophosphatidylethanolamines, LPS lysophosphatidylserines, PA phosphatidic acids, PC phosphatidylcholines, PE phosphatidylethanolamines, LPC lysophosphatidylcholines, PG phosphatidylglycerols, PI phosphatidylinositols, PS phosphatidylserines, SM sphingomyelins.

We next, performed RT-qPCR to validate selected DEGs and assess the expression of other potentially relevant ones (Supplementary Fig. 19). Significantly downregulated genes in liver of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice with relevance for SREBP-regulated pathways, fatty acid synthesis, and triglyceride generation included *Srebp cleavage-activating protein* (*Scap*), *Fatty acid synthase* (*Fasn*), *Srebp-2*, and *Monoacylglycerol O-acyltransferase 1 (Mogat1)*. Additionally, genes related to lipid uptake and cholesterol biosynthesis such as *Peroxisome proliferator-activated receptor gamma (Ppar-γ, Pparg*), the scavenger receptor *Cluster of differentiation 36 (Cd36)*, *Scavenger receptor class B type 1* (*Sr-b1*), *3-hydroxymethylglutaryl-coenzyme A synthase-1* (*Hmgcs1*), *3-hydroxy-3-methyl-glutaryl-coenzyme A reductase (Hmgcr*), or *Acetyl-CoA acetyltransferase 1* (*Acat-1*) were found to be significantly reduced in liver tissue of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (Supplementary Fig. 19). The observed reduction in *Srebp-2* also has a significance for cholesterol metabolism. Notably, genes involved in β-oxidation and bile acid synthesis, including *Carnitine palmitoyltransferase 1* (*Cpt1*), *Acyl-CoA oxidase 1* (*Acox-1*), *Cholesterol-7-alpha-hydroxylase* (*Cyp7a1*), or *Sterol-12-α-hydroxylase* (*Cyp8b1*) were likewise significantly downregulated in the liver of these mice (Supplementary Fig. 19).

Most strikingly, the lipidomic analysis revealed a substantial impact of *Mif-2* deficiency on hepatic lipid contents. To investigate potential lipidomic differences between the livers of atherogenic *Apoe*^*–/–*^and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after 12 weeks HFD, we used shotgun lipidomics applying a differential ion mobility-based methodology (termed DMS-SLA), a well-established method for comprehensive lipid analysis from plasma, tissue lysates, or cell cultures (Supplementary Fig. 20a). First, principal component analysis (PCA) was performed on the entire lipidomic dataset and showed a pronounced separation between liver extracts from *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (Supplementary Fig. 20b, c). After data quality control, we were able to reliably quantify 708 lipid species from 20 different lipid classes. In line with the HE and ORO liver staining results and the transcriptomic data, the three superordinate classes triacylglycerides (TG), diacylglycerides (DG), and cholesterol esters (CE), were markedly and significantly downregulated in the liver extracts of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice (Fig. 6a–c). The in-depth lipidomic analysis then revealed that the reduction in TGs was based on a reduction of almost all TG species across the entire spectrum from 42 to 60 carbon atoms. Significantly reduced DG species contained FA_16:1, FA_20:3, and FA_22:5; CE species reduced in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice compared to *Apoe*^*–/–*^ mice were CE_24:0 and CE_22:2 (Fig. 6d). While hexosylceramides (HexCER) showed a significant increase of mainly very-long-chain fatty acids in liver tissue of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice, no significant changes were observed for ceramides (Cer d18:1), dihydroceramides (Cer d18:0), free fatty acids (FA), lactosylceramides (LacCER), lysophosphatidylcholines (LPC), lysophosphatidylethanoamines (LPE), lysophosphatidylserines (LPS), phosphatidic acids (PA), phosphatidylcholines (PC), phosphatidylethanolamines (PE), phosphatidylglycerols (PG), phosphatidylinositols (PI), phosphatidylserines (PS), or sphingomyelins (SM) (Fig. 6d, Supplementary Fig. 21). Together, the substantial reductions of TG, DG, and CE species confirmed the notion that *Mif-2* deficiency reduces hepatic lipogenesis and protects from hepatosteatosis.

Some of the identified metabolic genes have been correlated with upstream pathways such as the AMP kinase (AMPK) and PI3 kinase (PI3K)/AKT pathway. AMPK negatively regulates the transcriptional activity of SREBPs to mitigate hepatosteatosis and atherogenesis^59,64^ and MIF activates hepatic AMPK, an effect contributing to its protective effect in fatty liver disease^24^. The PI3K/AKT pathway ‘activates’ SREBPs to promote lipogenesis^65,66^. We therefore tested the specific effect of MIF-2 on these upstream regulators. Huh-7 cells were stimulated with MIF-2 and phosphorylated AMPK (pAMPK) levels analyzed by immunoblotting. MIF-2 inhibited pAMPK in a concentration-dependent manner with peak ~20–30% reduction compared to buffer-treated cells (Supplementary Fig. 22a, b). Thus, MIF-2 had an opposite effect on hepatocyte AMPK as MIF. In contrast, AKT phosphorylation as a readout for PI3K/AKT activation was enhanced by MIF-2 (Supplementary Fig. 22c, d). Of note, the latter conclusion was confirmed by comparing pAkt and total Akt levels in liver lysates of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice with those of *Apoe*^*–/–*^ mice. Supplementary Fig. 22e shows a substantial reduction of pAkt/Akt ratios in *Mif-2-*deficient liver tissue. As Western diet feeding, atherogenesis, and reduced AKT activity have been associated with insulin resistance^67^, it is tempting to speculate whether MIF-2 would impact insulin resistance in hepatocytes. Such experiments would need to be done in a mouse model of atherogenesis, as the only previous study, in which effects of MIF-2/D-DT on glucose tolerance were assessed, was done in a classical *db/db* mouse model of diabetes/obesity^40^. Together, MIF-2-driven SREBP activation and lipogenesis in hepatocytes appeared to be mediated by upstream PI3K/AKT signaling, while the inhibitory AMPK pathway is attenuated by MIF-2.

### MIF-2-mediated SREBP activation and lipogenic gene expression in hepatocytes is dependent on the CXCR4/CD74 axis

We next aimed to clarify which MIF-2 receptor would mediate the observed signaling effects and MIF-2-triggered hepatic lipogenesis. Both CD74 and CXCR4 are candidate receptors, because we found them to be expressed on Huh-7 cells as revealed by immunofluorescence (Supplementary Fig. 23a) and flow cytometry (Supplementary Fig. 23b, c). To investigate their functional involvement, we tested MIF-2-elicited SREBP activation in the presence *versus* absence of receptor inhibitors. Blockade of CD74 with the neutralizing antibody LN2 resulted in a pronounced reduction of processed nSREBP-1/2 levels, while inhibition of CXCR4 with AMD3100 showed a partial decrease (Fig. 7a, b). Dual inhibition of CXCR4 and CD74 with both inhibitors fully abrogated the effect of MIF-2 on SREBP-1/2 cleavage and the downstream targets FASN and LDLR (Fig. 7a, b), providing plausible evidence that the MIF-2-mediated lipogenic effects in Huh-7 are dependent on the CXCR4/CD74 axis.

**Fig. 7:**
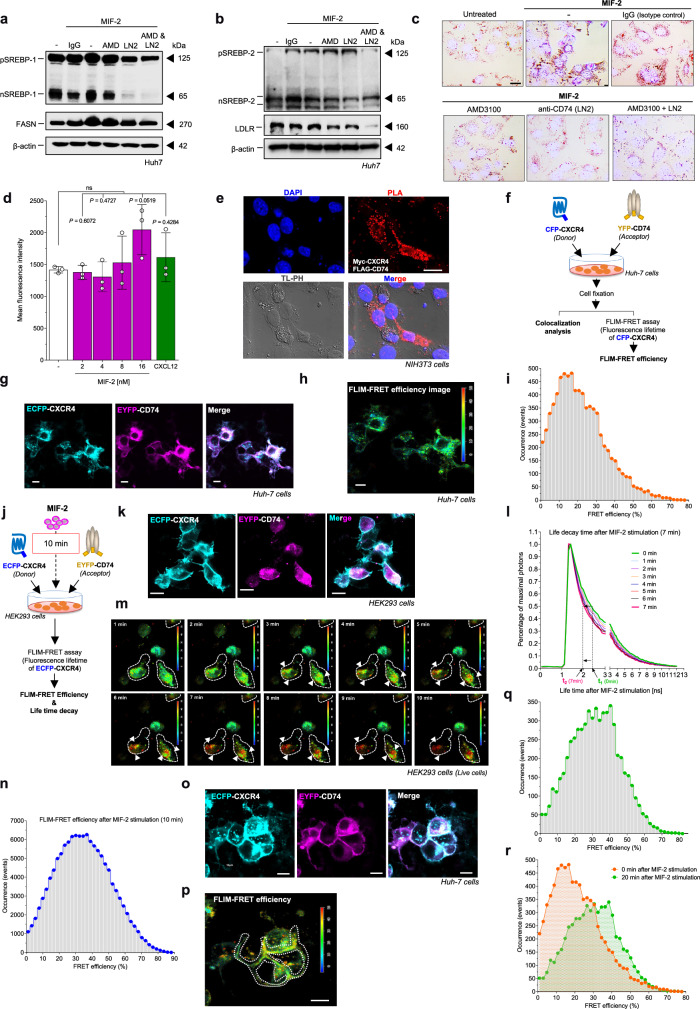
MIF-2 triggers CD74/CXCR4 complex formation in HEK293 cells and hepatocytes. **a**, **b** Role CD74 and CXCR4 in MIF-2-elicited SREBP activation in Huh-7 hepatocytes. Cells were stimulated with 16 nM MIF-2 in the presence of AMD3100 (AMD), CD74-blocking antibody (LN2), or both; control: isotype IgG. Representative Western blots for SREBP−1 and FASN (**a**), and SREBP-2 and LDLR (**b**) from two independent experiments. **c** Effect of MIF-2 on LDL uptake in Huh-7 hepatocytes and blockade by CXCR4 and CD74 inhibitors. ORO staining to visualize lipids (scale bar: 25 µm). Images representative of two separate experiments. **d** MIF-2 does not affect CXCR4 internalization without CD74. Splenic B cells from *Cd74*^*–/–*^ mice were stimulated with MIF-2 or CXCL12 for 20 min, and CXCR4 expression monitored by flow cytometry. Statistical analysis: unpaired two-tailed Student’s *t*-test; ns, not significant. **e** Proximity ligation assay (PLA) showing CXCR4/CD74 interaction in NIH/3T3 cells. Transfected cells with CXCR4-Myc and FLAG-CD74 plasmids were probed with anti-Myc and anti-FLAG antibodies. PLA signals (red); nuclei stained with DAPI (blue) (scale bar: 20 µm). Images representative of two separate experiments. **f**–**i** FLIM-FRET microscopy analysis of CXCR4/CD74 interaction in Huh-7 cells. **f** Schematic of the experiment. **g** Two/multi-photon microscopy of ECFP-CXCR4 (cyan) and EYFP-CD74 (magenta) colocalization in fixed Huh-7 cells. **h**, **i** FLIM analysis of FRET efficiency between ECFP-CXCR4 and EYFP-CD74 (FLIM image (**h**) and histogram (**i**)). Scale bar: 10 µm. **j**–**n** MIF-2 promotes CXCR4/CD74 complex formation in HEK293 cells. **j** Experimental schematic. **k** Co-colocalization of ECFP-CXCR4 (cyan) and EYFP-CD74 (magenta) in unstimulated, live HEK293 cells. Scale bar: 10 µm. **l** Normalized fluorescence-lifetime decay curves of ECFP-CXCR4 over time (decrease from ~*t*_1_ = 2.47 ns to ~*t*_2_ = 2.00 ns). **n** FRET efficiency images at one-minute intervals (**m**); Scale bar: 10 µm. Histogram of FRET efficiency after 10 min of MIF-2stimulation. **o**–**r** MIF-2 promotes CXCR4/CD74 complex formation in Huh-7 cells. Experimental scheme as in (**j**), but Huh-7 cells were fixed after 20 min of treatment. **o** Co-colocalization of ECFP-CXCR4 (cyan) and EYFP-CD74 (magenta) in unstimulated Huh-7 cells. Scale bar: 10 µm. **p** FRET efficiency image, Scale bar: 10 µm, **q** histogram, and comparison between FLIM-FRET efficiencies of treated and untreated cells (**r**).

We next measured the effect of MIF-2 on hepatic LDL uptake and the contribution of CXCR4 and CD74 to this process. Huh-7 cells were pretreated with AMD3100, LN2 antibody, or control IgG, alone or in combination, stimulated with MIF-2 and exposed to LDL. ORO staining revealed that MIF-2 stimulation led to enhanced LDL uptake, an effect that was attenuated by CXCR4 or CD74 inhibition and fully blocked by AMD3100/LN2 dual inhibition (Fig. 7c). Thus, MIF-2-driven LDL uptake may contribute to hepatic lipid accumulation and this effect is mediated by CD74 and CXCR4.

Considering that MIF-2 interacts with CXCR4, we next determined whether *Cd74* deficiency would affect MIF-2-induced CXCR4 internalization using the primary mouse B-cell model again. In contrast to B cells from WT mice (see Fig. 3e, f for comparison), treatment of B cells from *Cd74*^*–/–*^ mice with different concentrations of MIF-2 (or CXCL12 as control) for 20 min did not result in internalization of CXCR4 (Fig. 7d), supporting the notion that the effects of MIF-2 involve both CXCR4 and CD74. Interestingly, the kinetics of CXCL12-mediated CXCR4 internalization in *Cd74*-deficient B cells showed a significant but delayed effect, with a minimum after 20–30 min (Supplementary Fig. 24), lending further support to a functional involvement of CD74 in agonist-induced activation of CXCR4. One mechanistic possibility underlying the joint involvement of CD74 and CXCR4 is receptor complex formation. To begin to study such complexes, we investigated CXCR4/CD74 heterocomplex formation using the in situ proximity ligation assay (PLA), a method previously used to detect interactions between MIF receptors^22^. NIH/3T3 fibroblasts were transfected with c-Myc-tagged CXCR4 and FLAG-tagged CD74 plasmids, and PLA signals visualized using anti-c-Myc and anti-FLAG antibodies. Figure 7e shows the presence of positive PLA signals, indicating interaction between CXCR4 and CD74.

To further verify complex formation, we applied Förster resonance energy-transfer (FRET) in combination with fluorescence-lifetime imaging microscopy (FLIM), i.e. FLIM-FRET on a two/(multi)-photon laser-scanning microscope (TPLSM), a powerful method to detect dynamic associations of proteins at cellular level^68,69^. CXCR4/CD74 interaction was first examined in HEK293 cells^70^. Cells were transfected with ECFP-tagged CXCR4 and EYFP-CD74 fusion proteins, serving as donor and acceptor, respectively. After fixation, colocalization analysis and FLIM-FRET measurements using time-correlated single photon counting (TCSPC)-FLIM were performed (Supplementary Fig. 25a). TPLSM showed a pronounced colocalization of the receptors on the cell membrane (Supplementary Fig. 25b) with a robust FRET efficiency of approximately 50%, as determined with SP8 Fast Lifetime Contrast (FALCON) (Supplementary Fig. 25c, d), indicating complex formation. To determine if complex formation also occurs in hepatocytes, we used the same experimental setup in Huh-7 cells (Fig. 7f). Indeed, TPLSM images showed colocalization of CXCR4 and CD74 (Fig. 7g). Next, we determined the average fluorescence lifetime of the donor ECFP-CXCR4 in the absence of the acceptor EYFP-CD74 to be 2.52 ns (Supplementary Fig. 26a–d), consistent with values published previously^71,72^. The determined value was used for FLIM-FRET evaluation with FALCON and revealed a FRET efficiency of 17–20% in Huh-7 (Fig. 7h, i). Although this value was lower than that obtained in HEK293 cells, it suggested a molecular interaction between CXCR4 and CD74.

We next asked whether complex formation is inducible by MIF-2. Again, we initially performed these experiments in HEK293 cells. The resulting fluorescence lifetime of ECFP-CXCR4 (donor) and FLIM-FRET efficiency were live-monitored at one-minute intervals during exposure to MIF-2 (Fig. 7j). The colocalization pattern of CXCR4/CD74 heteromers was equally well detected in this live cell setup (Fig. 7k). Of note, stimulation of ECFP-CXCR4/EYFP-CD74-double-transfected HEK293 cells with MIF-2 triggered a time-dependent decrease in ECFP-CXCR4 lifetime from ~2.47 to ~2.00 ns and a progressive increase in FLIM-FRET efficiency as shown by the decay curves (Fig. 7l) and FLIM-FRET efficiency images (Fig. 7m, n), respectively. Treatment of co-transfected cells with MIF also reduced ECFP-CXCR4 lifetime, but to a lesser extent (Supplementary Fig. 27a, b). Lastly, we switched back to Huh-7 hepatocytes again and tested for inducibility of receptor complex formation by MIF-2. MIF-2 led to receptor colocalization in the cell membrane and an increase in FLIM-FRET efficiency compared to control cells (Fig. 7o–r), indicating that MIF-2 also triggers formation of the CXCR4/CD74 receptor complex in hepatocytes.

### MIF-2 expression is upregulated in unstable human atherosclerotic plaques and correlates with clinical parameters in CAD

Our data suggested that MIF-2 is a chemokine that promotes vascular inflammation and atherogenesis. Moreover, MIF-2 enhanced foam-cell formation, and increased hepatic lipogenic gene expression and hepatosteatosis. Atherosclerotic lesions of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice also displayed reduced necrotic cores, altogether suggesting that MIF-2 has a role in advanced atherosclerosis.

To explore the translational significance of this notion, we analyzed the expression of MIF-2 in stable and unstable carotid artery plaques from patients undergoing endarterectomy. The plaque phenotype (stable/unstable) was assigned based on the American Heart Association (AHA) classification^73^ and fibrous cap thickness (below/above 200 µm) according to Redgrave et al.^74^. Scouting data obtained by immunohistochemical staining of MIF-2 with an established antibody^29^ in plaque sections suggested that MIF-2 is abundantly present in unstable plaque tissue, whereas less MIF-2 immunopositivity was detected in stable plaques (Fig. 8a). For control, sections from healthy vessel tissue were stained with MIF-2 positivity confined to the endothelial lining. This finding encouraged us to quantify *MIF-2* expression in plaque tissue by RT-qPCR. Comparing specimens from stable *versus* unstable plaques (15 patients each^54^), *MIF-2* expression was significantly higher in unstable plaques (Fig. 8b). This notion was confirmed, when we reanalyzed a publicly available RNAseq data set of six stable *versus* five unstable (ruptured) CEA plaques, as classified by macrophage-rich regions^75^. *MIF-2*, but not *MIF*, expression was significantly elevated in unstable compared to stable sections (Supplementary Fig. 28). Reanalysis of a single-cell RNAseq dataset (GSE159677) of plaques from CEA patients according to Alsaigh et al. ^76^ showed that MIF-2, as well as MIF, is markedly expressed in inflammatory cell populations, particularly in macrophages, monocytes, and dendritic cells (Supplementary Fig. 29). Together with the RT-qPCR analysis of our CEA cohort, this is line with the notion that MIF-2 expression is increased in unstable carotid plaques and may contribute to plaque destabilization and rupture.

**Fig. 8:**
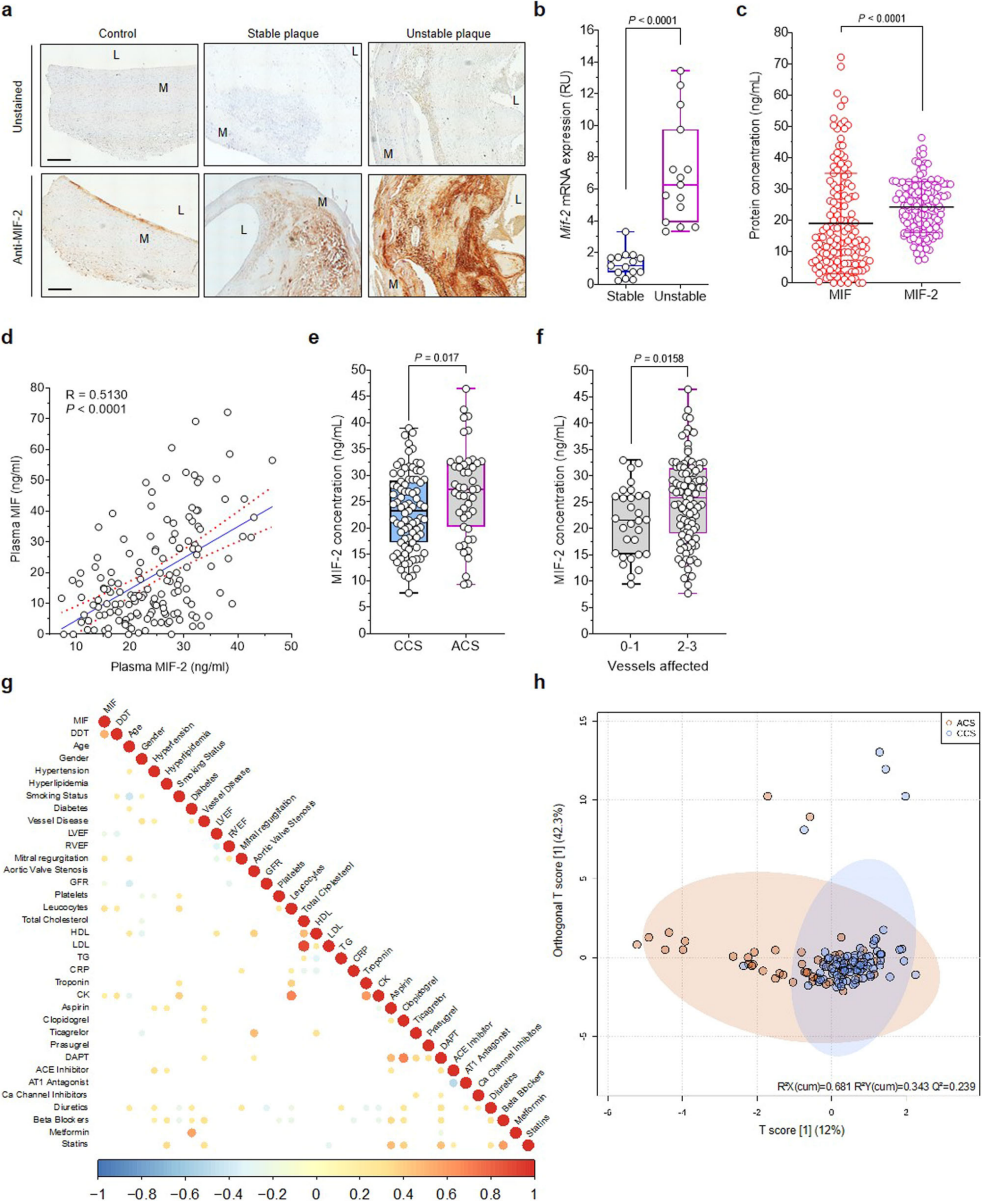
Upregulation of MIF-2 expression in unstable human carotid plaques and correlation with acute CAD. **a**, **b** MIF-2 expression in plaques from patients undergoing CEA. **a** MIF-2 immunopositivity in stable and unstable plaques and comparison to healthy vessels. Representative DAB staining from FFPE plaque sections developed with an anti-MIF-2 antibody (right). Unstained (control without primary antibody, left). Images are representative of 4 vessels per group. Scale bar: 500 µm. **b** MIF-2 mRNA expression in stable *versus* unstable plaques measured by RT-qPCR. *n* = 15 patients per group. Values are means ± SD and were analyzed using an unpaired two-tailed Student’s *t*-test. **c**–**h** MIF-2 levels in plasma of CAD patients and correlations with clinical parameters. **c** Comparison of MIF-2 and MIF concentrations determined by ELISA (*n* = 149 patients). Statistics: unpaired two-tailed Student’s *t*-test. **d** Correlation between MIF-2 and MIF (Spearman’s rank correlation *R* = 0.5130, *P* < 0.0001). **e** MIF-2 plasma levels in sub-groups of patients with chronic coronary syndrome (CCS; *n* = 85) and acute coronary syndrome (ACS; *n* = 47). Statistics: unpaired two-tailed Student’s *t*-test and Mann–Whitney test. **f** MIF-2 levels according to vessel disease score (scale 0–3). Statistics: unpaired two-tailed Student’s *t*-test and Mann–Whitney test. **g** Correlation analysis of MIF and MIF-2 plasma levels with baseline clinical parameters, including cardiovascular risk factors, laboratory parameters, and medication. Significant Pearson coefficients (*rρ*) (*P* < 0.05) highlighted and colored accordingly. **h** Orthogonal partial least squares discriminant analysis (OPLS-DA) score plots between ACS and CCS patients including MIF, MIF-2, and clinical/laboratory parameters (*R*^2^*X* = 0.681; *R*^2^*Y* = 0.343; *Q*^2^ = 0.239). Dots represent individual patients colored according to disease severity (ACS = orange; CCS = blue).

To further study the role of MIF-2 in atherosclerotic diseases, we determined the concentration of MIF-2 in plasma specimens of 149 patients with CAD by ELISA. MIF-2 plasma levels in healthy individuals are typically in the range of 5–20 ng/mL and have been found to be similar to those of MIF^29,30,77,78^. We found that MIF-2 was significantly increased in CAD patients compared with MIF (Fig. 8c; median MIF-2 levels: 24.27 ± 16.02 ng/mL; MIF: 19.03 ± 8.13 ng/mL; *P* < 0.0001). This was accompanied by a correlation between the plasma concentrations of both proteins (Fig. 8d; *R* = 0.5130, *P* < 0.0001). We next determined the correlation between plasma MIF-2 and CAD severity as determined by coronary angiography, differentiating CAD patients into sub-cohorts of acute coronary syndrome (ACS) and chronic coronary syndrome (CCS). The baseline characteristics of patients classified into CCS (*n* = 85) and ACS (*n* = 47) sub-groups are in Supplementary Table 3. Volcano plot analysis illustrating parameters significantly changed in ACS *versus* CCS patients demonstrates that an increase of MIF and MIF-2 correlated with clinical parameters of ACS, i.e. leukocyte count, left ventricular ejection fraction (LVEF), creatine kinase (CK), and C-reactive protein (CRP) (Supplementary Fig. 30). MIF-2 concentrations were significantly higher in patients with ACS than in those with CCS (Fig. 8e; 26.64 ± 8.70 *versus* 23.11 ± 7.34; *P* < 0.05). Similarly, MIF-2 levels were higher in patients with a high vessel disease score (Fig. 8f; 25.28 ± 8.12 *versus* 21.28 ± 6.58; *P* < 0.05). We next analyzed associations between the determined MIF-2 levels (and MIF for comparison), with available clinical CAD baseline parameters, which in addition to age, gender, and cardiovascular risk factors, included CVD laboratory parameters and medication (Fig. 8g; *n* = 132 CAD patients). In addition to the association with MIF, elevated MIF-2 showed significant (*P* < 0.05) coefficients of Pearson correlation (*r*_p_) with smoking status, leukocyte counts, and CK levels, whereas an inverse correlation was observed for LVEF, in line with the determined association with CVD risk factors and cardiac function. The result was similar but not identical for MIF, which showed a positive correlation with mitral regurgitation, leukocyte counts, and CK, and a negative one for LVEF and the glomerular filtration rate (GFR). A similar picture was obtained, when the analysis was separately performed with the ACS and CCS sub-groups (Supplementary Fig. 31a, b). Next, we performed an orthogonal partial least square discriminant analysis (OPLS-DA) to determine differences in metabolic and inflammatory profiles (cholesterol, CK, creatinine, platelets, leukocytes, and CRP) including MIF and MIF-2 between the ACS and CCS sub-group (Fig. 8h), which was in line with the differential correlation patterns of MIF and MIF-2 between the ACS and CCS sub-groups. Lastly, linear regression analysis with forward variable selection after adjustment for arterial hypertension, active smoking, leukocytes, CRP, troponin I, CK, acetylsalicylic acid (ASA), adenosine diphosphate receptor P2Y_12_ inhibitors, beta-blockers, and statins indicated that MIF-2 qualifies as a risk factor for CAD (odds ratio [OR]: 0.27; 95% confidence interval [CI]: 0.07-0.47; *P* = 0.01) (Supplementary Table 4). Together, these analyses suggested that MIF-2 levels are associated with the severity of CAD.

## Discussion

To our knowledge, this study is the first to identify the protein mediator MIF-2/D-DT as an atypical chemokine and non-cognate ligand of CXCR4 that promotes atherogenesis and vascular inflammation. MIF-2 not just shares pro-atherogenic properties with MIF, but surprisingly, and contrary to MIF, enhances circulating atherogenic lipids, as well as hepatosteatosis, associated with a promoting effect on liver lipid content (TG, DG, and CE) and lipogenic pathways in hepatocytes. In line with this - dual - vascular and hepatic/lipid phenotype, MIF-2 was found to be markedly upregulated in unstable carotid plaques and in plasma of CAD patients, where higher MIF-2 levels were measured in patients with ACS compared to CCS, correlating with clinical parameters. Thus, MIF-2 is an atherogenic mediator that regulates lipogenesis and vascular inflammation in cardiovascular diseases and may be a risk marker for CAD (Supplementary Fig. 32).

Using mouse models of early and advanced atherosclerosis, we found that global deletion of *Mif-2* in *Apoe*^*–/–*^ mice protected against HFD-induced atherogenesis and led to a reduction in lesion formation, vascular inflammation, and circulating inflammatory cytokines. Of note, atherosclerotic lesions of *Mif-2*-deficient mice in the more advanced 12-week HFD mouse model also displayed a reduced necrotic core area compared to the *Mif-2-*expressing controls. However, while this was accompanied by a decrease in CD68+ macrophage lesion area and is in accord with the observed promoting effect of recombinant MIF-2 on macrophage foam-cell formation in vitro, plaque collagen content, fibrous cap thickness and α-SMA+ lesion area were unchanged, suggesting that VSMCs are not chiefly involved. This is unexpected, but could be explained as follows: VSMCs can substantially contribute to atheroma foam-cell formation in *Apoe*^*–/–*^ mice^79^, but the transdifferentiation of VSMCs into plaque macrophages or CD68+ macrophage-like SMCs in Western-type HFD-fed *Apoe*^*–/–*^ mice does typically not occur until 12–16 weeks after start of the HFD, whereas non-SMC-derived macrophages dominate the lesional macrophage pool between 5 and 12 weeks of HFD^56^. This time window was not covered in our study. Moreover, *Mif-2* deficiency might directly or indirectly impede the phenotypic switch of VSMCs into macrophage-like cells. Overall, it appears that the observed decrease in CD68+ macrophages seen in *Mif-2-*deficient *Apoe*^*–/–*^ mice upon 12-week HFD is thus likely mostly a result of decreased monocyte infiltration and/or macrophage foam-cell formation. Yet, our reanalysis of scRNAseq data sets^57,58^ from two different atherogenic mouse models in an advanced disease stage (*Apoe*^*–/–*^ and *Ldlr* ^*–/–*^ mice after 8, 16, or 26 weeks HFD) revealed a prominent expression of *Mif-2* in all three detected plaque SMC cell populations. While the potential mechanisms of Mif-2 induction and secretion from VSMCs are unknown, this may suggest that VSMCs could be a relevant source of MIF-2 in the atherosclerotic microenvironment, thereby contributing to plaque inflammation and foam-cell formation.

Interestingly, the overall phenotype of *Mif-2* deficiency in atherogenic *Apoe*^*–/–*^ mice differed from that of its homolog MIF. We previously showed that hyperlipidemic *Mif*^*–/–*^*Apoe*^*–/–*^ mice displayed a regio-specific phenotype, showing plaque size reduction in brachiocephalic artery and abdominal aorta compared with *Apoe*^*–/–*^ mice, but not aortic root, arch, and thoracic aorta^49,80^. In contrast, *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice had a marked decrease of lesions in the aortic root and arch. The protective effect of *Mif-2* gene deletion was confirmed in a pharmacological model, applying the MIF-2-selective small molecule inhibitor 4-CPPC^31,48^. This finding also ruled out any gene compensation effect that may be seen in global gene knockout models. Moreover, the atherogenic effects of MIF-2 were underpinned by various in vitro studies. Similar to MIF^20,54^, MIF-2 not only promoted macrophage foam-cell formation, but also dose-dependently enhanced the chemotactic migration and endothelial arrest of monocytes as well as B-cell recruitment. Direct comparison with MIF even suggested that MIF-2 was the more potent chemokine.

The cytokine array data provided insight into how MIF-2 may skew the systemic inflammatory response in atherogenic mice. Cytokines/chemokines significantly downregulated in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice were predominantly associated with T-cell activation, including IFN-γ, IL-1α, IL-2, IL-16, IL-17, and CXCL13^81^, suggesting that MIF-2 may be involved in the activation and recruitment of CD4+ and/or Th17 T cells. How this relates to the observed plaque phenotype will be subject of future scrutiny. Interestingly, when comparing the overall cytokine/chemokine profiles between genetic *Mif-2*-deficient *Apoe*^*–/–*^ mice with *Apoe*^*–/–*^ mice, in which Mif-2 was blocked pharmacologically by 4-CPPC, a number of similarities were noted. Cytokines/chemokines such as IL-1α, IFN-γ, IL-5, CXCL5, IL-15, TNF-α, IL-4, IL-23, IL-1β, CCL5, CCL2, and IL-27 were found to be reduced in a comparable manner.

Similar to MIF, MIF-2 has been described as a high-affinity ligand for CD74^29^, which requires a co-receptor such as CD44^29^. However, Ishimoto et al. also reported that the MIF-2/CD74 axis can drive the expression of IL-6 independently of CD44 in preadipocytes^82^, suggesting a role for alternative pathways. Interestingly, CD74 was found to form heteromeric complexes with the MIF chemokine receptor CXCR4^15,21,22^, while Tilstam et al. demonstrated that MIF but not MIF-2 recruits inflammatory macrophages in a polymicrobial sepsis model via CXCR2^35^. The MIF/CXCR4 axis is relevant in atherosclerosis, as it has been associated with atherogenic activities of not only monocytes and T cells, but also neutrophils, platelets, and B cells^15,20,83,84^. Applying various biochemical and immunological methods, we here identify CXCR4 as a receptor for MIF-2 and provide evidence that the MIF-2/CXCR4 axis is critical in conveying atherogenic activities of MIF-2. We noted the presence of conserved motifs that may be important for the interaction between MIF or MIF-2 and CXCR4. In contrast, MIF-2 lacks the pseudo(*E*)LR motif shown to contribute to the MIF/CXCR2 interaction^35^. Together, our receptor internalization, yeast-CXCR4 transformant, and titration experiments, provided evidence that MIF-2 interacts with CXCR4 with nanomolar affinity to elicit responses in model cells and leukocytes. These findings were supported by studies applying pharmacological blockade of CXCR4. Binding of MIF-2 to CXCR4 is further supported by HADDOCK docking simulation and experimental binding to the CXCR4 surrogate peptide msR4M-L1^54^.

MIF-2 is highly expressed in liver^29,85^, but its role in this organ has not been explored. We show that *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice on HFD exhibit a pronounced liver phenotype compared to Mif-2-proficient *Apoe*^*–/–*^ mice that is associated with a decrease in plasma cholesterol, TG, and VLDL levels, a substantial decrease in liver TG, DG, and CE levels, a less inflammatory and less lipogenic hepatic transcriptomic signature, and finally reduced hepatosteatosis. The evidence comes from conventional plasma lipid analytics, hepatic lipid stainings, an in vitro steatosis assay, an in vitro triglyceride synthesis assay, comprehensive lipidomics of liver tissues, as well as two independent bulk RNAseq analyses from both OCT-embedded frozen liver sections and liver lysates.

Since the biosynthesis of cholesterol, FA, and TG is regulated by SREBPs^46^, we studied the role of MIF-2 in SREBP activation in hepatocytes. Previous studies reported that genetic depletion of *Srebp-1* in vivo was associated with a reduction in hepatic fatty acid production, whereas overexpression of *Srebp-1* or *Srebp-2* in mice promoted steatosis with an increase in plasma lipids^86,87^. Previous data suggesting a link between hepatic SREBP proteins and both metabolic disease and atherosclerosis^59,60^ further added to our hypothesis that SREBPs could play a role in the observed liver lipid phenotype in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice. The activation of SREBPs is initiated by proteolytic processing that is regulated by various factors including sterols. Indeed, we here provide evidence that MIF-2 acts as a regulator of SREBP activation in hepatocytes. Our results in the hepatocyte cell line Huh-7 indicate that MIF-2 dose-dependently promotes the activation of SREBP-1/-2, the expression of their lipogenic target genes *FASN* and *ACC*, along with an enhancement of lipogenesis and lipid esterification. *FASN* and *ACC* encode fatty acid synthase (FAS) and acetyl-CoA carboxylase (ACC), the two key enzymes controlling fatty acid biosynthesis. ACC catalyzes the irreversible carboxylation of acetyl-CoA to produce malonyl-CoA, thereby providing malonyl-CoA substrate for the biosynthesis of fatty acids. FAS is a multi-enzyme complex, whose main function is to catalyze the synthesis of the C16 fatty acid palmitate. Regulation of SREBPs, FAS, and ACC by MIF-2 in hepatocytes thus suggests that MIF-2 has a direct stimulatory effect on hepatic lipid synthesis, in line with the results from the triglyceride synthesis assay performed on Huh-7. This notion is supported by comparing nuclear SREBP levels in liver lysates from *Apoe*^*–/–*^ *versus Mif-2*^*–/–*^*Apoe*^*–/–*^ mice, and RT-qPCR results revealing that in the livers of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice, *Srebp-2* and *Fasn* mRNA levels were significantly downregulated, while *Acc* expression was also reduced, though the decrease was not statistically significant.

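Targets of both SREBPs were tested as lists written from general knowledge of the pathways. The 20 SREBP-1 target genes of fatty acid synthesis had a median log2 fold change of -0.21, near the -0.17 of all genes tested, with 8 higher in *Apoe*-/- and 12 higher in *Mif-2*-/-*Apoe*-/- livers. The list had an adjusted p of 0.265 by camera and 0.0941 by fry, and its median was at 0.0042 without *Mif-2*-/-*Apoe*-/- replicate 3. Its members *Fasn* and *Acly* had log2 fold changes of -0.83 (standard error 0.42, adjusted p = 0.362 by edgeR and 0.284 by DESeq2) and -1.60 (standard error 0.51, adjusted p = 0.175 by edgeR and 0.0355 by DESeq2). The edgeR test called 1 of the 20, *Thrsp*, over all genes, and adjusted over the list alone 4 were called lower and 0 higher in *Apoe*-/- livers. DESeq2 called 3 lower and 0 higher. The 24 SREBP-2 target genes of cholesterol synthesis had a median of -0.33, and 18 of the 24 were higher in *Mif-2*-/-*Apoe*-/- livers. Their adjusted p was 0.142 by camera and 0.0248 by fry, and 2 were called lower in *Apoe*-/- livers by DESeq2. *Srebf2* itself had a log2 fold change of -1.31 (standard error 0.48, adjusted p = 0.220). Clock genes also differed between the genotypes, and time of collection cannot be told apart from genotype in these values. The paper rests a role of MIF-2 in SREBP activation on SREBP processing in hepatocytes, processed SREBP protein in liver, and RT-qPCR. It takes the transcriptomes of liver sections and lysates as further evidence for SREBP-related and lipogenic pathways. The RNA values here do not measure SREBP processing or protein. The lysates were not analysed here.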

Of note, a role for MIF-2 in controlling SREBP-related hepatic pathways and, more generally, in driving hepatic lipogenic pathways was confirmed by unbiased transcriptomic analysis from both microscopic liver sections and whole liver tissue lysates, comparing the hepatic transcriptomes from *Apoe*^*–/–*^ *versus Mif-2*^*–/–*^*Apoe*^*–/–*^ mice. The identified DEGs encode for lipid and phospholipid synthesis-regulating enzymes such as *Acat2/Acaa2*, *Acot1*, *Acyl-CoA synthetase family member 3* (*Acsf3*), *Hsd17b4*, *Hsd17b13*, *Agpat2, Agpat3*, *Ces1, Ces2c, Ces2e*, *Aldh3a2*, and many others. 

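Of the lipid and phospholipid enzyme genes named in the discussion of the transcriptomes, with 7 members of the *Ces1* family and *Acat2* counted beside *Acaa2*, 17 could be tested in the section libraries. Their median log2 fold change was 0.98, and 13 were higher in *Apoe*-/- livers. The edgeR test called 1, *Ces2e*, over all genes, and 7 were called when adjusted over the list alone. DESeq2 called 7. The study chose this list on these and the lysate samples, so the count over the list alone is not independent evidence. *Acsf3* was at 125.5 ± 33.9 CPM (SD, n = 5) in *Apoe*-/- and 49.9 ± 7.90 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers, with a log2 fold change of 1.33 and an adjusted p of 0.128 by edgeR and 0.0018 by DESeq2. *Hsd17b4*, *Agpat2* and *Agpat3* rose by 1.27, 0.99 and 0.98 on the log2 scale, with adjusted p-values of 0.0359, 0.0307 and 0.0194 by DESeq2 and at or above 0.169 by edgeR. *Hsd17b13* and *Aldh3a2* had log2 fold changes of 0.83 (adjusted p = 0.346 by edgeR) and 0.79 (adjusted p = 0.355). The members of the *Ces1* family, which could share reads, moved both ways. *Ces1c* was higher in *Apoe*-/- livers (log2 fold change 1.01), *Ces1b* and *Ces1d* were higher in *Mif-2*-/-*Apoe*-/- livers (-0.61 and -0.85), and none had an adjusted p-value under 0.05 by edgeR, with 2 genes at an unadjusted p-value under 0.05. *Ces2c* was at 5.18 ± 7.02 CPM (SD, n = 5) and 2.37 ± 4.01 CPM (SD, n = 4), and no difference was detectable at this depth.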

Strikingly, many cytochrome P450 genes including *Cyp4a12a, Cyp2a12, Cyp4a10, Cyp2a4, Cyp2d9*, important – among other functions - for the omega-1 oxidation of fatty acids and monooxygenase activity, were strongly downregulated in the *Mif-2-*deficient livers. Moreover, genes related to lipid binding, uptake, and lipoprotein formation such as *Apoa4*, *Fatty acid-binding protein 2 (Fabp2)*, or *Lipa* were enhanced in the *Mif-2*-expressing livers. 

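In the section libraries, *Cyp2d9*, *Cyp4a10* and *Cyp2a12* were higher in *Apoe*-/- livers, with log2 fold changes of 1.62, 1.42 and 0.91. Their adjusted p-values were 0.128, 0.170 and 0.258 by edgeR, and 0.0028, 0.0385 and 0.122 by DESeq2. *Cyp2a4*, whose reads could be shared with *Cyp2a5*, was at 647 ± 184 CPM (SD, n = 5) in *Apoe*-/- and 597 ± 255 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers, within the spread of the libraries. *Cyp4a12a* was below 2 CPM in each library, and no change was detectable at this depth. All 5 genes belong to P450 families with similar members.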

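*Fabp2* was at 94.1 ± 37.2 CPM (SD, n = 5) in *Apoe*-/- and 32.1 ± 21.8 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers, a log2 fold change of 1.56 (standard error 0.49, adjusted p = 0.174 by edgeR and 0.0466 by DESeq2). *Lipa*, the lysosomal acid lipase gene, was at 76.9 ± 13.6 CPM (SD, n = 5) and 30.2 ± 7.05 CPM (SD, n = 4). Each *Apoe*-/- library was higher (two-sided exact permutation test, p = 0.0079), and the log2 fold change of *Lipa* was 1.35 (standard error 0.35, adjusted p = 0.137 by edgeR and 1.4e-04 by DESeq2).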

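In the section libraries, Reactome pathways of fatty acid and lipid metabolism were found by name after the data were examined. By camera, which called 151 of 909 pathways higher and 8 lower in *Apoe*-/- livers, 5 of them were higher. Mitochondrial fatty acid beta-oxidation (15 genes) had a median log2 fold change of 0.71 (adjusted p = 1.7e-06) and was called in all 9 fits that left out 1 library. Fatty acid, triacylglycerol and ketone body metabolism (86 genes) had a median of 0.15 (adjusted p = 0.0335, called in 4 of the 9 fits), and metabolism of lipids and lipoproteins (466 genes) a median of 0.04 (adjusted p = 0.0468, called in 5). The others were peroxisomal lipid metabolism (median 0.35, adjusted p = 0.0040) and the pathway named Fatty acids (median 0.68, adjusted p = 0.0072). By fry, all 5 had an adjusted p of 0.177 or above, and lipid digestion, mobilization and transport (median 0.04) had 0.0372. Medians below 0, none called by camera or fry, were found for gene expression activated by SREBF (-0.39, adjusted p = 0.394 by camera and 0.0661 by fry), regulation of lipid metabolism by PPARα (-0.39, adjusted p = 0.807 by camera), cholesterol biosynthesis (-0.22, adjusted p = 0.911) and phospholipid metabolism (-0.21, adjusted p = 0.866). The last 2 are near -0.17, the median of all genes tested.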

In accord, pathway analysis strongly predicted an enrichment of the terms ‘fatty acid metabolism’ and ‘regulation of lipid metabolic processes’. The significance of the *Mif-2-*dependent enrichment of pathways like ‘purine nucleotide metabolic processing’ is less clear at first sight, but purines are also known to serve as cofactors such as NADH and coenzyme A, which likely connects this pathway to Mif-2-driven fatty acid metabolism. Surprisingly, we noted a significant increase in the expression of *Pcsk9* in the livers of *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice. This upregulation corresponds with the elevated transcript levels of *Pcsk9* identified in the *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice through RNAseq data. PCSK9 is known to play a critical role in cholesterol uptake and metabolism in the liver by modulating the LDL receptor, which leads to increased circulating cholesterol levels. However, our study demonstrated that *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice exhibited lower plasma cholesterol levels. On the other hand, the combination of RNAseq data and RT-qPCR results revealed a significant decrease in the expression of key enzymes and factors involved in cholesterol biosynthesis and lipid uptake including *Ppar-γ* (*Pparg*), *Cd36*, *Sr-b1*, *Hmgcs1*, *Hmgcr*, and *Acat-1*. Therefore, in addition to the role of PCSK9 in regulating circulating cholesterol, the downregulation of these crucial genes in the liver likely contributes significantly to the observed decrease in circulating cholesterol levels. 

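In the section libraries, *Acat1*, *Scarb1*, *Pparg*, *Cd36* and *Hmgcs1* had no adjusted p-value under 0.05 by edgeR or DESeq2 over the 9 libraries, and 1 of these 5 genes, *Acat1*, had an unadjusted edgeR p-value under 0.05. *Acat1* and *Scarb1*, which encodes SR-B1, were higher in *Apoe*-/- livers, with log2 fold changes of 1.11 (standard error 0.39, adjusted p = 0.204) and 0.49 (standard error 0.27, adjusted p = 0.392). *Pparg* and *Cd36*, at 11.2 ± 3.78 and 4.50 ± 1.37 CPM (SD, n = 5) in *Apoe*-/- livers, had log2 fold changes of 0.66 and 1.09, with adjusted p-values of 0.704 and 0.611 by edgeR. *Hmgcs1* was at 48.0 ± 14.9 and 52.1 ± 12.6 CPM, and the sign of its fold change depended on the normalization.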

The unexpected increase of PCSK9 expression may suggest the presence of a compensatory mechanism.

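*S100a10* was at 318 ± 127 CPM (SD, n = 5) in *Apoe*-/- and 70.1 ± 33.8 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers, a log2 fold change of 2.19 (standard error 0.44, adjusted p = 0.0773 by edgeR and 2.1e-04 by DESeq2). *Serpina3k*, a member of a family of near-identical serpins, was at 356 ± 157 CPM (SD, n = 5) and 93.0 ± 33.4 CPM (SD, n = 4), a log2 fold change of 1.93 with the same adjusted p by edgeR and 8.9e-05 by DESeq2. *Tnfrsf1a*, *Serpina12* and *C3* had log2 fold changes of 1.20, 1.13 and 0.90, with adjusted p-values of 0.175, 0.180 and 0.210 by edgeR and 0.0357, 0.0596 and 0.0304 by DESeq2. *Cd74* was at 183 ± 92.4 CPM (SD, n = 5) and 80.2 ± 28.5 CPM (SD, n = 4), a log2 fold change of 1.19 (adjusted p = 0.205 by edgeR and 0.0950 by DESeq2). The 6 genes as a list had an adjusted p of 9.6e-10 by camera and 0.0138 by fry. The study chose them on these samples.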

Of note, the *Mif-2*-expressing liver tissue also showed an enhancement of inflammatory genes such as *Serpina12*, *Serpina3k, Tumor necrosis factor receptor 1 (Tnfrsf1a)*, *Complement factor 3 (C3*), or S100a10, including the MIF/MIF-2 receptor *Cd74*, altogether suggesting an enrichment of lipid synthesis and inflammation transcripts in *Mif-2*-expressing compared to *Mif-2*-deficient liver.

Importantly, a comprehensive lipidomic phenotyping of liver tissue from both genotypes confirmed the predicted role of MIF-2 in promoting hepatic lipid accumulation. Liver tissue from *Apoe*^*–/–*^ mice contained markedly elevated levels of TG with different fatty acid chain length and degree of desaturation, as well as enhanced DG and CE levels compared to liver tissue from *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice. This further underscored a striking lipogenic role of MIF-2 in the liver and is in line with the liver tissue stainings, the transcriptomic profiles, the in vitro steatosis assay and SREBP activity measurements in hepatocytes, as well as the plasma lipid analysis. The observation that one class of lipids – hexosylceramides (HexCer) – was found to be elevated in *Mif-2-*deficient liver is interesting, but its significance and relationship to the athero- and lipoprotective phenotype upon *Mif-2* deficiency is currently unclear. However, plasma levels of circulating HexCer and their ceramide precursors have been shown to be associated with CVD/CAD in several human trials^88–90^.

Some of the identified genes in the RNAseq analyses have been correlated with upstream pathways such as AMPK or PI3K/AKT. AMPK negatively regulates the transcriptional activity of SREBPs to mitigate hepatosteatosis and atherogenesis^59,64^ while PI3K/AKT activates SREBPs to promote lipogenesis^65,66^. In accord, we observed that MIF-2 increased AKT activation in Huh-7, while it led to an attenuation of AMPK phosphorylation. Thus, MIF-2 could be a regulator of hepatic lipid homeostasis that affects SREBP activity through activating PI3K/AKT signaling while suppressing the AMPK pathway. This notion is in line with previous studies suggesting a link between MIF-2 and AMPK signaling in adipocytes^40^.

The cleavage and subsequent translocation of SREBPs is mediated by the well-conserved SCAP-S1P-S2P axis^47,91^, but the upstream signaling components involved in the activation of this axis remain unexplored. One important observation in our study is that the blockade of either CXCR4 or CD74 abolished MIF-2-mediated SREBP activation, suggesting that these receptors and their ligand MIF-2 are upstream of the proteolytic process. We speculate that CXCR4 and CD74 either operate via receptor complex formation or signaling crosstalk. Our PLA and FLIM-FRET imaging data suggest close proximity and a direct interaction between CXCR4 and CD74. Moreover, FLIM-FRET showed that MIF-2 stimulation promoted the formation of the CXCR4/CD74 receptor complex in HEK293 cells and hepatocytes. Therefore, and as MIF-2 is highly expressed in liver, it seems reasonable to speculate that signaling elicited by MIF-2/CXCR4/CD74 activates SREBPs in hepatocytes. In line with this notion are earlier findings from Kim et al. in cancer cells, demonstrating that the CXCL12/CXCR4 axis is involved in SREBP-1-mediated FASN expression by enhancing the nuclear translocation of SREBP-1^92^.

The roles of MIF and MIF-2 in hepatic steatosis and liver lipid metabolism appear to be oppositional. Previous data indicated that MIF has a hepatoprotective effect in steatosis and fibrosis by promoting the CD74/AMPK pathway in hepatocytes and *Mif*^*–/–*^ mice on a non-Western-type HFD showed enhanced lipid accumulation in the liver, which was associated with upregulated *Srebp-1* and *Fasn* levels^24,93^. In contrast, while the specific HFD was different (triglyceride-rich *versus* Western), our results suggest that MIF-2 promotes hepatic steatosis.

Since our data pointed to a role of MIF-2 in advanced atherogenesis, we analyzed MIF-2 expression levels in human atherosclerotic plaque tissue, comparing stable and unstable plaques from CEA patients, which typically suffer from metabolic co-morbidities. MIF-2 was not only elevated in plaque compared to healthy vessel, its expression was upregulated in unstable compared to stable plaques, a finding that was confirmed, when we reanalyzed publicly available bulk and single-cell RNAseq datasets from carotid plaques of atherosclerotic patients^75,76^ for MIF-2 and MIF expression. This observation is interesting, as MIF expression levels, while also generally upregulated in CEA, do not differ between stable and unstable plaque tissue^54^. Thus, the two homologs may have differential roles in different stages of atheroprogression.

To further assess the significance of our findings for ischemic heart disease, we quantified the plasma concentrations of MIF-2 in a large cohort of CAD patients and also compared ACS and CCS sub-groups as an indicator of disease severity. MIF-2 levels in CAD were elevated compared to concentrations known in healthy individuals. This is in accord with a previous study, in which serum MIF-2 was found to be increased in the reperfusion phase of cardiac surgery patients compared to its pre-operative concentrations^78^. Of note, MIF-2 levels were significantly higher in patients with ACS compared to CCS. While elevated MIF plasma levels have previously been noted in ACS patients^13,94^, we found that MIF-2 concentrations were even higher than those of MIF. Both MIF and MIF-2 showed correlations with CAD risk parameters such as LVEF, CK, leukocytes and CRP. To our knowledge, this is the first study to examine MIF-2 levels in CAD patients^45^. Together, MIF-2 levels may be associated with high-risk atherosclerotic plaques in CAD patients^95^.

In summary, our study identifies MIF-2/D-DT as a pro-atherogenic atypical chemokine and CXCR4 as a receptor. Unlike MIF, MIF-2 contributes to lipid accumulation in the liver and elevated MIF-2 levels correlate with unstable CEA and symptomatic coronary plaques, pointing toward a role for MIF-2 in advanced atherosclerotic diseases. This work also gives insight into the underlying mechanism of how MIF-2 promotes lipogenesis in hepatocytes, identifying the MIF-2/CD74/CXCR4 axis as an upstream pathway triggering SREBPs. While the causal impact of the potential cellular sources of MIF-2 expression (immune cells, VSMCs, hepatocytes) is currently unclear and should be an important aim of future studies, our data overall imply that MIF-2 may be a promising therapeutic target in atherosclerosis, vascular inflammation, and associated metabolic conditions. Targeting could entail joint targeting together with MIF, as both MIF and MIF-2 are clear-cut pro-atherogenic mediators that exacerbate vascular inflammation and lesion formation. Both monoclonal antibodies and dual-targeting small molecule inhibitors such as ISO-1 or 4-IPP are available to jointly target MIF and MIF-2 and some of these agents are being developed further for clinical applications (e.g. reviewed in refs. ^11,96^). MIF-2-selective strategies could be of interest, when an emphasis is laid on combined hepatic conditions. In fact, recent work has discovered promising MIF-2-selective inhibitors. In addition to MIF-2-selective mAbs^29,35^, three small molecule compounds with high selectivity for MIF-2 have recently been developed. 4-CPPC^48,97^ shows 13-fold selectivity over MIF, was used in our study and its administration in a model of early atherogenesis in vivo recapitulated the phenotype seen in *Mif-2*-gene-deficient atherogenic mice. Two other compounds, thieno[2,3-d]pyrimidine-2,4(1H,3H)-dione and 2,5-pyridinedicarboxylic acid exhibit even higher selectivities for MIF-2 over MIF, but so far have only been tested in enzymatic tautomerase and cell culture assays^98,99^. Another option to target MIF-2 could be the CXCR4 surrogate peptide msR4M-L1, applied in this study in our biochemical experiments. This peptide was originally designed to block the MIF/CXCR4 axis and binds MIF with high nanomolar affinity, but, as shown here, also binds to MIF-2 with six-fold lower affinity. msR4M-L1 would therefore, in part, represent a dual anti-MIF/MIF-2 agent, but might be amenable to structure-activity optimization to generate a MIF-2-selective variant. Along the same lines, the peptide construct MHCII DRα1-MOG-35-55 is a promising pathway-specific blocker, as it inhibits MIF and MIF-2 signaling through CD74 as well as T-cell activation^100^. Thus, potential therapeutic concepts for MIF-2-based targeting are already available in the field.

Overall, the study contributes to our understanding of how vascular inflammation and adverse hepatic phenotypes are linked in atherosclerotic diseases and identifies pathways for targeting.

## Methods

### Atherosclerotic mouse models and treatment

All mouse experiments were approved by the Animal Care and Use Committee of the local authorities and were performed in accordance with the animal welfare officer of the Center for Stroke and Dementia Research (CSD). *Apoe*^*–/–*^ mice with C57BL/6 background were originally obtained from Charles River Laboratories (Sulzfeld, Germany) and backcrossed before use in the CSD animal facility. Although statistical methods were not used to predetermine sample size, G-power analysis was applied in this study to validate sufficient numbers of mice in all cohorts. To generate *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice, *Mif-2*^*+/–*^ and atherogenesis-prone *Apoe*^*–/–*^ mice were crossed. Genetic mouse experiments were conducted on eight-week-old female and male *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice and *Apoe*^*–/–*^ mice. For pharmacological blockade of MIF-2 in vivo, *Apoe*^*–/–*^ mice were administered 4-CPPC (5 mg kg^−1^). For this purpose, eight-week-old male *Apoe*^*–/–*^ mice were randomly divided into two groups of 11 mice each. The experimental group was administered with 100 µg of 4-CPPC dissolved in physiological saline (0.9% NaCl) intraperitoneally every other day for 4.5 weeks; while the control group received saline at the same time intervals. The 4-CPPC injection showed no toxicity or other side effects in the mice.

All mice were housed under a 12 h light/dark cycle and had *ad libitum* access to food and water. At the age of 8 weeks, mice were fed a Western-type high-fat diet (HFD) containing 0.21% cholesterol (ssniff Spezialdiäten GmbH, Soest, Germany) for 4.5 or 12 weeks. Early to moderate atherosclerotic lesions could be developed in these mouse models^101^. For the prospective end point of the proposed experiment, mice were subjected to isoflurane and midazolam/medetomidine/ fentanyl (MMF) anesthesia, body weight was measured, and blood was collected by cardiac puncture for routine immune cell counts and lipid analysis. Mice were then perfused transcardially with saline, hearts and proximal aortas were dissected and fixed for quantitative plaque analyses and vessel morphometry. The other organs such as spleens, livers, and adipose tissues were stored at −80 °C.

### Plasmids

The cloning of pECFP-N1-CXCR4 and pEYFP-C1-CD74minRTS was achieved by inserting cDNA encoding human CXCR4 and human CD74minRTS into the pECFP-N1 and pEYFP-C1 vectors, respectively^21^. To generate C-terminal Myc-tagged CXCR4 (CXCR4-Myc) and N-terminal FLAG-tagged CD74minRTS (FLAG-CD74minRTS), cDNA encoding CXCR4 or CD74minRTS was amplified from pECFP-N1-CXCR4 and pEYFP-C1-CD74minRTS using primers: 5′-GCCTCGAGGCCACCATGTACCCATACGAT-3′ and 5′-GCAAGCT TCCGCTGGAGTGAAAACTTGAAG-3′ for CXCR4; 5′-GCGGATCCATGATGACCAGCGCGAC-3′ and 5′-AGCGAATTCCGTCACATGGACTGGCC-3′ for CD74, and then inserted into pcDNA3.1-Myc-HisB and pcDNA3.1-FLAG plasmids kindly provided by Bernard Lüscher (RWTH Aachen University, Germany) and Teruko Tamura-Niemann (Hannover Medical School, Germany).

### Expression and purification of MIF and MIF-2 proteins

MIF was expressed in *E. coli* BL21/DE3-pET11b and purified essentially as described previously^54,102^. MIF-2 was cloned into a pET22b expression vector, expressed in *E. coli* BL21-CodonPlus, and purified following a slight modification of a previously reported procedure^29^. Briefly, bacterial extracts were filtered, purified by Q Sepharose chromatography (Cytiva) applying fast protein liquid chromatography (FPLC, Cytiva Europe GmbH, Freiburg, Germany) and a subsequent high-performance liquid chromatography step using C18 reverse-phase separation (RP-HPLC). MIF-2 was refolded using the protocol established for MIF renaturation^29^. SDS-PAGE in combination with Coomassie or silver staining was utilized to evaluate protein purity and mass spectroscopy applied to verify protein identity. The resulting proteins contained <10 pg LPS/μg protein, as quantified by the PyroGene Recombinant Factor C assay (Cambrex, East Rutherford, NJ, USA).

### Cell culture, transfection, and treatment

MonoMac6 cells (a human monocytic cell line derived from a patient with relapsed acute monocytic leukemia^103^) were cultured in RPMI 1640 GlutaMAX medium (GIBCO, Karlsruhe, Germany) supplemented with 10% fetal calf serum (FCS) (GIBCO), 1% non-essential amino acids (NEAA), 1 mM sodium pyruvate and 1% penicillin/streptomycin (P/S) (GIBCO). Human aortic endothelial cells (HAoECs; initially isolated from healthy human aorta) were acquired from PromoCell GmbH. After thawing, cells were cultured in endothelial cell growth medium (ECGM) from the same company. Cells were plated on collagen-coated (Biochrom AG, Berlin, Germany) cell culture plates/dishes. The mouse fibroblast cells line NIH/3T3, the human hepatocellular carcinoma cell line Huh-7, and human embryonic kidney cells (HEK293) were initially purchased from the German Society for Microorganisms and Cell Cultures (DSMZ), sub-passaged, and cultured in DMEM-GlutaMAX (GIBCO) containing 4.5 g/L D-glucose, 1 mM sodium pyruvate, 10% FCS and 1% P/S. All cells were maintained at 37 °C in a humidified CO_2_ incubator. For cell subculture, cells were divided 2 to 3 times per week at a ratio of 1:3−1:5. HAoECs were used at passage 5−8, passages for the cell lines HEK293, Huh-7, and NIH/3T3 were below 25.

### Primary cells

#### Isolation of human peripheral blood mononuclear cells (PBMCs) and monocytes

The isolation of PBMCs and monocytes was carried out in accordance with the principles outlined in the Declaration of Helsinki principles and was approved by the Ethics Committee of LMU Munich (ethics approval numbers 18-104 and 23-0639). These approvals cover the use of anonymized tissue and blood samples for research purposes. Written informed consent was obtained from all donors. For purification and differentiation of primary human monocytes, PBMCs were isolated following a routine protocol^15^. In brief, peripheral blood was obtained from healthy donors and carefully mixed with prewarmed phosphate buffered saline (PBS) (Invitrogen) at a ratio of 1:1. The layer of PBMCs was separated by density gradient centrifugation using Ficoll-Paque Plus density gradient media (GE Healthcare, Freiburg, Germany). After centrifugation, the cells in the interphase were carefully aspirated and subsequently washed with PBS. Red blood cells (RBC) were removed by adding RBC lysis buffer for 3 min at RT followed by washing with an excess of RMPI 1640 supplemented with 10% FCS. Isolated PBMCs were maintained in the same medium at 37 °C in a humidified atmosphere of 5% CO_2_. Primary human monocytes were then purified by negative depletion using the human Pan Monocyte Isolation Kit (Miltenyi Biotec, Bergisch Gladbach, Germany) following the manufacturer’s protocol. The purity of isolated monocytes was analyzed by flow cytometry using anti-CD14 antibody (Miltenyi Biotec). The purified monocytes were used for the Transwell migration and 3D chemotaxis assays as described below.

Differentiation of isolated monocytes into macrophages was performed in the presence of macrophage colony-stimulating factor (M-CSF). Monocytes were resuspended in RPMI 1640 GlutaMAx medium containing 10% FCS and 1% P/S, and treated with 100 ng/mL M-CSF (PeproTech, Hamburg, Germany) every other day for 6 days. After differentiation, the medium was replaced with fresh medium, and PBMC-derived macrophages were subjected to DiI-LDL uptake assay.

#### Isolation of splenic B lymphocytes

*I*solation of primary B cells from spleens of WT mice was performed using the protocol from Klasen et al.^20^. In brief, spleens were harvested and immediately placed on ice-cold PBS. Cell suspension was performed in a 40-µm cell strainer. After centrifugation, the cell pellet was washed and resuspended in 3 mL RBC buffer (Pierce) at RT for 3 min. RBC cell lysis was stopped by adding 27 mL of RPMI 1640 medium containing 10% FCS. Cells were washed thoroughly with the same medium, and splenic B lymphocytes were then purified using the mouse Pan B Cell Isolation Kit (Miltenyi Biotec) and LD MACS Separation Column (Miltenyi Biotec) according to the manufacturer’s protocol. Purified B cells were resuspended in RPMI 1640 medium containing 10% FCS and 1% P/S and maintained at 37 °C in the incubator.

#### Isolation of primary murine hepatocytes

Isolation of primary hepatocytes from adult mice was performed using the protocol from Charni-Natan et al.^104^. In brief, mice were anesthetized and perfused with Ca^2+^- and Mg^2+^-free HBSS (pH 7.4) supplemented with 0.5 mM EDTA and 25 mM HEPES. Livers were perfused via the portal vein with Ca^2+^- and Mg^2+^-containing HBSS (pH 7.4) containing 25 mM HEPES, and then with the same buffer supplemented with liberase (1 mg/mL) to allow enzymatic digestion. Livers were cut into small pieces and dissociated in plating media (low glucose DMEM, 5% FBS and 1% P/S) and filtered through a 70-µm cell strainer. The cell suspension was centrifuged at 50 × *g* for 2 min at 4 °C. The cell pellet was resuspended in 10 ml Percoll solution (90% Percoll in PBS) and centrifuged at 200 × *g* for 10 min at 4 °C. Purified hepatocytes were washed twice and cultured in William’s medium E containing 2 mM glutamine on collagen-coated 6-well plates at 37 °C. Hepatocytes were treated with various concentrations of recombinant MIF-2, and cell lysates analyzed by Western blot.

### Tissue preparation and lesion analysis

The heart tissues saved for plaque analysis were embedded in Tissue-Tek optimum cutting temperature (O.C.T.) compound and directly fresh-frozen on dry ice in preparation for sectioning. After the block was trimmed, serial eight-µm thick frozen sections were arranged for Oil-Red O (ORO), hematoxylin and eosin (HE) staining, and subsequent quantification of other plaque components, such as immune cells, collagen and necrotic core. The lipid content in the aortic root was stained with 0.5% ORO solution in propylene glycol (Sigma-Aldrich, Taufkirchen, Germany) at 37 °C for 45 min and nuclei were lightly stained with hematoxylin at RT for 1 min. The lesion area was alternatively stained with hematoxylin (Sigma-Aldrich) for 10 min and then counterstained with eosin (Sigma-Aldrich) for 30 s. The macrophage content in plaques of the aortic root was visualized by a rat anti-CD68 antibody (1:100) in combination with a Cy5-conjugated secondary antibody (1:300). Meanwhile nuclei were stained with DAPI. Previously isolated and trimmed aortic arch was fixed in 1% paraformaldehyde (PFA) overnight and transferred into PBS on the day before dehydration. After immersed completely, samples were embedded in paraffin. Molded blocks can be stored at RT or be used for direct sectioning. Four µm paraffin sections including three main branches were cut and HE-stained for plaque measurement. In addition, collagen and necrotic core were stained in consonance with the manufacturer’s procedures of trichrome stain (Masson) kit. Nuclei stains black, cytoplasm and muscle fibers stain red, whereas collagen displays blue coloration. Images were acquired with a Leica DMi8 fluorescence microscope (Leica Microsystems, Wetzlar, Germany), and signals were quantified using computer-assisted image analysis software (ImageJ).

### Inflammatory cytokine array

Plasma cytokine and chemokine profiles from *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice and *Apoe*^*–/–*^ mice were mapped by capitalizing on a membrane-based mouse cytokine array panel A (R&D Systems, Minnesota, USA) following the standard instructions. Samples were constituted by placing mouse plasma in a 1:10 dilution of array buffer, mixed with a detection antibody cocktail (1:100), and incubated at RT for 2 h. Then pre-blocked membranes were covered with reconstituted samples at 4 °C overnight. The second day, membranes were rinsed followed by 30 min of incubation with the diluted streptavidin-horseradish peroxidase (HRP) solution (1:2000), and then visualized with chemi-reagent mix and developed by an Odyssey® Fc imager (LI-COR Biosciences, Bad Homburg, Germany) for 2 min, 10 min and 1 h, respectively. All measurements in this assay were conducted in duplicates. The mean pixel density of each pair of duplicate spots was quantified by ImageJ and is represented as the relative level of the corresponding cytokine.

### Multiplex cytokine and chemokine quantification by Luminex

Plasma concentrations of cytokines and chemokines: ENA-78 (CXCL5), eotaxin (CCL11), G-CSF (CSF-3), GM-CSF, GRO-α (CXCL1), IFN-α, IFN-γ, IL-1α, IL-1β, IL-10, IL-12p70, IL-13, IL-15, IL-17A (CTLA-8), IL-18, IL-2, IL-22, IL-23, IL-27, IL-28, IL-3, IL-31, IL-4, IL-5, IL-6, IL-9, IP-10 (CXCL10), LIF, M-CSF, MCP-1 (CCL2), MCP-3 (CCL7), MIP-1α (CCL3), MIP-1β (CCL4), MIP-2α (CXCL2), RANTES (CCL5), and TNF-α were measured using a multiplex x-MAP magnetic bead-based immunoassay kit (ProcartaPlex Mouse Cytokine and Chemokine Convenience panel 1A 36-Plex, #EPXR360-26092-901, Invitrogen (Karlsruhe, Germany)). The assay was performed according to the manufacturer’s instructions. Frozen plasma from different mouse cohorts was thawed, homogenized, and centrifuged at 17,000 rpm for 5 min to remove debris and excess lipid droplets. Samples and manufacturer-supplied cytokine standards (standard mix A #287083-000 and mix 1B #288534-00) were diluted 1:6 and 1:4, respectively, in 1× universal assay buffer (UAB) and run as duplicates in 96-well flat-bottom plates. Analysis was performed on a Luminex 200 system using xPONENT v. 3.1 software (Luminex Corporation, Austin, USA). Washing steps were conducted using a hand-held magnetic plate washer (Invitrogen). The doublet discrimination (DD) gate was set at 7500-25.000, the sample volume was 50 µL, and at least 50 events per bead were recorded. The concentration of the different analytes was calculated using ProcartaPlex Analysis App software (Invitrogen). Data analysis and standard curve fitting were performed using a five-parameter logistic (5PL) fitting model.

### Gene expression analysis in Huh-7 hepatocytes and mouse heart by RT-qPCR

For all experiments involving gene expression analysis, total RNA from cultured cells or tissues was isolated, and then concentrations of RNA samples were measured by Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The real-time quantitative PCR (RT-qPCR) analysis was carried out by using the 2× SensiMix PLUS SYBR No-ROX Kit (Bioline Meridian Bioscience, Luckenwalde, Germany) in a Rotor-Gene 6000 (Qiagen, Hilden, Germany) and employing specific primers, which were purchased from Eurofins BioPharma Product Testing Munich. Raw data were acquired via the Rotor-Gene 6000 Series 1.7 software (Corbett) and relative mRNA levels were calculated by using the ∆∆C_t_ method with *β-actin* as a housekeeping gene. PCR primers are detailed in Table S2.

For analysis in cultured cells, 4 × 10^5^ Huh-7 hepatocytes were seeded in the 12-well plate on the day before starting the experiment and then starved with DMEM containing 2% FCS overnight. On the third day, Huh-7 cells were stimulated with different concentrations of purified recombinant MIF-2 (i.e. 0 nM, 4 nM, 8 nM, 16 nM, 32 nM, 48 nM) for 24 h. Afterward, cells were lysed and RNA was isolated using TRIzol™ Reagent (Thermo Fisher Scientific) following the manufacturer’s protocol.

For murine tissues, half of the mouse heart was collected and flash-frozen on dry ice and then transferred to a 40 µm cell strainer (Corning, Kaiserslautern, Germany). The tissue was cut into small pieces and ground thoroughly using a pipette tip. Genomic DNA was removed from the lysate and total RNA was purified through washing and elution using the RNA/Protein Purification Plus kit (Norgen Biotek, Thorold, Canada) according to the manufacturer’s protocol.

### Signaling pathway experiments and Western blot analysis

For all experiments involving protein analysis using Western blot, protein samples were denatured at 95 °C for 10 min. For immunoblot analysis, 10–20 μL protein/lane (corresponding to around 10–20 μg total protein) was loaded into an SDS-PAGE gel, using gels of different acrylamide percentage according to the molecular weight of target proteins. Electrophoresis was carried out and proteins electro-transferred to a PVDF membrane. After blocking with 5% BSA-TBST, membranes were incubated with primary antibodies diluted in 5% BSA-TBST, as follows: anti-SREBP-1 (1:500), anti-SREBP-2 (1:1000), anti-FASN (1:500), anti-LDLR (1:500), anti-MIF-2 (1:1000), anti-AMPK (1:1000), anti-pAMPK (1:1000). After overnight incubation with primary antibody, the membranes were rinsed in 1× TBST for three times and incubated with goat anti-mouse or rabbit HRP-linked secondary antibody (1:10,000). Following thorough washing, the immunoblot was eventually visualized by an Odyssey® Fc imager.

To study the SREBP signaling pathway in vitro, 1 × 10^5^ Huh-7 cells were seeded in a 24-well plate on the day before starting the experiment and then starved with DMEM including 2% FCS overnight. On the third day, Huh-7 cells were stimulated with different concentrations of MIF-2 (i.e. 0 nM, 4 nM, 8 nM, 16 nM, 32 nM, 48 nM) in 2% FCS DMEM for 24 h. Moreover, Huh-7 cells were also incubated with 8 nM MIF-2 with or without IgG, AMD3100, and LN2 for 24 h to evaluate the blocking effects of receptors. After stimulation, Huh-7 cells were lysed in 1× lysis buffer with dithiothreitol (DTT) and boiled for immunoblotting analysis. As for the AMPK signaling pathway analysis, Huh-7 cells were stimulated with different concentrations of MIF-2 in 0.05% FCS DMEM for 30 min and samples processed as above.

### Immunofluorescence staining

1 × 10^4^ Huh-7 cells were seeded on coverslips in a 24-well plate and maintained overnight in DMEM medium containing 2% FCS and 1% P/S. The next day, cells were stimulated with rMIF-2 (8 and 16 nM) for 24 h at 37 °C. After stimulation, cells were fixed with 4% PFA for 20 min and then permeabilized with 0.02% TritonX-100 in PBS. After washing with PBS, cells were blocked with 1% BSA and 5% goat serum in PBS and then incubated with mouse anti-SREBP-1 (1:100) or with mouse anti-SREBP-2 (1:300) overnight at 4 °C. Cells were washed three times with PBS and incubated for 1 h at RT with goat anti-mouse Alexa Fluor 488 (1:500). Coverslips were incubated with Vectashield Antifade Mounting medium with DAPI (Vector Laboratories, Burlingame, CA, USA), placed on the slides, fixed with nail polish, and imaged using Leica DMi8 fluorescence microscope.

### Hepatic immunochemistry

ORO and HE staining of OCT/paraffin-embedded mouse liver tissue were performed on 8 μm thick frozen sections and 4 μm paraffin sections. After storage at RT for 30 min, frozen sections were immersed in propylene glycol for 2 min and stained with prewarmed ORO solution for 10 min. After staining, tissues were differentiated in 85% propylene glycol for 1 min and then counterstained with modified Mayer’s hematoxylin and mounted with aqueous mounting medium (Carl Roth, Karlsruhe, Germany). Because lipids are dissolved by organic solvents during this sample preparation, ORO staining cannot be performed in paraffin sections. HE staining of liver tissues in paraffin or frozen sections was performed as described above for HE staining of vessels.

### Flow cytometry

Total peripheral blood cells isolated from *Apoe*^*–/–*^ or *Mif-2*^*–/–*^ *Apoe*^*–/–*^ mice fed with a HFD were analyzed by flow cytometry using a cocktail of fluorescently-labeled antibodies. In brief, 1 × 10^6^ cells of the isolated peripheral leukocytes were washed three times with ice-cold PBS supplemented with 0.5% bovine serum albumin (BSA) and then incubated with a combination of specific antibodies containing V450-conjugated anti-CD45 (BD Biosciences, Heidelberg, Germany), FITC-conjugated anti-CD3 (Miltenyi Biotec), APC-Cy7-conjugated anti-CD19 (BioLegend, Amsterdam, The Netherlands), PE-Cy7-conjugated anti-CD11b (BioLegend), PE-conjugated anti-CD11c (BioLegend), APC-conjugated anti-Ly6C (BioLegend), and PerCP-conjugated anti-Ly6G (BioLegend) or the appropriate isotype controls (IgG) for 1 h at 4 °C. After incubation, cells were washed thoroughly and analyzed using BD FACSVerse™ (BD Biosciences). The quantification of obtained measurements was performed with FlowJo software (Tree Star Inc., Ashland, OR, USA).

Cell surface expression of CXCR4 and CD74 on Huh-7 cells was similarly performed using APC-conjugated anti-CXCR4 and FITC-conjugated anti-CD74 or the corresponding APC- or FITC-conjugated IgG isotype controls.

### Plasma lipid and lipoprotein analysis

Plasma concentrations of total triglycerides and total cholesterol in *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice and *Apoe*^*–/–*^ mice fed HFD for 4.5 or 12 weeks were determined using an enzymatic colorimetric assay kit (Glycerol and Cholesterol Assay Kits, Cayman Chemical) according to the manufacturer’s instructions.

Plasma very low-density lipoproteins (VLDL), low-density lipoproteins (LDL), and high-density lipoproteins (HDL) were separated by fast performance liquid chromatography (FPLC)-size exclusion chromatography analysis (gel filtration on a Superose 6 column (GE Healthcare) at a flow rate of 0.5 mL/min). The different lipoprotein fractions were collected according to their retention times as follows: VLDL between 40 and 50 min, LDL between 50 and 70 min, and HDL between 70 and 90 min. Results are presented as optical density (OD) profiles at 492 nm of the isolated lipoproteins.

### Transwell migration assay

The chemotactic migration of primary murine B lymphocytes or human peripheral blood monocytes was assessed using a Transwell device^20^. In brief, primary human monocytes or mouse splenic B cells were isolated as described above and maintained in RPMI 1640 medium with 10% FCS and 1% P/S overnight. A suspension of 100 µL containing 1 × 10^6^ cells was loaded in the upper chamber of the Transwell culture insert. Filters were transferred into the wells (‘the lower chamber’) containing different doses of MIF-2 with or without inhibitors. The inhibitory effects on MIF-2-mediated cell migration were determined by prior incubation of inhibitors at 37 °C for 1 h. The Transwell device was incubated for 4 h at 37 °C in a humidified atmosphere of 5% CO_2_. Cells migrated into the lower chamber were collected and counted by flow cytometry using the CountBright™ Absolute Counting Bead (Invitrogen-Molecular probes, Karlsruhe, Germany) method.

### 3D chemotaxis assay – live imaging

The effect of MIF-2 on the motility and migratory ability of isolated human peripheral blood monocytes and mouse splenic B cells was studied using the 3D-Chemotaxis µ-Slide (Ibidi GmbH, Munich, Germany) device according to the manufacturer’s instructions. Freshly isolated cells (4 × 10^6^) were seeded into a prepared gel matrix containing 1 mg/mL rat tail collagen type I (Merck Millipore, Darmstadt, Germany) in DMEM. To accelerate the polymerization process, the collagen gel containing the cell suspension was incubated at 37 °C for 30 min and then exposed to different concentrations of MIF-2 gradient (i.e. 0 nM, 2 nM, 4 nM, 8 nM, 16 nM, and 32 nM). Cell motility was monitored by performing time-lapse imaging every 2 min at 37 °C for 2 h using a Leica DMi8 microscope (Leica Microsystems). Images were imported as stacks into ImageJ software and analyzed with the manual tracking and the chemotaxis and migration tools (Ibidi GmbH).

The comparison between MIF- and MIF-2-mediated B-cell migration was evaluated under the same conditions with the corresponding optimal concentration that showed a high migratory effect, namely 8 nM and 4 nM for MIF and MIF-2, respectively.

### Flow adhesion assay

The effect of MIF-2 on monocyte cell adhesion under flow conditions was studied in vitro using a microfluidic chamber (μ-slide I 0.8, ibidi) and the ibidi pump system (ibidi). Briefly, a confluent monolayer of human aortic endothelial cells (HAoECs) was prepared by seeding ~7 × 10^4^ cells onto the microfluidic chamber precoated with collagen type I (ibidi), followed by overnight incubation at 37 °C under humidified conditions. Cells were then exposed to various concentrations of MIF-2 (i.e., 0.8 nM, 1.6 nM, 4 nM, 8 nM, 16 nM, 40 nM, and 80 nM) or MIF (16 nM) as a positive control for 2 h at 37 °C. MonoMac6 cells were also treated with the same concentrations of MIF-2 and MIF for 5 min, resuspended in assay buffer (1× HBSS, 10 mM HEPES, 0.5% BSA) to a final concentration of 0.6 × 10^6^ cells/mL, and perfused through the flow chamber for 10 min at 37 °C with a laminar shear stress of 1.5 dyn/cm^2^. The adherent cells were then imaged using an inverted light microscope (Leica DMi8), and quantification of images from four different fields of view of each chamber was performed using Image J software.

### In vivo homing assay

The homing assay was performed by injecting stained B lymphocytes into mice, from which various organs were subsequently harvested and analyzed by flow cytometry. B lymphocytes were first isolated from the spleens of wild-type (WT) mice as described above. The donor mice (WT mice) had the same littermates as the recipient mice (*Mif*^*–/–*^ or WT mice). Cells were then stained with the intracellular Cell Tracker Green dye CMFDA (5-chloromethylfluorescein diacetate) resuspended in RPMI 1640 medium at a concentration of 25 µM and incubated for 45 min at 37 °C protected from light. Cells were washed twice with prewarmed isotonic sodium chloride solution and resuspended in the same solution. Three hours before cell injection, recipient mice (*Mif*^*–/–*^ and WT mice) were administered intraperitoneally with 1 mg 4-IPP (a dual inhibitor of both MIF and MIF-2) or DMSO-containing solvent as a control. 20 × 10^6^ cells were then injected into the tail vein of a recipient mouse under sterile conditions. After 2 h of migration, the mice were sacrificed, blood, bone marrow, spleen, and lymph nodes were collected, and single-cell suspensions were prepared. Homed B cells were analyzed by flow cytometry on the fluorescein isothiocyanate (FITC) channel, and the number of stained cells in the cell suspension was determined using CountBright™ Absolute Counting Bead (Molecular Probes).

### Internalization assay

Freshly isolated primary splenic B cells from wild-type (C57BL/6) or *Cd74*^*–/–*^ mice (1 × 10^6^ cells) were resuspended in RPMI 1640 medium supplemented with 10% FCS and 1% P/S and then treated with various concentrations of recombinant MIF-2 (0 nM, 2 nM, 4 nM, 10 nM, 20 nM) for 20 min or treated with 4 nM MIF-2 at different time points (i.e. 0 min, 5 min, 10 min, 15 min, 20 min, 30 min) under a 5% CO_2_ humidified atmosphere at 37 °C. After incubation, the internalization process was stopped by placing the cells on ice for 10 min. Cells were then washed twice with ice-cold PBS followed by flow cytometry buffer (PBS containing 0.5% BSA) and incubated for 1 h in the dark at 4 °C with phycoerythrin (PE)-conjugated anti-CXCR4 antibody or the appropriate PE-conjugated isotype control (IgG). After incubation, cells were washed thoroughly and analyzed using the BD FACSVerse™ (BD Biosciences). Quantification of the measurements was performed using FlowJo software.

### CXCR4-specific yeast reporter signaling assay

The *S. cerevisiae* strain (CY12946) expressing functional human CXCR4 protein, which replaces the yeast STE2 receptor and is linked to a MAP kinase signaling pathway and β-galactosidase (lacZ) readout is a well-established human CXCR4-specific receptor binding and signaling cell system^52,54^. MIF was previously demonstrated to elicit a CXCR4-specific signaling in this system^52^. In short, yeast transformants stably expressing human CXCR4 were grown at 30 °C overnight in yeast nitrogen base selective medium (Formedium). Cells were diluted to an OD_600_ of 0.2 in yeast extract-peptone-dextrose (YPD) medium and grown to an OD_600_ of 0.3–0.6. Transformants were incubated with different concentrations of human MIF-2 (i.e. 0 µM, 2 µM, 4 µM, 8 µM, 16 µM, 32 µM) for 1.5 h. Moreover, 10 µM MIF-2 and 20 µM MIF were used to directly compare the binding of these proteins to CXCR4. β-galactosidase activity was measured by a commercial BetaGlo Kit (Promega, Mannheim, Germany) to assess the activation of CXCR4 signaling, and OD_600_ was detected by a plate reader with a 600 nm filter.

### Fluorescence spectroscopy

Fluorescence-spectroscopic titrations between the soluble CXCR4 surrogate molecule msR4M-L1 and MIF-2 were performed using a JASCO FP-6500 fluorescence spectrophotometer. MIF-2 was reconstituted in 20 mM sodium phosphate buffer (pH 7.2). The N-terminal fluorescein-labeled peptide msR4M-L1 (abbreviated as Fluos-msR4M-L1) was generated by introducing Nα-fluorescein into msR4M-L1 following the method outlined in Kontos et al.^54^. Briefly, msR4M-L1 was synthesized as C-terminal amide on Rink amide MBHA resin by SPPS using Fmoc chemistry. To introduce Nα-fluorescein, 5(6)-carboxyfluorescein-N-hydroxysuccinimide ester was coupled N-terminally to side chain-protected msR4M-L1 on solid phase, after Fmoc-deprotection. For the spectroscopic measurements, stock solutions of Fluos-msR4M-L1 in 1,1,1,3,3,3-hexafluoro-2-propanol (HFIP) (Sigma-Aldrich), prepared on ice, were used. These measurements were performed in 10 mM sodium phosphate buffer (pH 7.4) containing 1% HFIP, Fluos-msR4M-L1 (5 nM), and various amounts of MIF-2 at room temperature. The 500–600 nm spectra shown are representative of one of three independent experiments. Apparent K_D_ values were calculated assuming a 1:1 binding model^54,105^, using sigmoidal curve fitting with OriginPro 2016 (OriginLab Corporation, Northampton, MA, USA).

### Sequence alignment

The alignment between MIF and MIF-2 sequences was performed by the ClustalW algorithm (http://www.genome.jp/tools-bin/clustalw) using standard parameters in the Jalview multiple sequence alignment editor desktop application.

### Molecular-docking analysis

The molecular interactions for MIF-2/CXCR4, MIF/CXCR4, and MIF-2/msR4M-L1 complexes were analyzed using HADDOCK docking simulations (HADDOCK Webserver 2.4)^106,107^. Structures were generated using the following Protein Data Bank (PDB) files: MIF-2/D-DT (PDB ID: 7MSE), CXCR4 (PDB ID: 3OE6), and MIF (PDB ID: 1MIF). The peptide structures of msR4-L1 were predicted using the HPEPDOCK web server^108^. The four best predictions were selected and overlaid with D-DT(MIF-2)-CXCR4 docking to select the best spatially matching peptide structure compared to extracellular loop (ECL)-1 (ECL1) and ECL2 of CXCR4. The MIF-2/msR4M-L1/CXCR4 complex was generated by a spatial overlay of the MIF-2/CXCR4 and the MIF-2/msR4M-L1 docking simulation. All complexes were finally modeled using UCSF Chimera. Data were analyzed using Matlab2022a (MathWorks, Natick, MA, USA).

### DiI-LDL uptake assay in PBMC-derived macrophages

The uptake assay of DiI complex-labeled low-density lipoprotein (DiI-LDL) in primary human monocyte-derived macrophages was performed following an established protocol^54,55^. Briefly, macrophages were cultured in the full RPMI 1640 medium at 37 °C, and then changed to MEM medium containing 0.2% BSA for 2–4 h to achieve starvation. Later, cells were pre-incubated with inhibitors (10 µM AMD3100, 4-IPP, or 4-CPPC) for 30 min along with 1 µg/mL MIF-2 overnight. The second day, cells were cultured in the same medium added with 1% 2-hydroxypropyl-β-cyclodextrin (HPCD) (Sigma-Aldrich) at 37 °C for 45 min. After rinsing with PBS three times, macrophages were maintained in 25 µg/mL DiI-LDL solution at 4 °C for 30 min (the ‘binding step’), and subsequently moved to 37 °C for 20 min (the ‘uptake step’). Treated macrophages were washed with PBS, fixed with 4% PFA, permeabilized with 0.1% Triton X in PBS, and stained with DAPI (1:100,000). Representative images were acquired with a Leica DMi8 fluorescence microscope and the uptake effect was characterized as the index of relative corrected total cell fluorescence (CTCF) via ImageJ and Excel.

### In situ proximity ligation assay (PLA)

The interaction and formation of the heteromeric complex between CXCR4 and CD74 was studied by in situ PLA (Duolink II Detection Kit, Olink Bioscience, Uppsala, Sweden). For this purpose, NIH/3T3 fibroblast cells were transfected with N-terminal FLAG-tagged hCD74 and C-terminal Myc-tagged hCXCR4 plasmids using PolyFect (Qiagen) according to the manufacturer’s instructions. After 48 h, cells were fixed with 4% PFA solution, permeabilized with PBS solution enriched with 0.2% Triton X-100 for 10 min, and blocked with 5% FCS in PBS for 1 h. Cells were washed thoroughly with PBS and incubated overnight at 4 °C with primary antibodies, i.e. mouse anti-cMyc (9E10) mAb (Santa Cruz, Dallas, TX, USA; 1:200) and rabbit anti-DYKDDK Tag (D6W5B) mAb (anti-FLAG, Cell Signaling Technologies, Heidelberg, Germany; 1:200). After three washing steps, cells were treated with PLA according to the manufacturer’s protocol and first incubated for 1 h at 37 °C with PLA probes (anti-rabbit PLUS and anti-mouse MINUS), which served as secondary antibodies and were conjugated to specific oligonucleotides. After hybridization, ligation, and detection with the detection kit (OLINK Bioscience, Uppsala, Sweden), nuclei were stained with DAPI, cells were covered with embedding medium (Invitrogen), and imaged with a Zeiss LSM 710 confocal microscope.

### Two (multi)-photon microscopy and FLIM-FRET imaging

Huh-7 cells or HEK293 cells were transfected with an equimolar amount of C-terminal ECFP-tagged hCXCR4 and N-terminal ECFP-tagged hCD74 plasmids using PolyFect (Qiagen) according to the manufacturer’s instructions. After 48 h, cells were fixed with 4% PFA solution and washed with PBS. To investigate the effect of MIF-2 stimulation on the formation of the heteromeric receptor complexes between CXCR4 and CD74, transfected cells were stimulated for 10 min at 37 °C with MIF-2 (4 nM) or with MIF (8 nM) as a comparative control, and the fluorescence lifetime of the donor (ECFP-CXCR4) was monitored by fluorescence-lifetime imaging (FLIM) analysis.

Colocalization and heteromeric complex formation between CXCR4 and CD74 were visualized using a two (multi)-photon (2PM/MPM) Leica TCS SP8 DIVE multispectral microscope (Leica) equipped with a tunable extended IR spectrum laser (New InSight® X3™, Spectra-Physics; 680–1300 nm and 1045 nm fixed IR laser; pulsed) and a HC PL IRAPO 25×/1.0 water objective. Images were acquired in a sequential scan mode, detected with hybrid diode reflected light detectors, (HyD-RLDs) (CFP: excitation 840 nm/emission 445–524 nm; YFP: excitation 950 nm/emission 441–560 nm), and were processed using the LAS-X software package. Deconvolution was performed using Leica LIGHTNING deconvolution algorithms.

For FLIM/FRET imaging, up to 1000 photons per pixel were acquired in a time-correlated single photon counting (TCSPC) mode. Images were analyzed using Leica FALCON software by fitting the lifetime decay curve for each pixel of the image in a multi-exponential model. The fluorescence lifetime of the donor (ECFP-CXCR4) was similarly determined in the absence of the acceptor (EYFP-CD74) using Leica FALCON software. The FLIM-FRET efficiency was automatically calculated by the software using the following equation: FRET eff = 1 − (τDA/τD), where τDA is the lifetime of the donor in the presence of the acceptor and τD is the lifetime of the donor without the acceptor.

### Native LDL uptake assay in Huh-7 hepatocytes

Huh-7 cells (~0.5 × 10^6^ cells) were seeded in 24-well plates and maintained overnight in DMEM growth medium supplemented with 2% FCS and 1% P/S. Cells were first incubated with AMD3100 (10 μg/mL), anti-human CD74 (LN2) (10 μg/mL), or IgG control for 1 h at 37 °C and then stimulated with 8 nM MIF-2 (100 ng/mL) for 24 h. Cells were treated with serum-free medium containing 25 μg/mL native LDL for 4 h. Excess LDL was removed by washing the cells thoroughly with PBS followed by fixation with 4% PFA for 20 min at RT with gentle shaking. Cells were washed extensively and stained with Oil-Red-O (ORO, Sigma-Aldrich) for 10 min. Cell nuclei were counterstained with DAPI for 5 min at RT in the dark, and LDL uptake was analyzed and visualized using a Leica DMi8 microscope.

### In vitro steatosis assay in hepatocytes

The steatosis assay was conducted using the Steatosis Colorimetric Assay kit (Cayman Chemical Company, Ann Arbor, MI, USA) following the manufacturer’s instructions. Briefly, Huh-7 cells were seeded at a density of 1 × 10^4^ cells per well in a 96-well plate, starved for 2 h in DMEM medium without FCS (Gibco), and treated with various concentrations of MIF-2, with or without 1 mM oleic acid (OA), for 24 h. Following incubation, the cells were fixed at room temperature for 15 min using a fixative solution and washed twice with a washing solution. Lipid accumulation was detected by incubating the cells with ORO staining solution for 30 min. Excess ORO was removed through additional washing steps. Finally, the cells were washed, resuspended in PBS, and lipid accumulation was imaged using a Leica DMi8 microscope.

### In vitro triglyceride synthesis assay in hepatocytes

The effect of MIF on de novo triglyceride synthesis was evaluated using the Triglyceride-Glo™ Assay kit (Promega, Mannheim, Germany) according to the manufacturer’s protocol. Briefly, Huh-7 cells were seeded at a density of 1 × 10^4^ cells per well in a 96-well plate, starved for 2 h in FCS-free DMEM medium, and stimulated with various concentrations of MIF-2 for 24 h at 37 °C. After incubation, the cells were washed with PBS and lysed at room temperature for 5 min using 50 µL of glycerol lysis solution containing lipoprotein lipase. Next, 50 µL of the triglyceride detection reagent was added to the lysates, and the plate was incubated at room temperature for 1 h, protected from light. The de novo synthesis of triglycerides mediated by MIF-2 was determined by measuring glycerol concentrations using a luminescence readout on an EnSpire Multimode Plate Reader (Perkin Elmer). Triglyceride levels were quantified by comparing the luminescence of treated and untreated samples against a standard curve.

### Bulk RNA sequencing of liver tissue from atherosclerotic mouse models

#### Bulk RNAseq from frozen liver section embedded in OCT

##### Sample preparation, RNA purification, and library preparation

Thawed frozen liver sections, embedded in OCT, were immersed in 50 μL of freshly prepared RNA isolation buffer containing 20% proteinase K (Qiagen) in buffer PKD (Thermo Fisher Scientific) for approximately 30 s to allow lysis and homogenization of the fixed tissue. Using a 200-μL tip, the tissue lysate was scraped from the glass slide under the microscope. The lysates from 3 to 4 liver sections were combined and frozen at −80 °C. RNA was purified from the lysates and washed with oligo dT25 magnetic beads (Thermo Fisher Scientific). The beads were then removed by incubating the samples at 80 °C followed by placing the samples on a magnet.

To initiate library construction, 1 ng RNA extracted from each sample was used to undergo reverse transcription and subsequent cDNA amplification through the Smart-seq2 protocol. This process was then followed by library construction, following established procedures^80^. Briefly, samples were thawed and subjected to a 3-min incubation at 72 °C, transferred to ice, and progressed through the steps of reverse transcription (RT) and pre-amplification. The obtained cDNA underwent purification using AMPure beads (Beckman-Coulter) at a 0.7:1 beads-to-PCR product ratio. Evaluation of the libraries was performed using the Bioanalyzer (Agilent, catalog no. 2100) with a High Sensitivity DNA analysis kit. Additionally, cDNA concentrations were measured fluorometrically applying Qubit’s DNA HS assay kits and a Qubit 4.0 Fluorometer (Invitrogen). Subsequently, cDNA concentrations were normalized to 160 pg/μL, and 1.25 μl of these cDNA samples were employed for library construction, employing an in-house Tn5 transposase. The libraries were barcoded and pooled together before undergoing a clean-up process involving three rounds of AMPure beads (Beckman-Coulter) at a ratio of 0.8:1 beads to library. Subsequently, libraries were sequenced in a paired-end fashion with reads of 2 × 100 bp on a DNB-seq platform, achieving an average depth of 3 × 10^6^ reads per sample. The sequencing procedure was carried out by BGI Tech Solutions Co., Limited (Hong Kong, China).

##### Bio-computational analysis of RNAseq data

The analysis of RNAseq data was conducted on the Galaxy platform (https://usegalaxy.org/) following a previously outlined protocol^109^. Initially, FastQC software assessed the sequence quality of the raw data files. Post-quality control, the fragments underwent 5′ and 3′ adapter trimming and were filtered to include only reads ≤20 bp using *cutadapt* software. The resulting trimmed reads were aligned to a reference mouse genome using HISAT2 software, allowing quantification of reads per gene, specifically those mapping to gene exons. Identified genes were annotated, and DESeq2 was employed to analyze genes displaying differential expression between groups, with an assigned expressed gene *P*-value threshold of <0.05. Volcano plots were created using the EnhancedVolcano package (1.22.0) to visualize differentially expressed genes, plotting log_2_ fold change against –log_10_ adjusted *P*-value. 

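With the threshold of the methods, an adjusted p-value whose -log10 exceeds 1.5, 18 genes passed by edgeR over the 9 libraries, 7 higher in *Apoe*-/- and 11 higher in *Mif-2*-/-*Apoe*-/- livers. A log2 fold change beyond 0.5 in place of 1.5 gave the same number of genes as the main threshold.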

Genes showing significant (threshold: −log_10_(*P*_adj_) > 1.5) up- or downregulation by log_2_ fold change >1.5 are represented in the Volcano plot by red dots, while non-significant genes with log_2_fold change <1.5 are depicted as dark-gray dots. Green dots represent genes with log_2_fold change >1.5 and -log_10_(*P*_adj_) < 1.5, while blue dots are log_2_fold change <1.5 and -log_10_(*P*_adj_) > 1.5.

#### Bulk RNAseq from liver lysates

##### Sample preparation, RNA purification and quality assessment

RNA was isolated from liver tissue using the RNeasy Mini kit (Qiagen). In brief, 20 mg of liver tissue from atherogenic *Apoe*^*–/–*^ and *Mif-2*^*–/–*^ *Apoe*^*–/–*^ mice were dissected and placed in buffer RLT containing β-mercaptoethanol. The samples were thoroughly homogenized using the TissueLyser LT (Qiagen). Following centrifugation, the supernatant was collected and mixed with an equal volume of 70% ethanol. The mixture was transferred to a RNeasy spin column for RNA isolation, which was carried out through a series of washing steps, followed by elution in RNase-free water. The concentration and purity of the isolated RNA were assessed using the Qubit RNA IQ Assay kit (Invitrogen), and measured on a Qubit Fluorometer (Invitrogen) according to the manufacturer’s protocol. The resulting Qubit RNA IQ score indicated the quality and integrity of the RNA, with higher scores reflecting RNA that is suitable for RNAseq and RT-qPCR.

##### Library preparation and sequencing

RNA sequencing libraries were prepared using the Prime-Seq protocol and processed using the zUMIs pipeline following an established workflow^110,111^.

##### Data analysis

Gene expression count data were imported into R 4.4.1 for downstream analysis. Gene names were mapped using a custom annotation file (“Simon_liver.gene_names.txt”). Sample metadata, including experimental condition and RIN values, were incorporated from the sample information file (“Simon_liver samples_RIN.txt”). To minimize noise from lowly expressed genes, we retained genes with counts of at least one in a minimum of three samples within either the *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice or *Apoe*^*–/–*^ groups. The top 10 most highly expressed genes were excluded to prevent skewing of downstream analyses. Mitochondrial genes, ribosomal RNA (rRNA) genes, and pseudogenes were removed by filtering out genes located on chromosome M, annotated as “rRNA” or “rRNA_pseudogene,” or with names starting with “Gm” or ending with “Rik”. Normalization of count data was performed using the DESeq2 package (1.44.0)^112^, which calculates size factors to account for differences in sequencing depth and library composition. Differential gene expression analysis was conducted using DESeq2. A DESeqDataSet object was created with the design formula ‘~Condition + RIN‘ to adjust for potential confounding due to RNA quality differences. Variance-stabilizing transformation (VST) was applied to the normalized counts to stabilize variance across the mean expression levels using the ‘varianceStabilizingTransformation‘ function. Statistical testing for differential expression between the *Mif-2*^*–/–*^*Apoe*^*–/–*^or *Apoe*^*–/–*^ mice was performed using the Wald test implemented in DESeq2. Genes with an absolute log_2_ fold change greater than 0.5 and an adjusted *P*-value (*P*_adj_) less than 0.05, after Benjamini–Hochberg correction for multiple testing, were considered significantly differentially expressed.

Volcano plots were created using the EnhancedVolcano package (1.22.0) to visualize differentially expressed genes, plotting log_2_ fold change against –log_10_ adjusted *P*-value. Genes showing significant (threshold: *P*_adj_ < 0.05) up- or downregulation by log_2_ fold change >0.5 are represented in the Volcano plot by red dots, while non-significant genes with log_2_fold change <0.5 are depicted as dark-gray dots. Green dots represent genes with log_2_fold change >0.5 and *P*_adj_ > 0.05, while blue dots are log_2_fold change <0.5 and *P*_adj_ < 0.05.

#### Gene ontology analysis

Gene ontology enrichment analysis was conducted using the clusterProfiler package (4.12.0)^113^. Upregulated and downregulated genes (log_2_ fold change > |1.5| or |0.5 | ; *P*_adj_ < 0.05) were analyzed separately. Mouse gene annotations were obtained from the org.Mm.eg.db package (3.19.1). Enrichment analyses focused on Biological Process (BP) terms with significance determined using the Benjamini–Hochberg adjusted *P-*values. GO terms with *P*_adj_ < 0.05 were considered significant. The top 15 enriched GO terms were visualized using dot plots generated by the ‘dotplot‘ function.

### Lipidomics

#### Sample homogenization and lipid extraction procedure

Frozen liver samples were weighed into homogenization tubes with ceramic beads (1.4 mm). To each 1 mg of frozen liver tissue, 3 μL of a cooled mixture (4 °C) of ethanol/phosphate buffer (85/15, v/v) were added. Tissue samples were homogenized using a Precellys 24 homogenizer (PEQLAB Biotechnology GmbH, Germany) three times for 30 s at 5500 rpm and 4 °C, with 30 s pause intervals to ensure constant temperature. 15 µL (equivalent to 5 mg) of the liver homogenates were transferred into 1.5 mL glass vials together with 85 µL of MilliQ water (H_2_O). For accurate quantification, 25 µL of a mix of 77 deuterated internal standards were then added to the samples (Ultimate SplashOne, dFA 18:1, dFA 20:4, dCer d18:0/13:0, Glu Cer(d18:1-d7/15:0), dLacCer d18:1/15:0, and 15:0-18:1-d7-PA (Avanti Polar Lipids, Alabaster, AL, USA)).

Lipid extraction was based on the protocol by Matyash et al.^114^. 160 µL of methanol (MeOH, Optigrade, Thermo Fisher) and 575 µL methyl tert-buthyl ether (MTBE, LC grade) were added followed by incubation for 30 min on an orbital shaker DOS-10L (Neolabline, Heidelberg, Germany) at 300 rpm. For phase separation, 200 μL of H_2_O was added to each vial. The mixtures were vortexed, and the vials were centrifuged at 5000 × *g* for 10 min at RT with a Sigma 4-5C centrifuge (Qiagen). The upper (organic) phase was transferred into new glass vials and evaporated with nitrogen gas using a TurboVap® 96 dual evaporator (Biotage, Uppsala, Sweden). The aqueous phase was again extracted with 100 µL MeOH and 300 µL MTBE. After addition of 100 µL H_2_O, the samples were incubated for 5 min at RT at 300 rpm and then centrifuged for 10 min at 5000 × *g*. The organic phase was transferred into the respective vial from the first extraction step and evaporated to dryness with gaseous nitrogen. Samples were reconstituted in 275 µL running solvent (10 mM ammonium acetate in dichloromethane:MeOH (50:50, v/v)) and 267 µL were subsequently transferred into new vials with insert. For quality control purposes (QC-pool samples), 10 µL of each study sample were pooled in a 1.5 mL Eppendorf tube. After vortexing, 15 µL aliquots were prepared and extracted with the above-described procedure. Additionally, 3 blank samples consisting of 15 µL ethanol (EtOH)/phosphate buffer were prepared and extracted.

#### Shotgun lipidomics measurements

The DMS-SLA shotgun lipidomics assay is based on the method published by Baolong Su et al.^115^. All samples were measured with a SCIEX Exion UHPLC-system coupled to a SCIEX QTRAP 6500+ mass spectrometer equipped with a SelexION differential ion mobility interface (SCIEX, Darmstadt, Germany) operated with Analyst 1.6.3. 75 µL of the re-dissolved sample were injected using the running solvent (10 mM ammonium acetate in dichloromethane:MeOH (50:50, v/v)) at an isocratic flow rate of 8 µL/min. After 9 min, the flow rate was ramped to 30 µL/min for 2 min to allow for washing. Each sample was analyzed using multiple reaction monitoring (MRM) in two consecutive flow injection analysis (FIA) runs. In the first run, phosphatidylcholines (PC), phosphatidylethanolamines (PE), phosphatidylglycerols (PG), phosphatidylinositols (PI), phosphatidylserines (PS), and sphingomyelins (SM) were separated with the SelexION DMS cell using field asymmetric ion mobility mass spectrometry (FAIMS) prior to analysis in the Turbo Spray IonDrive source of the mass spectrometer. To enhance the separation of the lipid classes, 1-propanol was used as a chemical modifier. In the second run, cholesteryl esters (CE), ceramides (Cer d18:1), dihydroceramides (Cer d18:0), lactosylceramides (LacCER), hexosylceramides (HexCER), phosphatidic acid (PA), lysophosphatidylcholines (LPC), lysophosphatidylethanolamines (LPE), lysophosphatidylglycerols (LPG), lysophosphatidylinositols (LPI), lysophosphatidylserines (LPS), free fatty acids (FA), diacylglycerides (DG), and triacylglycerides (TG), were measured with the DMS cell switched off. The mass spectrometer was operated with the following conditions: curtain gas 20 psi, ion source gas 1 14 psi, ion source gas 2 20 psi, collision gas medium, temperature 150 °C, separation voltage 3500 V, ion spray voltage +4200 and +4500 V in ESI+ mode and −4400 and −3300 V in ESI− mode for run 01 and 02, respectively. Prior to each batch, the DMS cell was tuned, and the stability and sensitivity of the instrument was checked with the EquiSPLASH mixture (Avanti Polar Lipids), by using the Shotgun Lipidomics Assistant software (SLA.v1.5; https://github.com/syjgino/SLA/tree/v1.5-keyV4). MRMs were used as described in spname_dict_V4_1,31.xlsx.

#### Lipidomics data processing

Sciex wiff files were converted to mzml using the msvonvertGUI tool (v3.0.22074) from proteowizard (https://proteowizard.sourceforge. io/download.html). The converted files were subsequently processed using the SLA software v1.5. Twenty MRM-scans were averaged while a maximum of 2 out of 20 scans were allowed to contain missing values. Lipids were quantified by calculating the area ratio between the analyte and the respective internal standard of known concentration. Lipid species concentrations, reported in nmol/g, were then corrected for Type-II isotopic overlap using lipid specific correction factors in ISOcorrectlistV4_1.31.

The shotgun lipidomics raw data set contained 1215 individual lipid species. Data were subsequently pre-processed using R (version 4.3.1). To assure high data quality, a multi-step procedure was applied: In the first step of this quality control (QC) procedure, lipids with missing values in more than 35% in the pool samples were discarded from the data set (*n* = 154). In the second step, the group-specific missingness was evaluated, i.e., whether a specific lipid is observed in only one of the biological groups. Lipids exhibiting a groupwise missingness of 50% in all groups were discarded from the data set (*n* = 24). Next, lipids that had a coefficient of variation (CV) > 25%, determined by the QC-pool samples, were removed from the data set (*n* = 27). The last quality control step comprised the calculation of the dispersion ratio (D-ratio) that uses the ratio of the technical variance (determined by QC-pool samples) and the total variance (variance of the biological samples) as a quality marker for each lipid^116^. We used a D-ratio cut-off of 50%, as this implies that the technical variance is higher than the biological variance (*n* = 302 lipids were removed).

After quality control, 708 lipid species remained in the liver data set, which contained 77 missing values (equivalent to 10% of the data set). Missing values were imputed using the GSimp imputation approach^117^. The algorithm was initialized using a quantile regression approach for left-censored missing data (QRILC). Missing values were then predicted with the Gibbs sampler approach using an elastic net model with alpha = 0.1 and lambda = 0.01. 50 iterations were used to optimize the value for each missing variable (iters_each) and 10 iterations for the whole data set (iters_all).

### Retrieval of human carotid artery plaques from CEA patients and analysis of MIF-2 expression by immunostaining and RT-qPCR

Human carotid artery plaques were retrieved during carotid artery endarterectomy (CEA) surgery at the Department of Vascular and Endovascular Surgery at the Klinikum rechts der Isar of the Technical University Munich (TUM). The study was approved by the local ethics committee at the Medical Faculty of the Klinikum rechts der Isar of the Technical University Munich (ethics approval 2799-10). All patients provided their written informed consent. Advanced carotid lesions with an unstable/ruptured or stable plaque phenotype were cut in ~50 mg pieces and preserved on dry ice. Plaque stability was defined as follows: An unstable lesion was characterized as a ruptured or rupture-prone plaque with a fibrous cap less than 200 µm thick, overlying the necrotic core. In contrast, stable lesions were defined as those with a thick fibrous cap (≥200 µm) or those lacking a lipid or necrotic core^118,119^.

#### Determination of MIF-2 expression by immunohistochemistry

Human CEA tissue and healthy vessel control sections were fixed for 48 h in 2% zinc-paraformaldehyde at room temperature, paraffin-embedded, and cut into 5 μm-thick sections. Immunofluorescence staining of sections was performed applying the DAB+ kit (Abcam, ab64238) following a standard protocol. MIF-2 was detected with a polyclonal rabbit anti-D-DT antibody^29^. HRP-conjugated polyclonal goat anti-rabbit immunoglobulin (GE Healthcare, NA934V, 1:1000) was used as secondary antibody. Slides were counterstained with Mayer hematoxylin and staining analyzed with a Leica DMi8 fluorescence microscope.

#### Determination of MIF-2 expression by RT-qPCR

Homogenization of human carotid artery plaque tissue was performed in 700 µL Qiazol lysis reagent and total RNA was isolated using the miRNeasy Mini Kit (Qiagen) according to the manufacturer´s instructions. RNA concentration and purity were assessed using NanoDrop. RIN number was assessed using the RNA Screen Tape (Agilent, Santa Clara, CA, USA) in the Agilent TapeStation 4200, and only samples with a RIN > 5 and DV200 of >60% were included for further analysis. Next, cDNA synthesis was performed using the High-Capacity-RNA-to-cDNA Kit (Applied Biosystems, USA) according to the manufacturer’s instructions. Quantitative real-time PCR was performed in 96-well plates with a QuantStudio3 Cycler (Applied Biosystems, Foster City, CA, USA), using TaqMan Gene Expression Assays (Thermo Fisher) for detection of RPLPO (housekeeping) and MIF-2/D-DT.

### Reanalysis of transcriptomics dataset from human carotid artery plaques

#### Reanalysis of a gene chip array dataset from human carotid artery plaques

The GSE41571 dataset was downloaded from the Gene Expression Omnibus (GEO)^75^ and reanalyzed for the expression of MIF-2/D-DT and MIF in human stable and unstable carotid plaques. The dataset contained transcriptomics data from 5 ruptured and 6 stable human atheromatous plaques from carotid endarterectomy (CEA) specimens, from which RNA was isolated following laser-microdissection of plaque tissue^75^. Transcripts were then profiled using Affymetrix HG-U133 plus 2.0 GeneChip arrays. Normalized MIF-2/D-DT and MIF expression was calculated and compared using unpaired *t*-test.

#### Reanalysis of single-cell RNA sequencing data sets of human carotid artery plaques

Human single-cell RNAseq datasets from patients undergoing CEA previously published by Alsaigh et al.^76^ in the Genome Expression Omnibus (GSE159677) were reanalyzed according to the standard Seurat vignette using R and Seurat V4.2.0. The study was based on carotid artery tissue sections from CEA patients, from which cells were sorted on a MoFLo Astrios EQ cell sorter (Beckman-Coulter) and subjected to sequencing on a 10X Genomics Chromium single-cell 3′ v3 gene expression platform^76^. Data sets from three patients were filtered (QC), merged, and corrected for batch effects using canonical correlation analysis (CCA). Duplicates were removed using DoubletFinder^120^. The resolution was set to 0.58. Clusters were annotated according to the markers used by Alsaigh et al.^76^.

### ELISA quantification of MIF-2 and MIF concentrations in plasma of CAD patients

#### Patients and plasma samples

Blood samples were collected from 149 consecutive patients with symptomatic coronary artery disease (CAD) during percutaneous coronary intervention (PCI), and plasma isolated^121,122^. Patients were admitted to the Department of Cardiology of the University Hospital of Tübingen, Germany. All subjects gave their written informed consent. CAD patients were sub-grouped into patients with chronic coronary symptoms (CCS, *n* = 85) and individuals presenting with acute coronary syndrome (ACS, *n* = 47) (for details, see Supplementary Table S3). ACS was defined as acute chest patient occurring with or without persistent ST-segment elevation as well as positive, or negative in case of unstable angina, cardiac enzymes. Myocardial infarction (MI) was defined as an acute myocardial injury with clinical evidence of acute myocardial ischemia and with detection of a rise and/or fall of cardiac troponin (cTn) values with at least one value above the 99th percentile upper reference limit and at least one of the following symptoms of myocardial ischemia: new ischemic changes. The CCS group included patients with suspected CAD, who presented with stable angina symptoms or newly diagnosed heart failure/left ventricular dysfunction; asymptomatic or symptomatic patients with stabilized CAD < 1 year after ACS or patients with recent revascularization, as well as patients >1 year after initial diagnosis or revascularization; and patients with vasospastic or microvascular angina as well as asymptomatic subjects, in whom CAD was detected at screening.

#### MIF and MIF-2 ELISA assays

To correlate the expression of MIF-2 with disease severity in CAD patients and compare it with MIF, the concentrations of MIF and MIF-2 in the plasma of CAD patients were examined by ELISA. The ELISA for human MIF-2 was performed following the protocol outlined in Merk et al.^29^. In brief, 96-well microtiter plates were coated with 15 μg/mL of polyclonal anti-D-DT, followed by washing and blocking with a solution of 1% BSA and 1% sucrose. Samples were added and incubated for 2 h. Subsequently, a biotinylated anti-D-DT antibody and a streptavidin-HRP conjugate were applied. D-DT concentrations were determined by measuring the optical density (OD) at 450 nm using a microplate reader, from which the D-DT concentration was calculated. The human MIF ELISA was conducted with a kit from R&D Systems^123^. In brief, 96-well microtiter plates were first coated overnight with rabbit polyclonal human anti-MIF-2 antibody or with the human monoclonal anti-MIF antibody MAB289 (R&D Systems). After extensive washing and blocking with 1% BSA and 1% sucrose, plasma samples were added and incubated overnight at 4 °C. Detection steps were performed by incubation with biotinylated anti-MIF-2 or with biotinylated anti-MIF (BAF289, R&D Systems) and a streptavidin-HRP conjugate for signal development. Recombinant MIF-2 and MIF were used as standards.

### Schematic illustrations

Icons and schematic illustrations representing experimental procedures or overviews (Fig. 1a, i, Fig. 2h, Fig. 4a, Fig. 5j, Supplementary Fig. 1a, Supplementary Fig. 20a, and Supplementary Fig. 32) were created in BioRender. Bernhagen (2025) https://BioRender.com/c59v181 and https://BioRender.com/l02i034 (Agreement number: *DJ27RWDYPM*).

### Statistics

Statistical analysis was performed using GraphPad Prism version 8 software. Data are represented as means ± SD. After testing for normality using the D’Agostino–Pearson test, data were analyzed by two-tailed Student’s *t*-test, Mann–Whitney *U*-test, multiple *t*-tests, one-way ANOVA with Tukey’s multiple comparisons test, or Kruskal–Wallis with Dunn’s multiple comparisons test was applied as appropriate. Differences with *P* < 0.05 were considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data generated or analyzed in this study are provided within the manuscript and its supplementary information files. Source data are included alongside this paper. The reanalysis of the transcriptomics dataset from human carotid artery plaques used in this study is available in the Gene Expression Omnibus (GEO) database under the following accession codes: GSE159677; GSE41571; GSE131780; GSE155514. The RNAseq data from OCT-embedded frozen liver tissue sections of *Apoe*^*–/–*^ and *Mif-2*^*–/–*^*Apoe*^*–/–*^ mice after 12 weeks on a high-fat diet (HFD) are available in the Gene Expression Omnibus (GEO) under GSE281285. Additionally, RNAseq data from whole liver lysates can be accessed under GEO accession number GSE287230. The lipidomics data are referenced in MetaboLights under REQ20250117208170 (temporary code) and can be accessed at: (https://www.ebi.ac.uk/metabolights/editor/study/REQ20250117208170). Source data are provided with this paper.

# Supplementary material for: An atypical atherogenic chemokine that promotes advanced atherosclerosis and hepatic lipogenesis
**Source:** Nat Commun. 2025 Mar 7;16:2297. doi: 10.1038/s41467-025-57540-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow Cytometry: BD FACSVerser™ Flow Cytometer (BD Biosciences); BD FACSuite™ (FCS 3.0/2.0) software (Becton Dickinson).<br>PCR and RT-qPCR: Biometra TRIO 48 Touch Thermocycler (Analytik Jena GmbH); NanoDrop One Microvolume UV-Vis Spectrophotometer (Thermo Fisher Scientific); Rotor-Gene 6000 (Qiagen, Hilden, Germany); Rotor-Gene 6000 Series v.1.7 software (Corbett); TissueLyser LT (Qiagen); TC20™ Automated Cell Counter (Bio-Rad Laboratories GmbH).<br>IHC (Immunohistochemistry): Cryotome Leica CM1950 Platform (Leica Microsystems CMS GmbH); Leica Dissection Microscope (Leica Microsystems CMS GmbH); Embedding Machine STP 120 (Leica Microsystems CMS GmbH).<br>Fluorescence Microscopy: DMi8-Life Cell Imaging System (Leica Microsystems, Mannheim, Germany); Confocal Microscope (Carl Zeiss AG).<br>Chemotaxis and Flow Adhesion: Manual Tracking, Chemotaxis, and Migration Tools (Ibidi GmbH); Ibidi Pump System (Ibidi GmbH).<br>Western Blot/Dot Blot: Odyssey® Fc Imager and Image Studio™ v.5.2 software (LI-COR Biosciences).<br>Fluorescence Spectroscopy and Circular Dichroism (CD): JASCO J-715 Spectropolarimeter; JASCO FP-6500 Fluorescence Spectrophotometer; OriginPro 2016 (OriginLab Corporation).<br>Multiplex-Bead-Array ELISA: Luminex™ 200™ Instrument System (Luminex Corporation); xPONENT v.3.1 software (Luminex Corporation); ProcartaPlex Analysis Software (Thermo Fisher, Invitrogen).<br>Two-Photon Microscopy (2PM) / FLIM-FRET: Leica TCS SP8 DIVE Multiphoton Microscope (Leica Microsystems CMS GmbH); LAS X software, Leica FALCON, and Leica LIGHTNING deconvolution algorithms (Leica Microsystems).<br>ELISA: EnSpire 2300 Multimode Plate Reader (PerkinElmer LAS GmbH).<br>Lipidomics: Precellys 24 Homogenizer (PEQLAB Biotechnology GmbH, Germany); SCIEX Exion UHPLC System coupled to a SCIEX QTRAP 6500+ Mass Spectrometer.<br>Plasma Cholesterol and Triglycerides Concentration: Fast Protein Liquid Chromatography (FPLC, Cytiva).<br>Bulk RNA Sequencing: Bulk RNA sequencing from frozen liver sections embedded in OCT was performed by BGI Tech Solutions Co., Limited |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

(Hong Kong, China). For RNA sequencing from liver lysates, libraries were prepared using the Prime-Seq protocol and processed with the zUMIs pipeline following a standard workflow as described in references 110 and 111. Bioanalyzer (Agilent Technologies); Qubit DNA HS Assay Kits and Qubit 4.0 Fluorometer (Invitrogen); Galaxy Platform (<https://usegalaxy.org/>) using HISAT2, FastQC, and DESeq2 v.1.44.0; clusterProfiler package (v.4.12.0) and EnhancedVolcano package (v.1.22.0).

#### Data analysis

GraphPad Prism v.9 (GraphPad Inc.); FlowJo v.10 (Tree Star Inc.); ImageJ v.1.53 (NIH); FACSuite (FCS 3.0/2.0) software (BD); Manual tracking, chemotaxis, and migration tools (Ibidi GmbH); ProcartaPlex Analysis software (ThermoFisher Scientific); Rotor-Gene 6000 Series 1.7 software (Corbett reesarch); xPONENT v. 3.1 software (Luminex Corporation); LAS-X and Leica FALCON software (Leica Microsystems), HADDOCK 2.4 (HADDOCK Webserver); Matlab2022a (MathWorks); Shotgun Lipidomics Assistant software (SLA.v1.5; <https://github.com/syjgino/SLA/tree/v1.5-keyV4>). RNA-seq data analysis was performed on the Galaxy platform (<https://usegalaxy.org/>) using HISAT2, FastQC, and DESeq2 v.1.44.0. Gene ontology analysis was conducted using clusterProfiler package (4.12.0). Deconvolution was carried out using Leica LIGHTNING deconvolution algorithms in LAS X and Leica FALCON software. Molecular interactions of MIF-2/CXCR4, MIF/CXCR4, and MIF-2/msR4M-L1 complexes were analyzed using HADDOCK docking simulations (HADDOCK Webserver 2.4; <https://rascar.science.uu.nl/haddock2.4/>) and data Matlab2022a (MathWorks).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data supporting the findings of this study are included within the manuscript and Supplementary Information files. Source data for the main and supplementary figures are provided in a Source Data Excel file underlying Fig 1b-h, Fig 1j-m, Fig 2a-c, Fig 2e-g, Fig 2i, Fig 3c-f, Fig 3h, Fig 3i, Fig 3k-l, Fig 3n, Fig 4b-g, Fig 4i-l, Fig 5b, Fig 5d-g, Fig 5i, Fig 5k-l, Fig 6a-d, Fig 7a-b, Fig 7d, Fig 7i, Fig 7l, Fig 7n, Fig 7q, Fig 7r, Fig 8b-f, Fig S1b-c, Fig S2c-d, Fig S3a-d, Fig S4a-c, Fig S5a-b, Fig S1b-c, Fig S8b, Fig S8d, Fig S9b, Fig S12a-b, Fig S12d, Fig S13a-d, Fig S15a-b, Fig S17b-c, Fig S19a-d1, Fig S20b-c, Fig S21a-0, Fig S22a-d, Fig S24, Fig S25d, Fig S26d, Fig S27b, and Fig S28a-b. Additionally, bulk RNA sequencing data of the OCT-embedded frozen liver tissue sections of Apoe-/- versus Mif-2-/-Apoe-/- after 12 weeks on a high-fat diet (HFD) have been deposited in the Gene Expression Omnibus (GEO) and are accessible under accession code GSE281285 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281285>). Additionally, RNA-seq data from whole liver lysates can be accessed under GEO accession number GSE287230 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287230>). The lipidomics data have been referenced by MetaboLights under accession number REQ20250117208170 and are accessible via the following link: <https://www.ebi.ac.uk/metabolights/editor/study/REQ20250117208170>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

#### Reporting on sex and gender

Patients characteristics including age and gender are depicted supplementary table S3

#### Reporting on race, ethnicity, or other socially relevant groupings

None

#### Population characteristics

Provided in Supplementary table S3

#### Recruitment

Recruitment criteria was described in reference 110, 111, 121 and 122.

#### Ethics oversight

The study for CEA patients received approval from the local ethics committee at the Medical Faculty of the Klinikum rechts der Isar, Technical University Munich (ethics approval 2799-10), as previously detailed in references 118 and 119. CAD patients were admitted to the Department of Cardiology at the University Hospital of Tübingen, Germany, as described in references 121 and 122.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

#### Sample size

Sample size calculations were not conducted in this study. For biochemical assays, the typical sample size was n = 3 (biologically independent experiments), consistent with standard practice in biochemical studies and our prior experience (e.g. Doring et al. Nat Cardiovasc Res, 2024;

Burger-Kentischer et al. Circulation, 2002 ; Qi et al. J Clin Invest, 2009; Klasen et al., J. Immunol., 2014; Alampour-Rajabi et al., FASEB J., 2015; Kontos et al., Nat. Commun., 2020; Tas et al., Nat. Commun., 2022). The in vivo atherosclerosis experiments were conducted with 11-12 mice per group. Sample sizes for experiments involving tissue specimens from human atherosclerotic CEA patients (and their controls) were determined based on prior experience with the same cohort/biobank, similar to our previous work (e.g. Merckelbach et al., Thromb Haemost 2018; Pelisek et al., J Clin Med 2019; Kontos et al., Nat. Commun., 2020; Sharifi et al., Circ. Res. 2023; Wang et al., Cardiovasc. Res. 2024). Plasma MIF-2 levels were measured in CAD patients (N = 149), with CAD severity assessed through coronary angiography, further categorizing patients into acute coronary syndrome (ACS) (n = 47) and chronic coronary syndrome (CCS) (n = 85) subgroups.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | Data were excluded only in rare cases due to major technical issues. In downstream analysis of the Bulk RNA-seq data, to reduce noise from lowly expressed genes, we retained only genes with counts of at least one in at least three samples within either the Mif-2/-Apoe-/- or Apoe-/- groups. Additionally, the top 10 most highly expressed genes were excluded to prevent skewing in downstream analyses.                                                                                                                                    |
| Replication     | The number of independently conducted experiments is indicated in the legends of the figures and supplementary figures throughout the manuscript, with all replications completed successfully.                                                                                                                                                                                                                                                                                                                                                     |
| Randomization   | For pharmacological blockade, mice were randomly assigned to groups and were age- and gender-matched littermates. 

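In the deposited counts of the liver sections, 23132 of 27179 genes had a count in at least 1 library. The 10 most highly expressed genes took between 12.5% and 26.3% of the counts of a library. In order of mean CPM they were *Apoa1*, *Alb*, *Apoa2*, *Hp*, a gene whose identifier had no symbol, *Trf*, *Apoc1*, *Ttr*, *Apoc3* and *Hpx*. When they were kept in the edgeR test, 25 genes were called. With no filter on low counts, 29 were called.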

A random allocation of samples/specimens was not relevant in the other parts of the study.                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Investigators were not blinded to group allocation during data collection. For data analysis, investigators were blinded, and/or analysis guided by software-based analysis (e.g. ACSuite (FCS 3.0/2.0) software (BD), Ibi migration and tracking tools, ProcartaPlex Analysis, xPONENT v. 3.1 software from Luminex, Leica LAS-X, FALCON, and LIGHTNING software, shotgun lipidomics assistant software SLA.v1.5) as indicated in methods and figure legends. RNA-seq data analysis was performed by HISAT2, FastQC, and DESeq2 v.1.44.0 software. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input type="checkbox"/>            | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

WB:

Anti-SREBP-1 mouse monoclonal antibody 1:500 (Santa Cruz Biotechnology, Cat# sc-17755)

Anti-SREBP-2 mouse monoclonal antibody 1:1000 (BD Biosciences, Cat# 557037)

Anti-FASN mouse monoclonal antibody 1:500 (Santa Cruz Biotechnology, Cat# sc-55580)

Anti-LDLR mouse monoclonal antibody 1:500 (Santa Cruz Biotechnology, Cat# sc-18823)

Anti-D-DT rabbit polyclonal antibody 1:1000, generated by R. Bucala and colleagues in the Bucala lab (Yale University) as reported in e.g.: Merk et al., The D-dopachrome tautomerase (DDT) gene product is a cytokine and functional homolog of macrophage migration inhibitory factor (MIF). PNAS 108, E577-585, 2011; Ma et al., Cardiomyocyte D-dopachrome tautomerase protects against heart failure. JCI Insight 4:e128900, 2019.

Anti-AMPKα rabbit monoclonal antibody 1:1000 (Cell Signaling Technology, Cat# 58325)

Anti-phospho-AMPKα rabbit monoclonal antibody 1:1000 (Cell Signaling Technology, Cat# 2535)

anti-Akt (pan) (C67E7) Rabbit mAb 1:1000 (Cell Signaling, cat# 4691)

anti-phospho-Akt (Ser473) antibody 1:1000 (Cell Signaling, Cat#9271)

Anti-β-actin monoclonal antibody 1:1000 (Santa Cruz Biotechnology, cat: sc-47778)

Goat anti-mouse HRP-conjugated antibody 1:10000 (Abcam, Cat# ab6789)

Goat anti-rabbit HRP-conjugated antibody 1:25000 (GE Healthcare Cat# NA934V)

IF:

Anti-CXCR4 rabbit polyclonal antibody (Invitrogen, Cat# PA3-305)

Anti-CD74 mouse monoclonal antibody (Santa Cruz Biotechnology Cat# sc-6262)

ElisaAlexa Fluor 647-conjugated donkey anti-rat IgG (H+L) (Jackson ImmunoResearch Europe Ltd., Cat# 712-606-153)

Alexa Fluor 488-conjugated goat anti-rat IgG (H+L) (Invitrogen; Cat# A-11006)

Alexa Fluor 555-conjugated goat anti-rabbit IgG (H+L) (Invitrogen, Cat# A-21429)

IHC:

Anti-CD68 rat monoclonal antibody 1:100 (Bio-Rad Laboratories, Cat# MCA1957GA)

Cy5-conjugated donkey Anti-Rat IgG (H+L) (Jackson ImmunoResearch Europe Ltd., Cat# 712-175-153)

## Internalization:

Mouse PE-conjugated anti-CXCR4 antibody (R&D systems, Cat# FAB21651P)

Rat PE-conjugated anti-mouse IgG2B Antibody (R&D systems, Cat# F0132)

## PLA:

mouse anti-cMyc (9E10) mAb 1:200 (Santa Cruz, cat# sc-40)

rabbit anti-DYKDDK Tag (D6W5B) mAb 1:200 (anti-FLAG, Cell Signaling Technologies, cat# 14793)

## LDL uptake:

anti-human CD74 (LN2) (Santa Cruz, Cat# sc-6262)

IgG1  $\kappa$  light chain antibody (2B6) (Santa Cruz, Cat# sc-69914)

## Flow Cytometry:

V450-conjugated rat anti-mouse CD45 (BD Biosciences Cat# 560501)

FITC-conjugated anti-mouse CD3 (Miltenyi Biotec, Cat# 130-119-758)

APC/Cy7-conjugated anti-mouse CD19 (BioLegend Cat# 115530)

PE-conjugated anti-mouse CD11c (BioLegend, Cat# 117308)

PE/Cy7-conjugated anti-mouse/human CD11b Antibody (BioLegend, Cat# 101216)

APC-conjugated anti-mouse Ly-6C (BioLegend, Cat# 128016)

PerCP-conjugated anti-mouse Ly-6G (BioLegend, Cat# 127654)

APC/Cy7-conjugated anti-human CD184 (CXCR4) (Biolegend, Cat# 306527)

APC/C7-conjugated mouse anti-human IgG2a,  $\kappa$  Isotype Ctrl (Biolegend, Cat# 400229)

FITC-conjugated mouse anti-human CD74 (BD Pharmingen, Cat# 555540)

FITC-conjugated anti-human IgG2 (isotype control) (BD Pharmingen, Cat# 560952)

## Validation

- Anti-SREBP-1 mouse monoclonal antibody (Santa Cruz Biotechnology, Cat# sc-17755)

Reactivity: Human; Host species: Mouse; Application: WB/IP/IHC/Elisa

[https://www.antibodyregistry.org/AB\\_628283](https://www.antibodyregistry.org/AB_628283)

- Anti-SREBP-2 mouse monoclonal antibody (BD Biosciences, Cat# 557037)

Reactivity: Human; Host species: Mouse; Application: WB/IP

<https://www.bdbiosciences.com/en-fi/products/reagents/western-blotting-and-molecular-reagents/purified-mouse-anti-srebp-2.557037>

- Anti-FASN mouse monoclonal antibody (Santa Cruz Biotechnology, Cat# sc-55580)

Reactivity: Human; Host species: Mouse; Application: WB/IP/IHC/IF

[https://www.scbt.com/p/fatty-acid-synthase-antibody-a-5?](https://www.scbt.com/p/fatty-acid-synthase-antibody-a-5?gad_source=1&gclid=EAlaQobChMIoojV5ayziQMv7IKDBx3jXBv9EAAAYASAAEgLTB_D_BwE)

[gad\\_source=1&gclid=EAlaQobChMIoojV5ayziQMv7IKDBx3jXBv9EAAAYASAAEgLTB\\_D\\_BwE](https://www.scbt.com/p/fatty-acid-synthase-antibody-a-5?gad_source=1&gclid=EAlaQobChMIoojV5ayziQMv7IKDBx3jXBv9EAAAYASAAEgLTB_D_BwE)

- Anti-LDLR mouse monoclonal antibody (Santa Cruz Biotechnology, Cat# sc-18823)

Reactivity: Human; Host species: Mouse; Application: WB/IP/IHC/IF

<https://www.scbt.com/de/p/ldlr-antibody-c7?srsId=AfmBOoqdOGsMZisONoXooTHp3ZEweX2zBDuHTjU80zGSg46EYciP1ue>

- Anti-D-DT rabbit polyclonal antibody, generated by R. Bucala and colleagues Bucala lab (Yale)

Reactivity: Human/mouse; Host species: Rabbit; Application: WB

(Merk, M., Zierow, S., Leng, L., Das, R., et al. (2011). The D-dopachrome tautomerase (DDT) gene product is a cytokine and functional homolog of macrophage migration inhibitory factor (MIF). PNAS 108, E577-585; Ma, Y., Su, K.N., Pfau, D., Rao, V.S., et al. (2019). Cardiomyocyte d-dopachrome tautomerase protects against heart failure. JCI; Kim, B.S., Tilstam, P.V., Hwang, S.S., et al. (2017). D-dopachrome tautomerase in adipose tissue inflammation and wound repair. J Cell Mol Med 21, 35-45; Ochi, A., Chen, D., Schulte, W., Leng, et al. (2017). MIF-2/D-DT enhances proximal tubular cell regeneration through SLPI- and ATF4-dependent mechanisms. Am J Physiol Renal Physiol 313, F767-F780).

- Anti-AMPK $\alpha$  rabbit monoclonal antibody (Cell Signaling Technology, Cat# 5832S)

Reactivity: Human/Mouse Rabbit; Host species: Rabbit; Application: WB/IP

[https://www.cellsignal.com/products/primary-antibodies/ampka-d63g4-rabbit-mab/5832?](https://www.cellsignal.com/products/primary-antibodies/ampka-d63g4-rabbit-mab/5832?srsId=AfmBOopC3scgKmlbcHCLzO3wkFzWC9PrZ_QSILnsXsY-F-G5SWqGAl)

[srsId=AfmBOopC3scgKmlbcHCLzO3wkFzWC9PrZ\\_QSILnsXsY-F-G5SWqGAl](https://www.cellsignal.com/products/primary-antibodies/ampka-d63g4-rabbit-mab/5832?srsId=AfmBOopC3scgKmlbcHCLzO3wkFzWC9PrZ_QSILnsXsY-F-G5SWqGAl)

- Anti-phospho-AMPK $\alpha$  rabbit monoclonal antibody 1:1000 (Cell Signaling Technology, Cat# 2535)

Reactivity: Human/Mouse Rabbit; Host species: Rabbit; Application: WB/IP/IHC

<https://www.cellsignal.com/products/primary-antibodies/phospho-ampka-thr172-40h9-rabbit-mab/2535>

- Anti-Akt (pan) (C67E7) Rabbit mAb (Cell Signaling, cat# 4691)

Reactivity: Human/Mouse Rabbit; Host species: Rabbit; Application: WB/IP/IHC/IF/Flow

[https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691?](https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691?srsId=AfmBOopvNK8G39tTGwH4C4htH3TqS69bs46xFM5w76SfgJdw0uteWI)

[srsId=AfmBOopvNK8G39tTGwH4C4htH3TqS69bs46xFM5w76SfgJdw0uteWI](https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691?srsId=AfmBOopvNK8G39tTGwH4C4htH3TqS69bs46xFM5w76SfgJdw0uteWI)

- Anti-phospho-Akt (Ser473) antibody (Cell Signaling, Cat#9271)

Reactivity: Human/Mouse Rabbit; Host species: Rabbit; Application: WB/IP/IF/Flow

[https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271?srsId=AfmBOopLQLj6nP8ZTM-d1PLOqhv2OOfEJ9\\_OKnTLODBJneNL1E\\_SdVGj](https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271?srsId=AfmBOopLQLj6nP8ZTM-d1PLOqhv2OOfEJ9_OKnTLODBJneNL1E_SdVGj)

- Anti- $\beta$ -actin monoclonal antibody (Santa Cruz Biotechnology, cat: sc-47778)

Reactivity: Human/Mouse; Host species: Mouse; Application: WB/IP/IHC/IF/ELISA

[https://www.scbt.com/p/beta-actin-antibody-c4?](https://www.scbt.com/p/beta-actin-antibody-c4?gad_source=1&gclid=EAlaQobChMI3PGF0bCziQMvppiDBx0NAhXjEAAAYiAAEgLAx_D_BwE)

[gad\\_source=1&gclid=EAlaQobChMI3PGF0bCziQMvppiDBx0NAhXjEAAAYiAAEgLAx\\_D\\_BwE](https://www.scbt.com/p/beta-actin-antibody-c4?gad_source=1&gclid=EAlaQobChMI3PGF0bCziQMvppiDBx0NAhXjEAAAYiAAEgLAx_D_BwE)

- Goat anti-mouse HRP-conjugated antibody (Abcam, Cat# ab6789)

Reactivity: Mouse; Host species: Goat; Application: WB/IP/IHC/IF/ELISA/Dot

[https://www.abcam.com/en-us/search?facets.categoryType=Secondary](https://www.abcam.com/en-us/search?facets.categoryType=Secondary+Antibodies&facets.hostSpecies=Goat&facets.targetIsotype=IgG&facets.targetSpecies=Mouse&facets.conjugation=HRP&sorting=relevance&utm_source=google&utm_medium=cpc&gad_source=1&gclid=EAlaQobChMImq-cw7GziQMv7IKDBx0aKzwfEAAAYASAAEgLZ2fD_BwE&gclsrc=aw.ds&productcode=AB6789&view=quickview)

[+Antibodies&facets.hostSpecies=Goat&facets.targetIsotype=IgG&facets.targetSpecies=Mouse&facets.conjugation=HRP&sorting=relevance&utm\\_source=google&utm\\_medium=cpc&gad\\_source=1&gclid=EAlaQobChMImq-cw7GziQMv7IKDBx0aKzwfEAAAYASAAEgLZ2fD\\_BwE&gclsrc=aw.ds&productcode=AB6789&view=quickview](https://www.abcam.com/en-us/search?facets.categoryType=Secondary+Antibodies&facets.hostSpecies=Goat&facets.targetIsotype=IgG&facets.targetSpecies=Mouse&facets.conjugation=HRP&sorting=relevance&utm_source=google&utm_medium=cpc&gad_source=1&gclid=EAlaQobChMImq-cw7GziQMv7IKDBx0aKzwfEAAAYASAAEgLZ2fD_BwE&gclsrc=aw.ds&productcode=AB6789&view=quickview)

- Goat anti-rabbit HRP-conjugated antibody (GE Healthcare Cat# NA934V)

Reactivity: Rabbit; Host species: Donkey; Application: WB

<https://www.citeab.com/antibodies/3288289-na934-1ml-amersham-ecl-rabbit-igg-hrp-linked-whole>

- Anti-CXCR4 rabbit polyclonal antibody (Invitrogen, Cat# PA3-305)

Reactivity: Human/Mouse; Host species: Rabbit; Application: WB/IP/IHC/IF/Flow

<https://www.thermofisher.com/antibody/product/CXCR4-Antibody-Polyclonal/PA3-305>

- Anti-CD74 (LN2) mouse monoclonal antibody (Santa Cruz Biotechnology Cat# sc-6262)

Reactivity: Human/Mouse/Rat; Host species: Mouse; Application: WB/IP

<https://www.biocompare.com/9776-Antibodies/20596115-CD74-LN-2-AC-Antibody/>

- Alexa Fluor 647-conjugated donkey anti-rat IgG (H+L) (Jackson ImmunoResearch Europe Ltd., Cat# 712-606-153)

Reactivity: Human/Mouse/Rat; Host species: Donkey; Application: WB

<https://www.jacksonimmuno.com/catalog/products/712-606-153>

- Alexa Fluor 488-conjugated goat anti-rat IgG (H+L) (Invitrogen, Cat# A-11006)

Reactivity: Rat; Host species: Goat; Application: ICC/IF/Flow

<https://www.thermofisher.com/antibody/product/Goat-anti-Rat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11006>

- Alexa Fluor 555-conjugated goat anti-rabbit IgG (H+L) (Invitrogen, Cat# A-21429)

Reactivity: Rabbit; Host species: Goat; Application: ICC/IF/Flow

<https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21429>

- Anti-CD68 rat monoclonal antibody 1:100 (Bio-Rad Laboratories, Cat# MCA1957GA)

Reactivity: Mouse; Host species: Rat; Application: IHC/IP/ WB/IF

<https://www.bio-rad-antibodies.com/results/go?w=Cat%23%20MCA1957GA&ts=custom&null=>

- Cy5-conjugated donkey Anti-Rat IgG (H+L) (Jackson ImmunoResearch Europe Ltd., Cat# 712-175-153)

Reactivity: Rat; Host species: Donkey; Application: WB/IHC

<https://www.jacksonimmuno.com/catalog/products/712-175-153>

- Mouse PE-conjugated anti-CXCR4 antibody (R&D systems, Cat# FAB21651P)

Reactivity: Mouse; Host species: Rat; Application: Flow

[https://www.rndsystems.com/products/mouse-cxcr4-pe-conjugated-antibody-247506\\_fab21651p](https://www.rndsystems.com/products/mouse-cxcr4-pe-conjugated-antibody-247506_fab21651p)

- Rat PE-conjugated anti-mouse IgG2B Antibody (R&D systems, Cat# F0132)

Reactivity: Mouse; Host species: Rat; Application: Flow

[https://www.rndsystems.com/products/rat-anti-mouse-igg2b-pe-conjugated-antibody\\_f0132](https://www.rndsystems.com/products/rat-anti-mouse-igg2b-pe-conjugated-antibody_f0132)

- mouse anti-cMyc (9E10) mAb 1:200 (Santa Cruz, cat# sc-40)

Reactivity: Human; Host species: Mouse; Application: WB/IP/IF/IHC/Flow/ELISA

[https://www.scbt.com/de/p/c-myc-antibody-9e10?srltid=AfmBOoqGjO2AF73bh-EhmTbin3tAdsF1Ufjh\\_HXg2cjtud9yw8x-plle](https://www.scbt.com/de/p/c-myc-antibody-9e10?srltid=AfmBOoqGjO2AF73bh-EhmTbin3tAdsF1Ufjh_HXg2cjtud9yw8x-plle)

- rabbit anti-DYKDDK Tag (D6W5B) mAb 1:200 (anti-FLAG, Cell Signaling Technologies, cat# 14793)

Reactivity: All; Host species: Rabbit; Application: WB/IP/IF/IHC/Flow/Chip

<https://www.cellsignal.com/products/primary-antibodies/dykdddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-aldrich-anti-flag-m2-antibody/14793?srltid=AfmBOoqA3Y-Zl9kyBf9KJ-SlUjnqAtTKrSTwMANOYEnDoOCigs30GY>

- Anti-human CD74 (LN2) (Santa Cruz, Cat# sc-6262)

Reactivity: Human/Mouse/Rat; Host species: Mouse; Application: WB/IP

<https://www.biocompare.com/9776-Antibodies/20596115-CD74-LN-2-AC-Antibody/>

- IgG1 κ light chain antibody (2B6) (Santa Cruz, Cat# sc-69914)

Reactivity: Mouse; Host species: Rat; Application: WB/ELISA

- V450-conjugated rat anti-mouse CD45 (BD Biosciences Cat# 560501)

Reactivity: Mouse; Host species: Rat; Application: Flow

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/v450-rat-anti-mouse-cd45.560501>

- FITC-conjugated anti-mouse CD3 (Miltenyi Biotec, Cat# 130-119-758)

Reactivity: Mouse; Host species: Rat; Application: Flow

<https://www.miltenyibiotec.com/DE-en/products/cd3e-antibody-anti-mouse-17a2.html#conjugate=fic:size=30-ug-in-200-ul>

- APC/Cy7-conjugated anti-mouse CD19 (BioLegend Cat# 115530)

Reactivity: Mouse; Host species: Rat; Application: Flow

<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-mouse-cd19-antibody-3903>

- PE-conjugated anti-mouse CD11c (BioLegend, Cat# 117308)

Reactivity: Mouse; Host species: Hamster; Application: Flow

<https://www.biolegend.com/de-de/products/pe-anti-mouse-cd11c-antibody-1816>

- PE/Cy7-conjugated anti-mouse/human CD11b Antibody (BioLegend, Cat# 101216)

Reactivity: Mouse/Human; Host species: Rat; Application: Flow

<https://www.biolegend.com/nl-nl/products/pe-cyanine7-anti-mouse-human-cd11b-antibody-1921>

- APC-conjugated anti-mouse Ly-6C (BioLegend, Cat# 128016)

Reactivity: Mouse; Host species: Rat; Application: Flow

<https://www.biolegend.com/de-de/products/apc-anti-mouse-ly-6c-antibody-6047>

- PerCP-conjugated anti-mouse Ly-6G (BioLegend, Cat# 127654)

Reactivity: Mouse; Host species: Rat; Application: Flow

<https://www.biolegend.com/de-de/products/percp-anti-mouse-ly-6g-antibody-13351>

- APC/Cy7-conjugated anti-human CD184 (CXCR4) (BioLegend, Cat# 306527)

Reactivity: Human; Host species: Mouse; Application: Flow

<https://www.biolegend.com/de-de/products/apc-cyanine7-anti-human-cd184-cxcr4-antibody-12122>

- APC/C7-conjugated mouse anti-human IgG2a, κ Isotype Ctrl (BioLegend, Cat# 400229)

Reactivity: Human; Host species: Mouse; Application: Flow

<https://www.biolegend.com/de-de/products/apc-cyanine7-mouse-igg2a-kappa-isotype-ctrl-1923?GroupID=BLG15288>

- FITC-conjugated mouse anti-human CD74 (BD Pharmingen, Cat# 555540)

Reactivity: Human; Host species: Mouse; Application: Flow

<https://wwwbdbiosciences.com/en-no/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-mouse-anti-human-cd74.555540>

- FITC-conjugated anti-human IgG2 (isotype control) (BD Pharmingen, Cat# 560952)

Reactivity: Human; Host species: Mouse; Application: Flow

<https://wwwbdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fic-mouse-anti-human-igg.560952>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mono-Mac-6 cells DSMZ (ACC 124); HEK293 cells (ACC 305); Huh-7 cells (CLS 300156, Cell Lines Service; HAoECs (Human Aortic Endothelial cells, C-12271, PromoCell); NIH/3T3 cells ACC (DSMZ ACC 59)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Authentication                                                    | <ul style="list-style-type: none"> <li>• Mono-Mac-6 DSMZ (ACC 124)<br/><a href="https://www.dsmz.de/collection/catalogue/details/culture/ACC-124">https://www.dsmz.de/collection/catalogue/details/culture/ACC-124</a></li> <li>• HEK293 DSMZ ACC 305<br/><a href="https://www.dsmz.de/collection/catalogue/details/culture/ACC-305">https://www.dsmz.de/collection/catalogue/details/culture/ACC-305</a></li> <li>• Huh7 (CLS 300156, from Cell Lines Service (CLS, Eppelheim, Germany)<br/><a href="https://www.cytion.com/HuH7-Cells/300156">https://www.cytion.com/HuH7-Cells/300156</a></li> <li>• HAoECs (Human Aortic Endothelial cells, C-12271, PromoCell)<br/><a href="https://promocell.com/de_de/human-aortic-endothelial-cells-haoec.html">https://promocell.com/de_de/human-aortic-endothelial-cells-haoec.html</a></li> <li>• NIH/3T3 DSMZ ACC 59<br/><a href="https://www.dsmz.de/collection/catalogue/details/culture/ACC-59">https://www.dsmz.de/collection/catalogue/details/culture/ACC-59</a></li> </ul> |
| Mycoplasma contamination                                          | Mycoplasma tests (via qPCR) for the cell lines used were conducted by the provider and/or at intervals in the lab and confirmed negative.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Palaeontology and Archaeology

|                                                                                                                                                 |      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|------|
| Specimen provenance                                                                                                                             | None |
| Specimen deposition                                                                                                                             | None |
| Dating methods                                                                                                                                  | None |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |      |
| Ethics oversight                                                                                                                                | None |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Apoe<sup>-/-</sup> mice used in the in vivo and ex vivo atherosclerosis experiments were sex- and age-matched C57BL6/J mice (B6.129P2-Apoe/J), all between 8 to 10 weeks old at the start of the atherosclerosis studies. The Apoe<sup>-/-</sup> mice were initially obtained from Charles River Laboratories in Sulzfeld, Germany, and subsequently backcrossed at the CSD animal facility prior to use. C57BL/6J wild-type mice were ordered directly from Charles River (strain code 027).</p> <p>The Mif-2<sup>-/-</sup>-Apoe<sup>-/-</sup> mouse line was generated by crossing Mif-2<sup>+/-</sup> and Apoe<sup>-/-</sup> mice, with the line housed at CSD in Munich, Germany. Genetic experiments were conducted using eight-week-old female and male Mif-2<sup>-/-</sup>-Apoe<sup>-/-</sup> and Apoe<sup>-/-</sup> mice. Cd74<sup>-/-</sup> mice, with a C57BL/6-J genetic background, were originally bred at Yale University (Shachar et al., Science 1996). All mice used in the experiments were between 8 to 10 weeks of age.</p> |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Gender (female and male) was considered in the in vivo atherosclerosis experiments at both early and late stages of this study. However, the isolation of B lymphocytes for the in vitro studies did not take gender into account.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | No field collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Ethics oversight

All mouse experiments were approved by the Animal Care and Use Committee of the local authorities (Regierung von Oberbayern, ROB; Aktenzeichen Az = ROB-55.2Vet-2532.Vet\_02-18-40) and performed in accord with the animal protection representative at the Center for Stroke and Dementia Research (CSD).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Study protocol

Data collection

Outcomes

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Blood samples were collected in tubes containing EDTA buffer, and blood leukocytes and plasma were separated by centrifuging at 300 x g for 10 minutes at 4°C. For leukocyte counts, red blood cells (RBCs) were depleted using an RBC-lysis buffer (BioLegend) at room temperature, followed by washing and suspending leukocytes in PBS with 0.5% BSA. Cells were stained with the following antibodies: V450-conjugated rat anti-mouse CD45, FITC-conjugated anti-mouse CD3, APC/Cy7-conjugated anti-mouse CD19, PE-conjugated anti-mouse CD11c, PE/Cy7-conjugated anti-mouse/human CD11b, APC-conjugated anti-mouse Ly-6C, and PerCP-conjugated anti-mouse Ly-6G.

For B lymphocyte isolation, cell suspensions from the spleen and lymph nodes were prepared by mechanical dissociation and passed through a 40-µm cell strainer in PBS containing 2 mM EDTA and 0.5% BSA. CXCR4 internalization mediated by MIF-2 was assessed by staining cells with APC/Cy7-conjugated anti-human CD184 (CXCR4) or APC/Cy7-conjugated mouse anti-human IgG2ak isotype.

In the homing assay, B lymphocytes labeled with the intracellular Cell Tracker Green dye CMFDA (5-chloromethylfluorescein diacetate) were isolated from blood, spleen, lymph nodes, and bone marrow following the same protocol as described above.

Instrument

BD FACSVerser™ flow cytometer

Software

FloJo software 10.0.7 (Treestar)

Cell population abundance

The purity of the isolated monocytes and B cells was assessed by flow cytometry using APC/Cy7-conjugated anti-mouse CD19 antibodies with a purity range of 95–98%, whereas purified monocytes were checked with PE-conjugated anti-CD14 as previously used in our study (Kontos et al., Nat. Commun., 2020).

Gating strategy

Leukocyte subsets were analyzed using FlowJo software. B-cells were identified as CD45+CD19+; T-cells as CD45+CD3+; Monocytes CD45+ Cd11b+, neutrophils as CD45+ Cd11b+ Ly6G+. A figure exemplifying the gating strategy is provided in the Supplementary. The gating strategy applied here is consistent with that used in our prior study (Kontos et al., Nat. Commun., 2020).

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

Indicate task or resting state; event-related or block design.

Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

### Acquisition

Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

Field strength

Specify in Tesla

Sequence & imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

Diffusion MRI

☐ Used

☐ Not used

## Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

Volume censoring

*Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

## Statistical modeling & inference

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*

(See [Eklund et al. 2016](#))

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity  
☐ ☐ Graph analysis  
☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

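Gene expression was measured by bulk RNA sequencing of frozen liver sections from female *Apoe*-/- mice (5 libraries) and *Mif-2*-/-*Apoe*-/- mice (4 libraries) after 12 weeks of HFD. The authors checked the reads with FastQC, trimmed them with cutadapt, aligned them with HISAT2 to a mouse genome whose build the paper's text does not name, and counted reads on exons. They deposited whole-number counts per gene under Entrez identifiers, without normalization. The table held 27179 genes and 1 further line without an identifier, a second header, which was left out. Symbols were matched to 25275 identifiers through RefSeq gene names of GRCm38.p6, and 1904 had none. Samples were grouped by the genotype in their labels. The paper gives 4 mice per group, and does not say whether 1 of the 5 *Apoe*-/- libraries was left out of its figures. None was removed here.

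Total counts ranged from 2318148 to 10764182 per library. A count of 3 or fewer in each library of a group was treated as a floor, which is between 0.279 and 1.29 CPM before TMM normalization depending on the library, and fold changes against such a group are given as lower bounds. The text does not say whether PCR duplicates were removed, and the floor covers counting error only.

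Genes with at least 1 count in at least 3 libraries of either genotype were kept, the 10 genes with the highest mean CPM were excluded, and the remaining 16860 genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM, Benjamini-Hochberg adjustment) under R 4.3.3. The standard error is the log2 fold change divided by the square root of the F statistic. CPM values are TMM-normalized, and two-sided exact permutation tests used all arrangements of the 9 libraries on log2(CPM + 0.5). DESeq2 1.42.0, run on all genes with a count, was the main alternative, while the paper used a later version. DESeq2 gave no adjusted p-value for 9102 genes. Gene lists were tested with camera and fry of limma 3.58.1. Over-representation was tested on the 909 Reactome pathways of 10 to 500 genes shipped with fgsea 1.28.0, with the tested genes in a pathway as background. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

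The samples, tests, alternatives, 27 gene lists and the genes to be named were fixed before the data were examined. The named genes are those the paper names for the liver transcriptome, those of Fig. 5k and Fig. 5l as lists, and the 5 with the largest fold change in each direction among called genes with a mean of at least 10 CPM and no overlap between the genotypes. The alternatives were other size factors (RLE, TMMwsp), no filter or edgeR's own filter on low counts, the top 10 genes kept, removal of 1085 mitochondrial, rRNA, Gm and Rik genes, a replicate block, other thresholds, DESeq2, and each library left out in turn. Thinned counts, the share of the top 10 genes as a covariate, DESeq2 without each *Apoe*-/- library and DESeq2 on the filtered genes were added after seeing the data.

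The test was tested on simulated counts drawn from the means and library sizes of the real samples. With the real spread, 100 of 200 changed genes among 16328 were recovered with 6 false calls, and with a smaller spread 98.5% of 200 among 16737. Both shares hold for the fold changes and abundances given to the simulated genes, and do not give the power for smaller changes or rarer genes. Simulated libraries with no change gave 1 call among 16331 genes. The liver lysates, the lipidomics and the RT-qPCR of the paper were not analysed here. GO annotation was not used here, so the pathway results are those of Reactome and not the paper's GO terms. Some genes that the paper names are not reported here.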

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

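The main edgeR, camera and fry tests between the genotypes, and the fits without a library, were set before the data were examined. The other tests in this part were chosen after the results were seen, except the comparisons with random gene lists matched in abundance, transcript length and GC content.

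In 14 of 116 groups of libraries, the highest or lowest library lay far from the others of its genotype, where chance gives 5.8. In *Mif-2*-/-*Apoe*-/- replicate 2 these were *Ciart* at 112 CPM (others 49.4 to 56.9), *Acaa2* at 956 (349 to 428), *Mogat1* at 3.98 (0 to 0.252) and *Mif* at 668 (189 to 228). In the other *Mif-2*-/-*Apoe*-/- libraries they were *Ces1a* at 0.914 in replicate 4 (others at 0), *Ces2c* at 8.34 (0 to 1.14) and *Cyp4a12a* at 1.63 (0 to 0.252) in replicate 1, and *Lipa* at 19.7 in replicate 3 (32.7 to 34.6). In *Apoe*-/- mice they were *Cyp2b9* at 13.3 in replicate 4 (0.549 to 4.23), *Ciart* at 2.82 in replicate 3 (0.134 to 0.581), *Ces1d* at 136 (375 to 445) and *Srebf2* at 34.1 (11.8 to 16.5) in replicate 5, and *Pparg* at 4.56 (12.0 to 14.1) and *Cyp7a1* at 13.8 (5.42 to 7.26) in replicate 2. *Ces1a*, *Ces2c*, *Cyp4a12a* and *Mogat1* rest on few counts.

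*Mif-2*-/-*Apoe*-/- replicate 2 and *Apoe*-/- replicate 5 are also the libraries whose removal raised the number of genes called most. The 10 most abundant genes took between 20.5% and 26.3% of the counts in *Apoe*-/- replicates 1 to 4 and *Mif-2*-/-*Apoe*-/- replicate 2, and between 12.5% and 17.0% in the other 4 libraries. Splitting the 9 libraries along this share, across genotypes, gave 1165 genes with an adjusted p-value under 0.05, 4 of them shared with the 22 genes called between genotypes. A candidate explanation is that the state of the tissue or the RNA, which this share may follow, adds to the spread within each genotype. The share did not differ between the genotypes beyond chance (exact permutation test, p = 0.333). No biological explanation for these libraries was tested.

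Clock genes, which the text of the paper does not discuss, also differed between the genotypes. The 11 clock output genes that peak with *Dbp* had a median log2 fold change of -2.53, and each of the 11 was higher in *Mif-2*-/-*Apoe*-/- livers, *Hlf* and *Bhlhe40* by less than their errors. *Ciart*, *Dbp*, *Usp2* and *Tef* were called, and 8 of the 11 when adjusted over the list alone. The adjusted p was 2.6e-23 by camera, 2.3e-04 by fry and 0.0030 with the estimated correlation. *Ciart*, *Dbp*, *Usp2*, *Tef*, *Per1* and *Per3* are labelled in Fig. 5k, which shows livers of this study. The list was therefore not written blind to these samples, and its p-values are not independent evidence. *Ddt* was on the side of its label in 9 of 9 libraries, which argues against an exchange of samples. Thinning the counts to the smallest total gave a median of -2.37 and the share of the top 10 genes as a covariate gave -2.53, which argues against depth and against that share as the whole cause. The median of the list was at percentile 0 of 10000 matched random lists, and 1 of 100 splits of the libraries, the one by genotype, gave a median as large. A difference in the time of day at which livers were collected may remain. It would move genes that peak opposite to *Dbp* the other way, and 5 such genes had a median of 0.50 (adjusted p = 0.237), with 3 higher and 2 lower in *Apoe*-/- livers. Time of collection and genotype cannot be told apart on these libraries, because the times are not among the sample labels. An effect of MIF-2 on the clock or on feeding was not tested.

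*Cyp2b9* and *Cyp2b13*, with log2 fold changes of -7.35 and -8.12, were not discussed in the paper. Their summed counts in *Mif-2*-/-*Apoe*-/- livers were 118 times those of *Cyp2b10*. This ratio cannot exclude reads taken from that paralog, since such reads would be missing from its own count. A division of reads between *Cyp2b9* and *Cyp2b13* would leave their sum unchanged. The log2 ratio of the summed CPM, *Mif-2*-/-*Apoe*-/- over *Apoe*-/-, was 7.55. *Xist* was at 64.8 CPM or more in each library before TMM normalization, which argues against male livers among the *Apoe*-/- samples. Other causes, among them the genotype and the genetic background of the *Mif-2*-/-*Apoe*-/- line, were not tested.

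*Thrsp*, a member of the list of SREBP-1 targets, had a log2 fold change of -2.32 (standard error 0.34, adjusted p = 0.0123) and was higher in each *Mif-2*-/-*Apoe*-/- library, opposite to the direction the paper gives for lipogenic genes. Its cause was not tested, and time of collection cannot be told apart from genotype for *Thrsp* either.

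The TCA cycle and oxidative phosphorylation genes had a median log2 fold change of 1.06, 80 of 83 higher in *Apoe*-/- livers. The median was 1.07 with thinned counts, which argues against depth as the whole cause, and 0.74 with the share of the top 10 genes as a covariate. Splitting the libraries along this share gave a larger median, 1.63, so the share cannot be told apart from the genotype. The median by genotype was at percentile 100 of the matched random lists, whose own median was 0.61. However, 6 of 100 splits of the libraries gave a median as large, so that a grouping of libraries unrelated to genotype may give this result.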

How the results depend on the processing

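The tests on thinned counts, with the share of the top 10 genes as a covariate, with DESeq2 without each *Apoe*-/- library and with DESeq2 on the filtered genes were chosen after seeing the data, as were the 5 pathways. For the changes in this part the cause was not tested.

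The number of genes with an adjusted p-value under 0.05 depended most on the test. DESeq2 called 739 genes, 353 higher and 386 lower in *Apoe*-/- livers, and 485 beyond a log2 fold change of 1.5, 170 higher and 315 lower. It called each of the 22 genes of edgeR. DESeq2 on the filtered genes called 690 and 469. DESeq2 without *Apoe*-/- replicates 1, 2, 3, 4 and 5, the group sizes of the paper, called 477, 405, 514, 436 and 1804 genes, and 373, 317, 404, 321 and 1223 beyond 1.5. A replicate block, without *Apoe*-/- replicate 5, gave 505 genes by edgeR, 299 higher and 206 lower, and 442 beyond 1.5, 242 higher and 200 lower. The correlations of libraries with the same number were 0.12, 0.0079, 0.06 and -0.01, so the numbers do not pair the mice. TMMwsp gave 18 higher genes, with or without the fold change threshold, edgeR's own filter 19 and 18, and thinned counts 18 and 18. The covariate gave 35 genes, 21 of them higher and 16 higher beyond 1.5. RLE gave 27 genes in all, and each setting of edgeR on all 9 libraries except edgeR's own filter, which lost *Itprid2*, and the covariate, which lost *A1bg*, *Itprid2* and *Psmd13*, kept the 22 genes at an adjusted p-value under 0.05.

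Across the 9 fits that each left out 1 library, from 9 to 262 genes were called, from 3 to 201 higher and from 6 to 61 lower in *Apoe*-/- livers. Beyond 1.5 these ranges were 9 to 258, 3 to 198 and 6 to 60. The fit with 9 genes was without *Apoe*-/- replicate 3 and that with 262 without *Mif-2*-/-*Apoe*-/- replicate 2.

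Among gene lists, the SREBP-2 targets passed the adjusted threshold with fry (median -0.33, adjusted p = 0.0248) and with the covariate (-0.36, adjusted p = 0.0204), without *Apoe*-/- replicate 4 (-0.21, adjusted p = 0.0480) and without *Mif-2*-/-*Apoe*-/- replicate 3 (-0.43, adjusted p = 0.0255), over a range of adjusted p from 0.0204 to 0.626, and their median ranged from -0.43 to -0.056 when 1 library was left out. The TCA cycle and oxidative phosphorylation genes (median 1.06) did not pass with fry (adjusted p = 0.0688) or the estimated correlation (0.134), and fatty acid metabolism (0.67) did not with the estimated correlation (0.0860). With the estimated correlation 4 lists were higher. The SREBP-1 targets ranged from -0.30 to 0.0042 across the fits without 1 library. Signs reversed for the genes tested by RT-qPCR with TMMwsp (0.13), the top 10 genes kept (0.033), noise genes removed (0.030), the replicate block (0.068) and the covariate (0.024), and from -0.16 to 0.12 without 1 library. They reversed for female-biased genes with edgeR's own filter (-0.034), T cell genes with the block (-0.19; -0.63 to 0.33 without 1 library), the 3 lysate genes with the block (0.19) and the covariate (0.38; -1.30 to 1.23 without 1 library) and B cell genes with the covariate (0.077). Without 1 library, endothelial genes ranged from -0.0010 to 0.63 and stellate genes from -0.47 to 0.013. The other lists kept their direction.

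Over-represented pathways higher in *Apoe*-/- livers numbered 8 with the replicate block, 3 with DESeq2, and from 0 to 13 when 1 library was left out, with 13 without *Mif-2*-/-*Apoe*-/- replicate 2. The median of Purine metabolism reversed with TMMwsp (0.16), edgeR's own filter (0.053), the top 10 genes kept (0.042), noise genes removed (0.045), the block (0.13), thinned counts (0.013) and the covariate (0.080), and ranged from -0.046 to 0.15 without 1 library.

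Among named genes under the alternatives set first, 394 results stayed on their side of the threshold, 29 became stronger and 7 reversed, and when 1 library was left out 443 stayed, 11 became stronger, 17 weaker and 12 reversed. The reversed genes are those near 0 or near the floor. *Acat2* was at 0.15 with TMMwsp, 0.00091 with edgeR's own filter, 0.060 with the top 10 genes kept and 0.059 with noise genes removed, and at 0.092, 0.046 and 0.047 by DESeq2 without *Apoe*-/- replicates 1, 2 and 3 (-0.20 to 0.17 by edgeR without 1 library). *Hmgcs1* was at 0.083 with TMMwsp and 0.021 with the block (-0.17 to 0.074). *Cyp4a12a* was at 0.19 with the block and 0.38 with the covariate (-1.30 to 1.23). *Cyp2a4* was at -0.15 with the covariate and -0.046 by DESeq2 without *Apoe*-/- replicate 4 (-0.073 to 0.53). *Cpt1a* was at 0.084 with the covariate (-0.40 to 0.051), *Ces2c* at -0.098 by DESeq2 without *Apoe*-/- replicate 4, and *Ces1e* from -0.00012 to 0.46 without 1 library.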

Differences from the paper's values

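For *Srebf1*, the paper's p-value is 0.08, and edgeR gave an unadjusted p-value of 0.245 beside an exact permutation p of 0.0952. Of the alternatives set before the data were examined, DESeq2 on all 9 libraries came within 1.5 times the paper's value (0.0598), and the other normalizations and filters, the replicate block and the fits without 1 library did not. Among alternatives chosen after seeing the values, DESeq2 without *Apoe*-/- replicate 2 (0.0836), without *Apoe*-/- replicate 4 (0.0641) and on the filtered genes (0.0856) also did, by unadjusted p-values and not an exact test. The mean was higher in *Mif-2*-/-*Apoe*-/- livers (log2 fold change -0.32), whereas the paper states that this gene was downregulated in these mice.

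The -log10 adjusted p of *Apoa4* is about 7.2 in Fig. 5k, read by eye, and was 1.53 by edgeR and 7.25 by DESeq2. That of *Acot1* is about 6.3 in Fig. 5k, read by eye, and was 0.981 by edgeR and 6.39 by DESeq2. Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, reached the paper's values for both genes and no other did. With alternatives chosen after seeing the values, DESeq2 on the filtered genes gave 7.23 and 5.42. DESeq2 without 1 *Apoe*-/- library gave between 5.13 and 11.7 for *Apoa4* and between 4.2 and 5.55 for *Acot1*. These were within 1.5 times the paper's values or the spread, except *Apoa4* without *Apoe*-/- replicate 5 and *Acot1* without *Apoe*-/- replicate 1. On this log scale, 1.5 times is a wide tolerance. For both genes, DESeq2 on all 9 libraries lay nearer the values read by eye than each fit without 1 *Apoe*-/- library. This argues, for these 2 genes, against a library left out of Fig. 5k. The p-value of *Srebf1* cannot decide this, since fits with and without a library came near it.

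The discussion names *Ces1*, and *Ces1b* and *Ces1d* were higher in *Mif-2*-/-*Apoe*-/- livers (-0.61 and -0.85). It gives *Cyp4a12a* and *Cyp2a4* as strongly lower in *Mif-2*-/-*Apoe*-/- livers, and their log2 fold changes were -0.88, at very low counts, and 0.12. The results of the paper name *Cyp4a12a* and *Hsd17b13* from the liver lysates, which were not analysed here. The discussion gives *Hmgcs1* as reduced, from sequencing together with RT-qPCR, and this gene was at -0.12. Purine metabolism, enriched in *Apoe*-/- livers in Fig. 5m by GO, had a median of -0.05 over Reactome genes. *Acaa2*, *Acot1*, *Acsf3*, *Hsd17b4*, *Agpat2*, *Agpat3*, *Cyp2d9*, *Cyp4a10*, *Fabp2*, *Lipa*, *Serpina3k*, *Tnfrsf1a*, *C3* and *S100a10* were called by DESeq2 and not by edgeR, and *Hsd17b13*, *Aldh3a2*, *Ces1c*, *Cyp2a12*, *Serpina12* and *Cd74* by neither. With edgeR, the replicate block called *Acaa2*, *Hsd17b4*, *Ces1c*, *Cyp4a10*, *Cyp2d9*, *Fabp2*, *Serpina3k*, *Tnfrsf1a*, *S100a10* and *Acat1*. TMMwsp and edgeR's own filter called *Serpina3k*. The fit without *Apoe*-/- replicate 5 called *Hsd17b4*, *Cyp2d9*, *Serpina3k* and *S100a10*, and that without *Mif-2*-/-*Apoe*-/- replicate 2 *Acaa2*, *Cyp4a10*, *Cyp2d9*, *Fabp2*, *Serpina3k* and *S100a10*. Of the alternatives chosen after seeing the values, thinned counts called *Serpina3k* and *S100a10*, and DESeq2 without *Apoe*-/- replicate 5 called *Ces1c*, *Cyp2a12*, *Serpina12*, *Cd74* and *Acat1* besides those of DESeq2.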

Other observations

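The tests of splits, depth, shares of counts, cell types and neighbours in this part were chosen after the results were seen.

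Of 100 splits of the libraries into 5 and 4, drawn with the split by genotype included, 3 gave as many genes with an adjusted p-value under 0.05 as the genotypes and 3 as many beyond a log2 fold change of 1.5. For the number of gene lists it was 15 splits, and for over-represented pathways 100, since the genotypes gave 0. For the genes of the heatmap it was 2, for fatty acid metabolism 3, for SREBP-1 targets 18 and for SREBP-2 targets 7.

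The higher fatty acid metabolism genes in *Apoe*-/- livers had a median of 0.65 with thinned counts and 0.47 with the share of the top 10 genes as a covariate, and were at percentile 99.95 of matched random lists. The thinned counts and the matched lists argue against depth and trends with abundance, length or GC content as the whole cause. Splitting the libraries along the share of the top 10 genes gave a larger median, 0.85, than the 0.67 by genotype. That share therefore cannot be told apart from an effect of the genotype, which may remain. For the SREBP-2 targets the median was -0.33 with thinned counts (adjusted p = 0.123) and -0.36 with the covariate, and was at percentile 13.03 of matched lists. A trend with abundance, length and GC content could therefore give a median of this size, and depth cannot be told apart, since the list passed camera's threshold neither before nor after thinning.

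The 7 tested genes of a list of abundant hepatocyte genes had a median of 0.998 on the log2 scale, all higher in *Apoe*-/- livers (adjusted p = 5.2e-06 by camera and 0.0688 by fry). Random lists matched in abundance, length and GC content had a median of 0.68, and the list was at percentile 89.75 of them, so such a trend could give this. A lower share of hepatocytes in *Mif-2*-/-*Apoe*-/- sections could also give it and would raise markers of other cells. The 57 markers of macrophages, stellate, endothelial, T, B and plasma cells had a median of -0.027, with 28 higher in *Apoe*-/- livers (fry p = 0.649, a rotation and not an exact test). These go both ways, so a trend, a change in cell share and regulation cannot be told apart. By list, the medians were 0.31 for macrophages (adjusted p = 0.0355 by camera and 0.372 by fry), -0.24 for stellate cells (adjusted p = 0.694), 0.43 for endothelial cells (adjusted p = 0.218), 0.03 for T cells (adjusted p = 0.694) and -0.63 for B and plasma cells (adjusted p = 0.457).

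*Mif*, the homolog of the deleted gene, was at 709 ± 255 CPM (SD, n = 5) in *Apoe*-/- and 322 ± 232 CPM (SD, n = 4) in *Mif-2*-/-*Apoe*-/- livers (log2 fold change 1.14, adjusted p = 0.242). Without *Mif-2*-/-*Apoe*-/- replicate 2 its log2 fold change was 1.88 (adjusted p = 0.0389) and with the replicate block 1.53 (adjusted p = 0.0347), so that *Mif* was called in these 2 fits by edgeR. DESeq2 called it without *Apoe*-/- replicate 5 (adjusted p = 0.0392). *Mif* lies near *Ddt*, and of 43 genes within 1 Mb of *Ddt*, 8 had an unadjusted p-value under 0.05 (18.6%, against 15.5% of the other genes, one-sided Fisher's exact test p = 0.347), with 0 called. An effect of the deletion on its neighbours may remain and cannot be told apart with so few genes.

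Genes the paper names from liver lysates or RT-qPCR, which were not analysed here, had these log2 fold changes in the sections. *Osbpl3* was at -1.99 (adjusted p = 0.316), *Scap* at -0.46 (adjusted p = 0.516) and *Mogat1* at 2.1 (adjusted p = 0.512). *Cpt1a* was at -0.27 (adjusted p = 0.759), *Cyp7a1* at -2.05 (adjusted p = 0.163 by edgeR and 0.0093 by DESeq2) and *Cyp8b1* at 1.06 (adjusted p = 0.184 by edgeR and 0.0418 by DESeq2). The 14 genes of RT-qPCR had a median of -0.06 (adjusted p = 0.772 by camera) and the 3 of lysates -0.88 (adjusted p = 0.930).

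The remaining lists had these medians. Lipid droplet genes were at 0.78 (adjusted p = 4.6e-04 by camera), male-biased liver genes at 1.02, or 0.67 with 1 gene at its bound (adjusted p = 1.5e-06), female-biased genes at 0.71 (adjusted p = 0.862) and sex-linked genes at 1.28, or -0.34 with 1 gene at its bound (adjusted p = 0.930). The genes of the results text, with *Acat2* counted beside *Acaa2*, were at 1.72 (adjusted p = 5.6e-08), the P450 genes of the discussion at 0.91 (adjusted p = 0.0011 by camera and 0.0698 by fry) and its lipid uptake genes at 1.56 (adjusted p = 1.6e-07). The labelled genes of Fig. 5k were at 2.38 on the side of *Apoe*-/- livers and -4.78, or -4.19 with 5 genes at their bound, on the other side. The study chose these last lists on the same samples.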
